# DMGV Is a Rheostat of T Cell Survival and a Potential Therapeutic for Inflammatory Diseases and Cancers

**DOI:** 10.3389/fimmu.2022.918241

**Published:** 2022-08-05

**Authors:** Fengyuan Mandy Yang, Liya Shen, Dengxia Denise Fan, Kuan-Hung Chen, Jongdae Lee

**Keywords:** DMGV, ADMA, SDMA, AGXT2, MCU, NLCX

## Abstract

Activated effector T cells (Teff) and/or compromised regulatory T cells (Treg) underlie many chronic inflammatory diseases. We discovered a novel pathway to regulate survival and expansion of Teff without compromising Treg survival and a potential therapeutic to treat these diseases. We found dimethylguanidino valeric acid (DMGV) as a rheostat for Teff survival: while cell-intrinsic DMGV generated by Alanine-Glyoxylate Aminotransferase 2 (AGXT2) is essential for survival and expansion by inducing mitochondrial ROS and regulation of glycolysis, an excessive (or exogenous) DMGV level inhibits activated Teff survival, thereby the AGXT2-DMGV-ROS axis functioning as a switch to turn on and off Teff expansion. DMGV-induced ROS is essential for glycolysis in Teff, and paradoxically DMGV induces ROS only when glycolysis is active. Mechanistically, DMGV rapidly activates mitochondrial calcium uniporter (MCU), causing a surge in mitochondrial Ca^2+^ without provoking calcium influx to the cytosol. The mitochondrial Ca^2+^ surge in turn triggers the mitochondrial Na^+^/Ca^2+^ exchanger (NCLX) and the subsequent mitochondrial Na^+^ import induces ROS by uncoupling the Coenzyme Q cycle in Complex III of the electron transport chain. In preclinical studies, DMGV administration significantly diminished the number of inflammatory T cells, effectively suppressing chronic inflammation in mouse models of colitis and rheumatoid arthritis. DMGV also suppressed expansion of cancer cells *in vitro* and in a mouse T cell leukemic model by the same mechanism. Our data provide a new pathway regulating T cell survival and a novel mode to treat autoimmune diseases and cancers.

## Introduction

Although biologics such as TNF antagonists revolutionized the treatments of chronic inflammatory diseases including inflammatory bowel disease (IBD) and rheumatoid arthritis (RA), a large portion of patients do not respond or develop resistance to these drugs (1), necessitating alternative medicines to treat them. A meta-analysis shows that 1/3 of the IBD patients do not respond to anti-TNF treatment, and more than 1/3 patients receiving TNF antagonists experience a loss of response or intolerance to treatment (1). Similarly for RA, only 25–42% of patients reach the treatment target of ACR50 (American College of Rheumatology Score 50) (2). Teff, especially Th1 and Th17, are the main drivers of inflammatory bowel disease (IBD) and RA when the balance between Teff and Treg is perturbed (3, 4). For example, Treg cells from RA patients were found functionally compromised (5, 6) most likely due to the inflammatory environment in which they are localized (7). Therefore, disabling Teff without affecting Treg functions may effectively treat these diseases. Naïve CD4^+^ T cells differentiate into different Teff or Treg influenced by the microenvironmental milieu including cytokines (8). The metabolic reprograming determines the fate of Teff and memory T cells (T_M_), which utilize distinct metabolic pathways (9). While Teff use aerobic glycolysis as the main fuel for their functions, Treg use oxidative phosphorylation (10). However, a low glucose metabolism is sufficient for IL-2 production, and the mitochondrial ROS (reactive oxygen species) is required activation of nuclear factor of activated T cells (NFAT) and subsequent IL-2 induction (11).

Methylated arginine derivates are generated in the cells by protein arginine methyltransferases (PRMTs) and liberated when proteins containing them are recycled. PRMTs regulate a variety of cellular functions such as transcription, splicing, RNA biology, the DNA damage response and cell metabolism; these fundamental processes are altered in many diseases and thus PRMTs are therapeutic targets (12). Asymmetric dimethylarginine (ADMA) and its enantiomer symmetric dimethylarginine (SDMA) are generated by PRMT I and PRMT II enzymes, respectively (13). ADMA is a natural inhibitor of nitric oxide synthase (NOS) and thus implicated in cardiovascular diseases and others (13). However, SDMA has no direct effect on NOS (14). ADMA and SDMA are further metabolized to L-citrulline by dimethylarginine dimethylaminohydrolases (DDAHs) in the cytosol or to DMGV by AGXT2 in the mitochondria (15). While anti-cyclic citrullinated peptides (anti-CCPs) are used as one of the biomarkers for rheumatoid arthritis (16), DMGV was identified as a marker of liver fat and predictor of diabetes (17).

In this report, we identified DMGV as an important regulator of Teff survival, but not Treg, *via* induction of mitochondrial ROS, which makes it an ideal drug candidate to control T cell-mediated diseases. As DMGV regulates Teff survival through the control of glycolysis, it also limits survival of cancer cells depending on Warburg effect for proliferation. Our findings provide a novel approach to treat chronic inflammatory diseases and cancers.

## Results

### ADMA and SDMA Inhibit T Cell Proliferation

CD4^+^ effector T cells (Teff) are the major drivers of chronic inflammatory or autoimmune diseases including inflammatory bowel disease (IBD) and rheumatoid arthritis (RA) (3, 4). As immunometabolites regulate the functions of different immune cells (18–20), we embarked to discover novel small immunometabolites from non-immune cells that limit expansion of T cells. We screened several cell lines to discover soluble factors in the conditioned medium (CM) that regulate proliferation of mouse CD3^+^ T cells. We used live cell gating in flow cytometry for measuring cell death and survival since it was mostly consistent with Annexin V/PI staining (**Supplementary Figure 1A**). The mouse embryonic fibroblasts (MEF) CM completely abrogated the proliferation of T cells whereas the CM from the human epithelial cell line 16HBE (and other epithelial cell lines, data not shown) generally promoted it (**Supplementary Figure 1B**). To identify small molecules that inhibit T cell proliferation, we partially purified the MEF CM components smaller than 3kiliodaltons (3KD) (**Supplementary Figure 1C** left) and the inhibitory factor (named as LNY1) was found in fractions 4 and 5 (F4, F5) (**Supplementary Figure 1C**, right). LNY1 was further purified by HPLC (**Supplementary Figure 1D**) and the purified LNY1 inhibited T cell survival and proliferation (**Supplementary Figure 1E**) with the mass/charge (m/z) ratio of 203 (**Supplementary Figure 1F**). Two compounds with the same m/z (mass/charge) ratio that were reported to be produced by MEF are myo-inositol and asymmetric dimethylarginine (ADMA) (21). We focused on ADMA since myo-inositol can be converted to myo-inositol 1,4,5-trisphosphate (IP3), which activates calcium mobilization, a key T cell activation pathway. Protein arginine methyltransferase 1 (PRMT1) is the primary enzyme for ADMA biosynthesis while PRMT5 is essential for the generation of symmetric dimethylarginine (SDMA), an ADMA enantiomer (22). To test whether LNY1 is ADMA and/or SDMA, we collected CM after silencing PRMT1 and/or PRMT5 in MEF. The MEF CM after PMRT1 or PMRT5 knockdown (KD) inhibited T cell proliferation significantly less than the control CM did while the CM from PMRT1/5 double KD almost completely lost the ability to inhibit proliferation (**Supplementary Figure 1G**). Importantly, both ADMA and SDMA inhibited T cell proliferation (**Supplementary Figure 1H**). LNY1, ADMA, or SDMA also inhibited proliferation of mouse splenic CD19^+^ B cells (**Supplementary Figure 1I**) and human peripheral CD3^+^ T cells (**Supplementary Figure 1J**). LNY1 and ADMA also inhibited proliferation of pre-activated mouse and human T cells while rapamycin inhibited proliferation of activated human T cells only (**Supplementary Figure 1K**). Taken together, we discovered that ADMA and SDMA inhibit expansion of lymphocytes.

### ADMA and SDMA Inhibit T Cell Proliferation *via* Induction of Mitochondrial ROS

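RNA of mouse splenic CD3+ T cells, activated through the T cell receptor (TCR) with antibodies to CD3 and CD28, was sequenced 24 h after activation. In 3 samples the cells were activated alone (TCR alone), and in 3 samples LNY1 was present at 100 ng/ml (TCR+LNY1). The supplementary legend gives n=3 independent biological samples, and all 6 samples were used. The sample labels give the same dose and time but name the added compound DMGV (dimethylguanidino valeric acid), so the groups carry here the names they have in Supplementary Figure 2A. The authors filtered the reads with SOAPnuke, mapped them with HISAT2, calculated expression with StringTie, and deposited whole-number counts and FPKM values (fragments scaled to gene length and to the sample's total) per gene and per transcript. The genome build is not named in the paper's text. The identifiers are versioned Ensembl mouse identifiers, and 99.7% of the 52550 genes have the identifier, without its version, of a gene in GENCODE M21, which annotates GRCm38. The counts of TCR alone replicates 1, 2 and 3 summed to 37758725, 41593014 and 40327431, with a median of 40327431. Those of TCR+LNY1 replicates 1, 2 and 3 summed to 43587243, 43718867 and 40492457, with a median of 43587243. Gene counts were normalized by edgeR's TMM method, and the 14786 genes that passed edgeR's expression filter were compared between the groups by its two-sided quasi-likelihood test with Benjamini-Hochberg adjustment. An adjusted p under 0.05 was taken as the threshold. The test and threshold behind the paper's differentially expressed genes are not named in its text. With 3 samples against 3, the smallest p an exact permutation test can give is 0.1. All 37 genes of the mitochondrial genome were listed with 0 counts in every sample, so respiratory chain subunits encoded there were not analysed here.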

In order to gain insights on how LNY1 (ADMA and SDMA) inhibits T cell proliferation, RNA sequencing was performed after mouse splenic T cells were stimulated with or without LNY1 for 24h, at which time cells were undivided and LNY1-induced cell death was minimal. LNY1 significantly changed the TCR-induced gene expression pattern (**Supplementary Figure 2A**, left), affecting several metabolic pathways. 

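Principal components were computed on the log2 CPM of the tested genes (CPM, TMM-normalized counts scaled to a common total per sample). The first component held 32.2% of the variance, the second 19.2% and the third 17.4%. The first component did not part the groups. TCR alone replicate 3 and TCR+LNY1 replicate 1 had scores of 42.1 and 42.9, whereas the other 4 samples had scores between -34.9 and -10.5. The third component was the first on which all TCR+LNY1 samples lay on one side of all TCR alone samples.

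**Figure D1:**
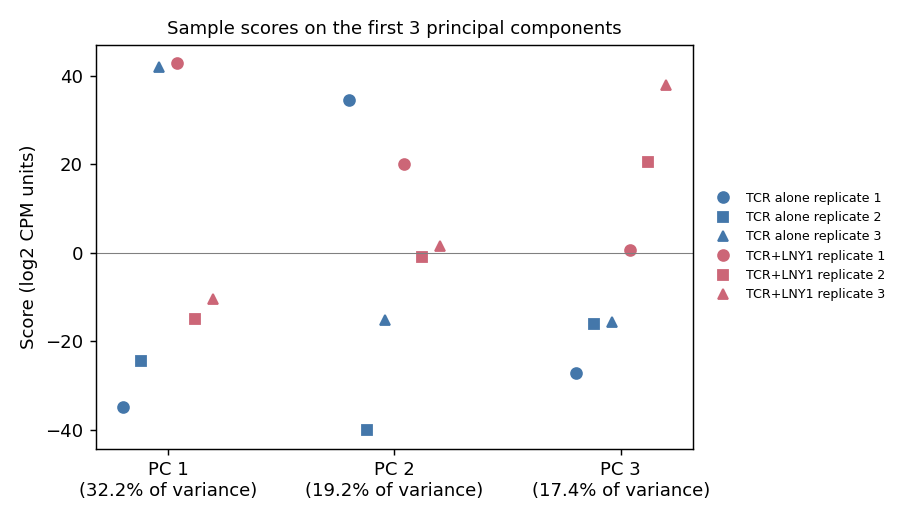
Scores of the 6 samples on the first 3 principal components of log2 CPM, in log2 CPM units, with 1 point per sample, colour for the group and shape for the replicate. On the first component TCR alone replicate 3 and TCR+LNY1 replicate 1 lie above 40, and on the third the groups are apart.

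The share of all variance that lay between the groups was 17.8%. The 10 ways of dividing the 6 samples into 3 and 3 gave shares from 15.9% to 26.6%, and 7 of them were as large as that of the real groups (exact permutation test, p = 0.7). With log2(FPKM + 1) of all genes, the alternative that moved it most among principal component fits, the first component held 39.5% of the variance and again did not part the groups. The share of all variance between the groups was 16.2% in that fit, and 5 of the 10 divisions gave as large a share (exact permutation test, p = 0.5). Between the groups, 2 genes passed the threshold. Slc39a9 (ENSMUSG00000048833.9), a zinc transporter gene on chromosome 12 from 80643883 to 80683342 (GRCm38, forward strand), had 46.9 ± 1.41 CPM in TCR alone and 18.2 ± 1.53 CPM in TCR+LNY1 (SD, n = 3 each). Its log2 fold change was -1.37 (standard error 0.10, adjusted p = 0.029 from edgeR's quasi-likelihood test). Its 5′ end overlaps Erh on the other strand as annotated, and the authors' counting is not stated to use strand. Ahcyl2 (ENSMUSG00000029772.17), an adenosylhomocysteinase-like gene on chromosome 6 from 29768011 to 29912310 (forward strand), had 43.3 ± 1.99 CPM in TCR alone and 83.02 ± 1.68 CPM in TCR+LNY1 (SD, n = 3 each), a log2 fold change of 0.94 (standard error 0.08, adjusted p = 0.042 from edgeR's quasi-likelihood test). Leaving out each sample in turn gave 5 genes past the threshold without TCR+LNY1 replicate 1, 2 without TCR+LNY1 replicate 3 and 0 in the other 4 fits (395 to 1109 genes at an unadjusted p under 0.05). Slc39a9 was among the 5, and Ahcyl2 passed in none of the 6 fits. DESeq2, the tool that moved the count most at the same threshold, called 14 genes, both of these among them. At an unadjusted p under 0.05 there were 471 genes (241 higher and 230 lower in TCR+LNY1), which is 3.19% of the genes tested. The CPM of the groups did not overlap for 1310 genes, 8.86% of those tested, where chance gives 10%. The paper states from its own principal components, in which the groups lie apart, that LNY1 changed the expression pattern.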

While the genes regulating cellular metabolisms (fatty acids, amino acids, glucose) and cell cycle pathways were down-regulated by LNY1, those related to neurogenerative diseases, oxidative phosphorylation, and chemokine/cytokine signaling pathways were up-regulated (**Supplementary Figure 2A**, right). 

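Genes of 10 pathways named in the text or in Supplementary Figure 2A were listed by hand, since KEGG's lists were not used here, and each list was tested with camera, a test of whether a list's genes shift against all other genes. The adjusted p covers the 10 lists. The median log2 fold change of the 80 oxidative phosphorylation genes was 0.12, and 69 of them were higher in TCR+LNY1 (camera adjusted p = 1.17e-07). The medians per sample, as deviations from the 6-sample mean, were -0.051 ± 0.11 in TCR alone and 0.065 ± 0.080 in TCR+LNY1 (SD, n = 3 each), and the samples of the groups overlapped (exact permutation test, p = 0.2). Over the other settings with all 6 samples the adjusted p ran from 7.7e-10 to 0.45, and the length correction moved the median most, to 0.071. It was 0.050 without TCR alone replicate 1 and 0.079 without TCR+LNY1 replicate 3. Of 30 chemokine and chemokine receptor genes tested, 22 were higher (median 0.14, camera adjusted p = 1.15e-04). Their medians per sample were -0.087 ± 0.045 in TCR alone and 0.10 ± 0.033 in TCR+LNY1 (SD, n = 3 each), without overlap (exact permutation test, p = 0.1). The list's median was 0.28 without TCR alone replicate 2, 0.21 without TCR+LNY1 replicate 3 and 0.088 without TCR alone replicate 1. The 105 cytokine and cytokine receptor genes had a median of 0.034 (adjusted p = 0.63), and 59 were higher. The median was 0.059 without TCR+LNY1 replicate 2. The 112 genes of the neurodegenerative disease pathways that lie outside the respiratory chain had a median of -0.021 (adjusted p = 0.57), and 47 were higher. Without TCR alone replicate 2 the median was 0.0065.

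**Figure D2:**
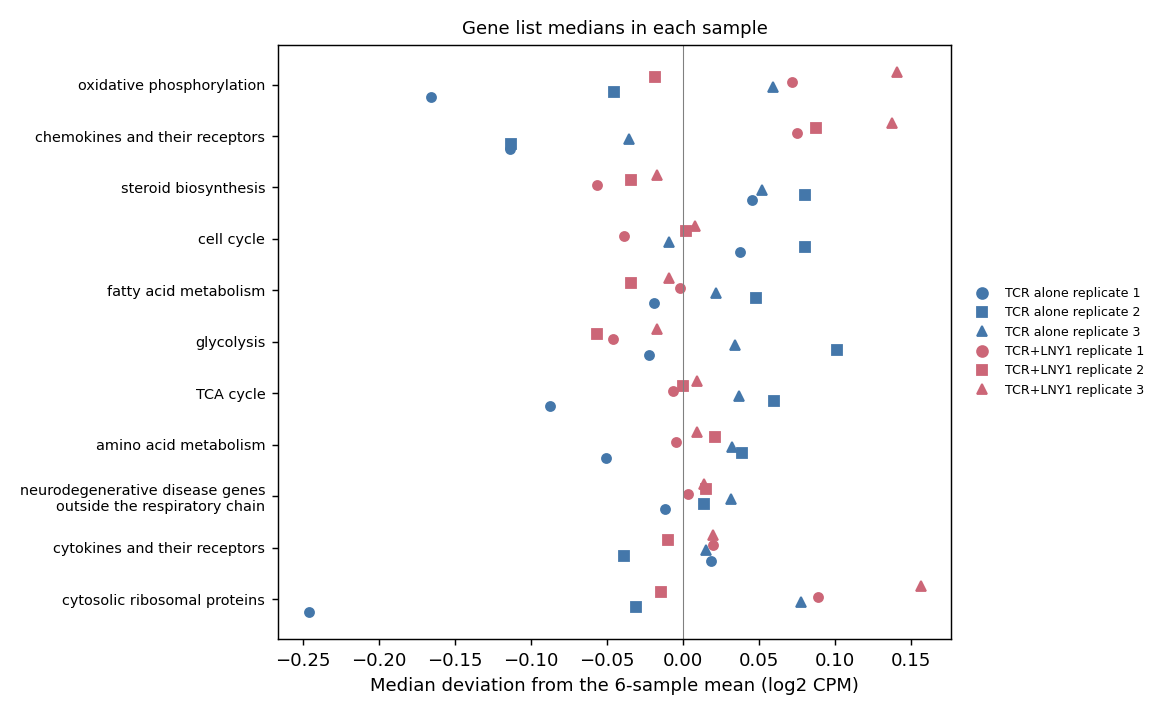
Median of each gene list in each of the 6 samples, as the deviation from the 6-sample mean in log2 CPM, with 1 point per sample, colour for the group and shape for the replicate. The groups are apart for chemokines and for steroid biosynthesis, and they overlap for oxidative phosphorylation and for the other lists drawn.

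Of the pathways the paper gives as down-regulated, steroid biosynthesis had a median log2 fold change of -0.068 over 30 genes, 22 of them lower (adjusted p = 6.3e-04). Its median was -0.12 without TCR alone replicate 1. For 118 cell cycle genes the median was -0.049, and 79 were lower (adjusted p = 0.016). It did not pass the threshold without TCR alone replicate 2 (-0.023) or without TCR+LNY1 replicate 1 (-0.044), and it was -0.080 without TCR alone replicate 3. The other lists did not pass. Glycolysis had a median of -0.064 over 36 genes, 26 of them lower (adjusted p = 0.25), and fatty acid metabolism -0.011 over 64, 34 of them lower (adjusted p = 0.25). The TCA cycle had -0.0075 over 28, 15 of them lower (adjusted p = 0.43), and amino acid metabolism -0.015 over 72, 38 of them lower (adjusted p = 0.57). Without TCR alone replicate 1, all of these 4 lists passed the threshold, at -0.11, -0.068, -0.052 and -0.042. The median of the TCA cycle was above 0 without TCR alone replicate 2 (0.039), TCR alone replicate 3 (0.018) or TCR+LNY1 replicate 3 (0.0087). That of amino acid metabolism was above 0 without TCR alone replicate 2 (0.017), TCR alone replicate 3 (0.028) or TCR+LNY1 replicate 1 (0.0039). Camera presets a correlation of 0.01 between genes. Of the 4 lists past its threshold, chemokines (fry adjusted p = 0.029) and steroid biosynthesis (0.038) also passed with fry, whereas oxidative phosphorylation (0.45) and cell cycle (0.45) did not. Fry is a rotation test that keeps the correlation between genes. It asks whether a list's genes changed at all, not whether they shifted against all other genes. A difference between fry and camera therefore need not come from the correlation alone. None of the 4 lists passed with camera at a correlation estimated from the data (adjusted p from 0.078 to 0.45). No gene of these lists passed the threshold over all genes in edgeR's test. With DESeq2, 1 did, the glycolysis gene Pfkfb3, which was higher in TCR+LNY1 (log2 fold change 0.82, all 3 samples above all 3 of TCR alone, DESeq2 adjusted p = 8.15e-10, edgeR adjusted p = 0.080), and its adjusted p ran from 8.15e-10 to 1.00 over the settings with all 6 samples. Adjusted over the list alone, 1 chemokine gene, Ccl3, and 1 glycolysis gene, Pfkfb3, passed, and both were higher. Ccl3 had 285 ± 18.2 CPM in TCR alone and 384 ± 26.9 CPM in TCR+LNY1 (SD, n = 3 each), and Pfkfb3 had 49.1 ± 2.12 and 86.9 ± 5.15 CPM (SD, n = 3 each). The hypergeometric test with Bonferroni correction that the methods name was run with the 14786 tested genes as background. Only 1 gene in each direction passed the threshold and neither is in a list, too few for this test to tell whether a list is enriched. Among the 241 genes higher at an unadjusted p under 0.05, a threshold chosen after the data were seen, 7 were chemokine genes (one-sided exact hypergeometric test, Bonferroni p = 8.28e-06 over 20 tests) and 5 were oxidative phosphorylation genes (Bonferroni p = 0.20).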

The genes upregulated in the neurogenerative diseases and oxidative phosphorylation pathways were overlapping and the components of the mitochondrial electron transport chain, such as Cox5a, Atp5g3, Ndufa5, and Uqcr10. 

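The 4 named genes encode nuclear subunits of complex IV (Cox5a), complex V (Atp5g3), complex I (Ndufa5) and complex III (Uqcr10), and all 4 had higher means in TCR+LNY1. Positions are those of GRCm38. Cox5a (ENSMUSG00000000088.7, chromosome 9 from 57521274 to 57532426) had 91.6 ± 5.22 CPM in TCR alone and 112 ± 3.03 CPM in TCR+LNY1 (SD, n = 3 each). Its log2 fold change was 0.30 (standard error 0.08). Atp5g3 (ENSMUSG00000018770.9, chromosome 2 from 73908447 to 73911326) had 137 ± 21.0 and 168 ± 4.95 CPM (SD, n = 3 each), a log2 fold change of 0.29 (standard error 0.11). Ndufa5 (ENSMUSG00000023089.12, chromosome 6 from 24518666 to 24528013) had 22.3 ± 2.74 and 28.6 ± 4.95 CPM (SD, n = 3 each), a log2 fold change of 0.36 (standard error 0.15). Uqcr10 (ENSMUSG00000059534.8, chromosome 11 from 4701973 to 4704342) had 63.1 ± 4.71 and 82.8 ± 10.9 CPM (SD, n = 3 each), a log2 fold change of 0.39 (standard error 0.12). All samples of the groups were apart for Cox5a, Atp5g3 and Uqcr10 (two-sided exact permutation test, p = 0.1 for each), but not for Ndufa5 (p = 0.2, exact permutation test). None passed edgeR's quasi-likelihood test over all genes (adjusted p = 0.999 for each). With each sample left out in turn, the log2 fold change of every one of the 4 stayed above 0. The lowest value was 0.19, for Atp5g3 without TCR alone replicate 2, and Ndufa5 had 0.21 without TCR+LNY1 replicate 3. Cox5a is overlapped on the other strand by Gm26631.

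**Figure D3:**
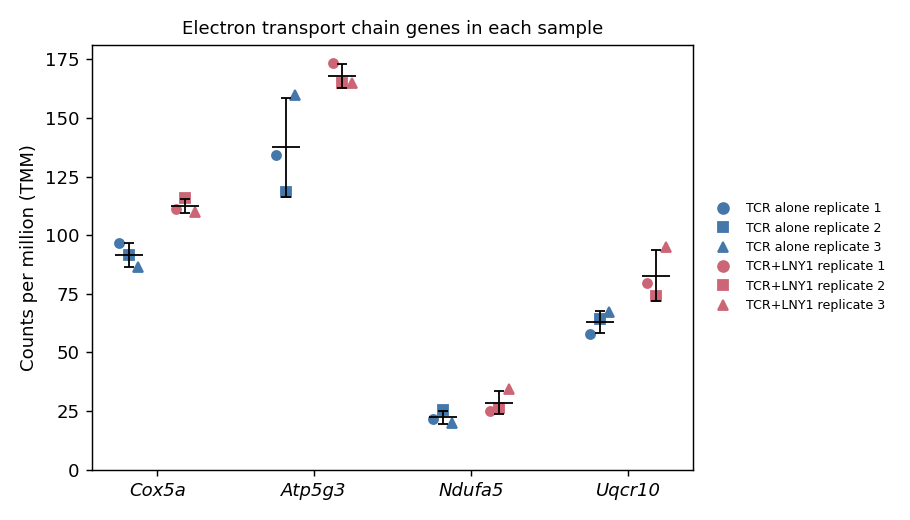
CPM of Cox5a, Atp5g3, Ndufa5 and Uqcr10 in each of the 6 samples, with 1 point per sample and the mean and SD of each group in black. All TCR+LNY1 samples lie above all TCR alone samples for Cox5a, Atp5g3 and Uqcr10, and the samples overlap for Ndufa5.

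Of the 37 tested subunits of complex I, 36 were higher in TCR+LNY1, with a median log2 fold change of 0.13. The medians were 0.049 for the 4 subunits of complex II, 0.13 for the 9 of complex III, 0.14 for the 15 of complex IV and 0.095 for the 15 of complex V. Camera gave adjusted p of 1.67e-05, 0.43, 0.0045, 0.024 and 0.0013 for complexes I to V in that order. None of the complexes passed with fry (adjusted p from 0.25 to 0.47). Without TCR alone replicate 1, none passed with camera either, and the medians were 0.045 for complex I, -0.027 for complex II, 0.062 for complex III, 0.070 for complex IV and 0.031 for complex V. Without TCR+LNY1 replicate 3, complexes III (0.13), IV (0.025) and V (0.076) did not pass. Complex IV did not pass without TCR alone replicate 2 (0.080) or TCR+LNY1 replicate 1 (0.070) either. The paper states that the genes shared between its pathways are components of the electron transport chain, and it names these 4 as examples. The 4 were named as raised in these same samples, so their direction here is not independent evidence.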

ADMA was reported to increase NOS (nitric oxide synthase)-derived ROS in endothelial cells in the absence of the NOS cofactor tetrahydrobiopterin (23). We, therefore, investigated whether LNY1 (ADMA/SDMA) regulates the mitochondrial functions. Overnight stimulation of T cells in the presence of LNY1 significantly decreased the TCR-induced-mitochondrial membrane potential (ΔΨm, TMRE) (**Supplementary Figure 2B**) but increased the ROS level (**Supplementary Figure 2C**). LNY1 directly induced ROS in the mitochondria measured by the mitochondria-specific ROS indicator CellROX Green but not in the cytoplasm measured by the cytoplasm-specific CellROX Deep Red (**Supplementary Figure 2D** left) while tBHP (tert-Butyl hydroperoxide) rapidly accumulated in the cytosol (**Supplementary Figure 2D** right). LNY1 enhanced TCR-induced mitochondrial ROS at various time points after TCR stimulation (**Supplementary Figure 2E**). Consistently, ADMA- or SDMA-induced mitochondrial ROS (**Figure 1A**) was abrogated by the mitochondria-directed antioxidant mitoquinone mesylate (MitoQ) (**Figure 1B**). ADMA- and SDMA-induced ROS in live splenic T cells were detected also by live-cell confocal microscopy (**Figure 1C** and **Supplementary Figure 2F**). Next, we tested whether accumulation of excessive mitochondrial ROS is responsible for ADMA/SDMA-induced inhibition of proliferation. Indeed, MitoQ rescued T cells from ADMA- or SDMA-mediated inhibition in proliferation (**Figure 1D**). The antioxidants glutathione (GSH) or N-acetylcysteine (NAC) also reversed the inhibition by ADMA and/or SDMA (data not shown), but these antioxidants by themselves had no significant effect on T cell proliferation (**Supplementary Figure 2G**). As ADMA and SDMA were reported to inhibit the activity of nitric oxide synthase (NOS) and thus decrease the NO level (24, 25), we tested whether the iNOS (inducible NOS) inhibitor N6-(1-iminoethyl)-L-lysine (NIL) inhibits T cell proliferation. NIL even at a high concentration did not significantly affect T cell proliferation (**Supplementary Figure 2G**) or induce ROS (**Supplementary Figure 2H**). Consistently, more CD4 and CD8 memory T cells were found in mice deficient in iNOS than in WT mice after immunization without an apparent defect in T cell proliferation (26). Together, these data demonstrate that both ADMA and SDMA inhibit proliferation of lymphocytes by inducing mitochondrial ROS.

**Figure 1:**
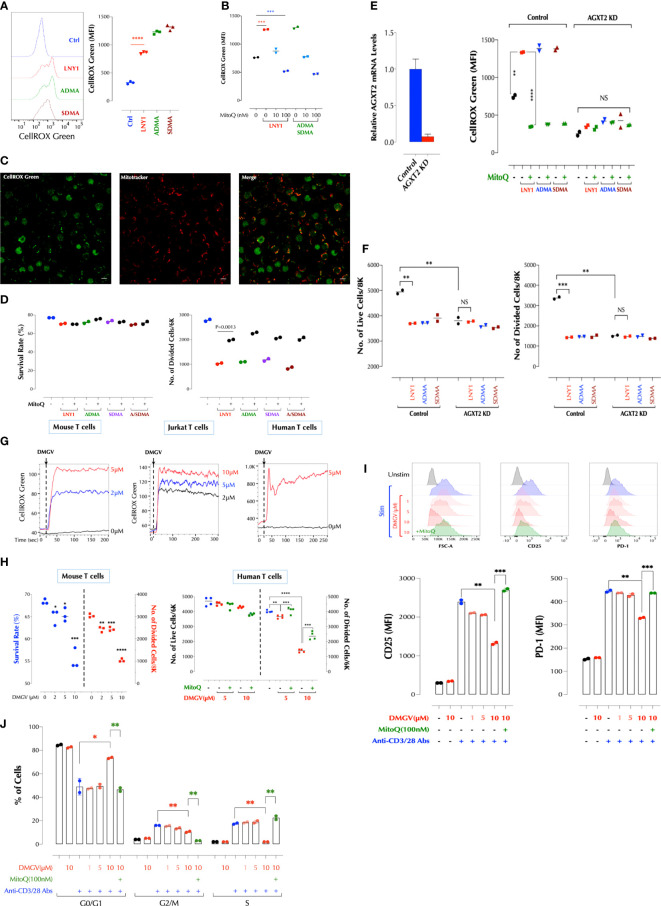
DMGV, a metabolite of ADMA and SDMA, inhibits T cell proliferation *via* induction of mitochondrial ROS. **(A)** ADMA and SDMA induces ROS in the mitochondria. Mouse splenic T cells were incubated with LNY (100ng/ml), ADMA (10µM), or SDMA (10µM) for 30min and ROS was measured by flow cytometry. (n=3 independent biological samples, ***<0.001) **(B)** ROS induction by ADMA and SDMA is inhibited by MitoQ. Mouse splenic T cells were incubated for 30min with LNY1 (100ng/ml) or ADMA + SDMA (10µM) with or without MitoQ as indicated and ROS was measured by flow cytometry. (n=2 independent biological samples, ***<0.001) **(C)** ADMA induces ROS in T cells. Freshly isolated mouse splenic T cells were incubated with ADMA (10µM), MitoTracker Deep Red, and CellROX Green for 30min and confocal live cell imaging was performed. **(D)** ADMA and SDMA inhibit T cell proliferation *via* induction of mitochondrial ROS. Mouse splenic T cells were stimulated with or without LNY1 (100ng/ml), ADMA (10µM), SDMA (10µM), or ADMA/SDMA (A/SDMA) and survival and proliferation were measured at 48h as described in the method. (n=2 independent biological samples). MitoQ (100nM) was added at the same time as indicated. **(E)** AGXT2 is essential for ADMA or SDMA to induce mitochondrial ROS. AGXT2 in mouse splenic CD3^+^ T cells was silenced using siRNA, and knockdown (KD) was confirmed by qPCR (left). Mitochondrial ROS induction by the indicated compounds in control or AGXT2 KD cells was measured with or without pre-incubation for 30min with MitoQ (100nM). (n=2 independent biological samples; NS, not significant; **<0.01, ****<0.0001) **(F)** AGXT2 is essential for ADMA or SDMA to inhibit T cell survival and proliferation. Survival and proliferation of control and AGXT2 KD mouse splenic CD3^+^ T cells, incubated with LNY1 (100ng/ml) or ADMA (10μM) alone, or together with MitoQ (100nM), were measured by flow cytometry. (n=2 independent biological samples, NS, not significant; **<0.01, ****<0.0001) **(G)** DMGV induces ROS in mouse, Jurkat, and human T cells in a dose-dependent manner. The indicated amount of DMGV was pulsed in at 20 seconds into CellROX Green-loaded cells and ROS was measured by time-lapse flow cytometry. **(H)** DMGV inhibits T cell survival and expansion *via* mitochondrial ROS induction. Mouse splenic CD3^+^ T cells (left) or human peripheral blood CD3^+^ T cells (right) were activated in the presence of DMGV alone or DMGV with MitoQ (100nM), and survival and proliferation were measured by flow cytometry. (3-4 biological samples, **<0.01, ***<0.001, ****<0.0001). All above data were repeated at least twice in similar settings with similar results. **(I)** DMGV inhibits T cell activation *via* ROS generation. Primary human T cells were activated in the presence of the indicated compounds for 24h, and the cell size (FSC-A) and the expression of CD25 and PD-1 was measured by flow cytometry. **(J)** DMGV inhibits cell cycle progression. Primary human T cells were activated in the presence of the indicated compounds for 48h, and the cell cycle was measured by flow cytometry. All the above data were repeated at least twice with the similar results. *<0.05.

### DMGV-Induced Mitochondrial ROS Functions as a Rheostat of T Cell Survival and Expansion

ADMA and SDMA are metabolized by dimethylarginine dimethylaminohydrolases (DDAHs) to L-citrulline in the cytosols or to DMGV (dimethylguanidino valeric acid) by alanine-glyoxylate aminotransferase 2 (AGXT2) in the mitochondria (27, 28) (**Supplementary Figure 3A**). L-citrulline can be converted back to L-arginine, with which different isoforms of nitric oxide synthase (NOS) synthesize NO (29). L-citrulline neither induced ROS nor significantly inhibited T cell survival and proliferation while DMGV rapidly induced ROS (**Supplementary Figure 3B**). However, AGXT2 knockdown (KD) abrogated the ability of ADMA or SDMA to induce ROS (**Figure 1E**) or inhibit T cell survival and proliferation (**Figure 1F**). Unexpectedly, AGXT2 KD itself significantly compromised T cell survival (**Figure 1F**), suggesting that AGXT2 and thus the **intrinsic** DMGV-induced mitochondrial ROS is necessary for the optimal survival and expansion of T cells. DMGV rapidly induced ROS in mouse and human T cells as well as Jurkat T cells (**Figure 1G**), and inhibited cell survival and proliferation *via* mitochondrial ROS induction in mouse and human T cells (**Figure 1H**). DMGV *via* ROS inhibited the initial growth and activation of T cells as indicated by the smaller cell size and reduced expression of CD25 and PD-1 in the cells treated with DMGV for 24h (**Figure 1I**). DMGV blocked cell cycle progression *via* generation of ROS (**Figure 1J**). Overexpression (OE) of AGXT2 in T cells significantly increased mitochondrial ROS induced by ADMA or SDMA (**Supplementary Figure 3C**), and AGXT2 OE itself inhibited survival and expansion of T cells (**Supplementary Figure 3D**). However, ADMA and SDMA no longer had an impact on proliferation in the AGXT2-OE cells (**Supplementary Figure 3D**), suggesting that enough cell-intrinsic ADMA and/or SDMA are present in the AGXT2-OE cells to be converted to DMGV. AGXT2 was localized in the mitochondria of the human epithelial cell line HCT-8 (**Supplementary Figure 3E**). DMGV induced mitochondrial ROS in all types of human PBMCs within 1h (**Supplementary Figure 3F** top), which diffused to the cytosol in 24h (**Supplementary Figure 3F** bottom), most likely due to the compromised mitochondrial function. In contrast, tBHP (tert-butyl hydroperoxide) added to the medium was initially detected in the cytosol and then diffused to the mitochondria later. In the absence of TCR stimulation, however, DMGV did not significantly affect the viability of human PBMCs within 24h whereas tBHP killed both T and B cells (**Supplementary Figure 3G**). DMGV also caused ROS-mediated death in activated Jurkat T cells in 24h (**Supplementary Figure 3H**). ADMA, SDMA, and DMGV blocked entry to GO-G1 phase in the cell cycle (**Supplementary Figure 3I**) consistent with the data on human T cells (**Figure 1J**). In order to determine the *in vivo* roles of AGXT2, we generated AGXT2-deficient mice (C57BL/6 background). A few homozygotes were obtained up to 4 generations (**Supplementary Figures 4A, B**). Because the AGXT2^+/-^ T cells were hypomorphs expressing a very low level of AGXT2 compared to WT (**Supplementary Figures 4C, D**), the experiments were initially performed with the heterozygotes but later most of the important experiments were replicated with the homozygotes. No abnormality in T cell development was evident in the heterozygotes or homozygotes (**Supplementary Figure 4E**). Consistent with the AGXT2 KD results, ADMA and SDMA no longer induced ROS in AGXT2^+/-^ or AGXT2^-/-^ T cells while DMGV did; and ADMA and SDMA in WT T cells induced ROS at a considerably slower pace than DMGV did (**Figure 2A**), most likely reflecting the time for them to be metabolized to DMGV. ADMA and SDMA no longer inhibited T cell survival or proliferation in the heterozygotes (**Figure 2B**). Consistent with AGXT2-KD cells, survival and proliferation AGXT2^+/-^ T cells were severely compromised (**Figure 2B**). In addition, the AGXT2 mRNA was induced during T cell activation (**Supplementary Figure 4F**). These data indicate that a threshold and increasing level of AGXT2-DMGV-ROS is necessary for T cells to survive and expand while the AGXT2-DMGV-ROS level below or above the threshold is detrimental to T cells, establishing the AGXT2-DMGV-ROS axis as a rheostat of T cell survival (30). Indeed, while DMGV inhibited survival and proliferation in WT cells, it rescued AGXT2^+/-^ T cells from death in a dose-dependent manner (**Figure 2C**) *via* induction of mitochondrial ROS (**Supplementary Figure 4G**). A similar result was obtained in human T cells (**Supplementary Figure 4H**). We next tested if AGXT2 is necessary for survival of different CD4^+^ Teff. While naïve CD4^+^ AGXT2^+/-^ T cells under the Th1, 2, or 17 induction condition did not survive well, they survived similarly to the WT cells under the Treg induction condition (**Supplementary Figure 4I**). From the difference between Th17 (IL-6 + a low-dose TGFβ) and Treg induction condition (a high-dose TGFβ), we hypothesized that TGFβ protects AGXT2^+/-^ T cells from death during expansion and IL-6 negates the protection provided by TGFβ. Indeed, survival and division of naïve CD4^+^ AGXT2^+/-^ T cells were little affected under the Treg induction condition while they gradually died off under the Th17 induction condition (**Figure 2D**). Furthermore, TGFβ rescued total CD3^+^ AGXT2^+/-^ T cells (non-induction condition) while it slightly inhibited the survival of WT T cells (**Figure 2E**). It is thought that T cells preferentially use oxidative phosphorylation (OxPhos) in the initial phase of activation and fatty acid oxidation (FAO) but later switch to glycolysis and glutaminolysis to meet the energy requirement as well as generate building blocks necessary for the biosynthetic needs. As Foxp3 in Tregs promotes OxPhos but inhibits glycolysis (31), we suspected that AGXT2^+/-^ T cells have a defect in glycolysis. While there was no difference at the basal OxPhos level, OxPhos in AGXT2^-/-^ T cells under the stressed condition was slightly but significantly elevated compared to WT cells. On the other hand, glycolysis in AGXT2^-/-^ T cells was significantly compromised under both the basal and stressed conditions (**Figure 2F**, left panel). DMGV had no significant impact on OxPhos; DMGV slightly inhibited glycolysis in WT but restored it in AGXT2^-/-^ T cells (**Figure 2F**, right panel), consistent with the survival data (**Figure 2C**). However, TGFβ did not influence OxPhos but suppressed glycolysis slightly in WT without rescuing it in AGXT2^-/-^ T cells (**Figure 2F**, lower panel), indicating that TGFβ rescues AGXT2^-/-^ T cells by a different mechanism than DMGV. We next tried to rescue AGXT2^+/-^ T cells by forcing them to utilize OxPhos mostly in a glucose-free RPMI medium (with glucose provided only by 10% FBS) or supplementing them with the glycolysis intermediates. There was little difference in survival between WT and AGXT2^+/-^ or AGXT2^-/-^ T cells in glucose-free RPMI (**Figure 2G**), and in glucose+ medium, supplementation of either pyruvate or β-nicotinamide mononucleotide (βNMN) prevented death of AGXT2^+/-^ T cells during expansion while they had little effect on WT T cells (**Figure 2H**). Most of these results were reproduced in AGXT2^-/-^ T cells (**Figure 2I**). Unexpectedly, DMGV had no effect at all on T cell survival in a glucose-free medium, and IL-2 had no effect on AGXT2^-/-^ T cells with glucose but promoted survival of both WT and AGXT2^-/-^ T cells in the absence of glucose (**Figure 2J**). These data indicate that the major metabolic defect in AGXT2^+/-^ T cells lies in glycolysis rather than OxPhos and thus are unable to make the metabolic switch. These data were replicated in Jurkat T cells; AGXT2 KD significantly decreased the cell survival, which was reversed by DMGV or TGFβ (**Supplementary Figure 4J**). As glutaminolysis is another important metabolism for T cells, we performed a similar experiment in glutamine-free RPMI medium. DMGV had a less impact on WT survival but rescued AGXT2^-/-^ T cell survival (but not expansion) in a glutamine-free medium; however, TGFβ was not able to rescue AGXT2^-/-^ T cells (**Supplementary Figure 4K**). Thus, TGFβ rescues AGXT2^-/-^ T cells in a glutaminolysis-dependent mechanism. Since there was no difference in T cell development and numbers in the thymus and spleen between AGXT2^+/-^ and WT mice (**Supplementary Figure 4E**), we hypothesized that TGFβ signaling provides an alternative mechanism for AGXT2-deficient T cells to survive *in vivo*. TGFβ is not only crucial for Treg development but also restrains proliferation of self-reactive CD4^+^ and CD8^+^ T cells (32). Therefore, inhibition of TGFβ signaling in T cells causes autoimmunity similar to that in Treg-deficient mice (33) and TGFβ1 deficiency in humans causes severe inflammatory bowel disease and encephalopathy (34). To test if TGFβ provides a survival signaling to AGXT2^+/-^ or AGXT2^-/-^ T cells *in vivo*, we injected the TGFβ receptor inhibitor SB431542 to WT, AGXT2^+/-^ and AGXT2^-/-^ mice and measured the effects on T cell survival. As expected, the number of splenocytes increased significantly in WT mice, but unchanged in AGXT2^+/-^ or AGXT2^-/-^ mice (**Figure 2K**), indicating that AGXT2 is essential for lymphocyte expansion in the absence of TGFβ signaling. The T to B cell ratio in the spleens did not change after the SB431542 treatment (data not shown). Taken together, these data demonstrated that the intrinsic threshold level of DMGV-induced mitochondrial ROS dictated by the AGXT2 expression level during Teff expansion is essential for glycolysis and survival of T cells (in the absence of TGFβ signaling) whereas excessive DMGV compromises their survival. Glucose uptake wasonly slightly decreased in AGXT2^+/-^ T cells before and after TCR stimulation (**Supplementary Figure 4L**). Therefore, how the DMGV-ROS axis regulates glycolysis needs to be further investigated.

**Figure 2:**
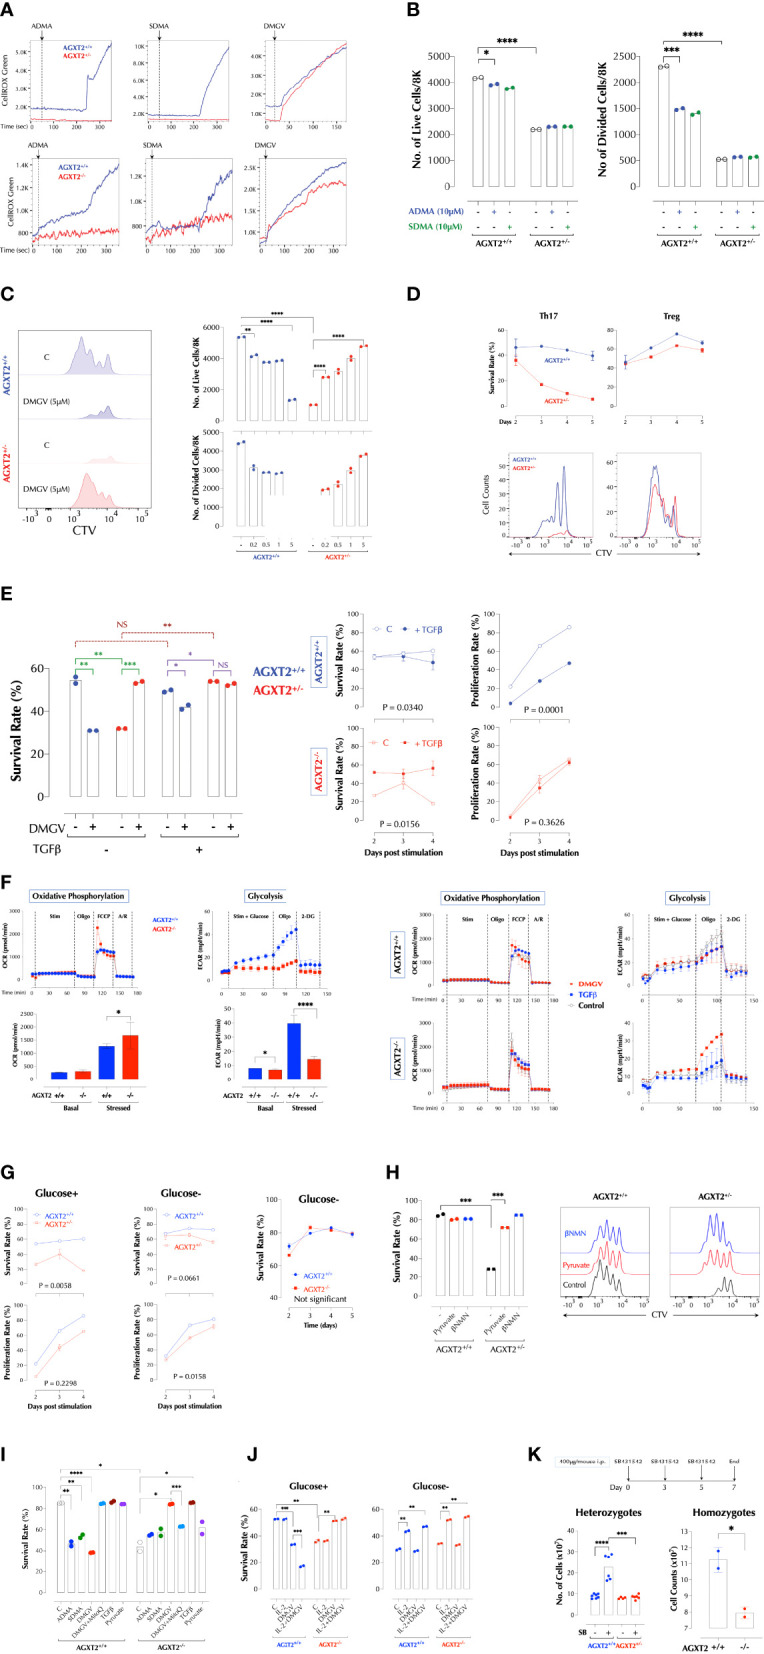
DMGV-induced mitochondrial ROS is a rheostat of T cell survival and expansion. **(A)** ADMA and SDMA induces mitochondrial ROS *via* AGXT2. ROS induction by 5µM of ADMA, SDMA, or DMGV in splenic T cells from WT and AGXT2^+/-^ mice (Upper panel) and AGXT2^-/-^ mice (Lower panel) was measured by time-lapse flow cytometry and graphed using the FlowJo kinetics. The data are the representatives of 3 independent experiments. **(B)** ADMA and SDMA inhibit T cell proliferation *via* AGXT2. CTV-labeled splenic T cells from WT and AGXT2^+/-^ mice were activated with or without 5µM of ADMA, SDMA, or DMGV for 2 days and survival and proliferation were measured by flow cytometry. **(C)** DMGV is a rheostat of T cell survival. CTV-labeled splenic T cells from WT and AGXT2^+/-^ mice were activated with the indicated amount of DMGV for 3 days and survival and proliferation were measured by flow cytometry. **(D)** DMGV-induced mitochondrial ROS controls survival of Th17 T cells, but not Treg. CTV-labeled splenic T cells from WT and AGXT2^+/-^ mice were activated as indicated and the survival rate was measured by flow cytometry. The data are the representatives of 2 independent experiments. **(E)** TGFβ and DMGV redundantly support survival of mouse T cells during expansion. Splenic CD3^+^ T cells from WT and AGXT2^+/-^ mice were activated with DMGV (5µM) and/or TGFβ (15ng/ml) for 3 days and survival was measured by flow cytometry. **(F)** Glycolysis is compromised in AGXT2^-/-^ T cells. Splenic WT and AGXT2^+/-^ T cells were stimulated with or without DMGV (5µM) or TGFβ (15ng/ml), and OxPhos and glycolysis potentials were measured by Seahorse mitostress and glycolysis assay. (Left) Glycolysis, but not OxPhos, is significantly compromised in AGXT2^-/-^ T cells. (Right) DMGV, but not TGFβ, rescues glycolysis in AGXT2^-/-^ T cells. **(G)** AGXT2 regulates glycolysis to support T cells survival and expansion. CTV-labeled splenic CD3^+^ T cells from WT and AGXT2^+/-^ mice (Left and middle panels) or AGXT2^-/-^ mice (Right panel) were activated in glucose-containing or glucose-free RPMI for 4-5 days and survival and proliferation were measured by flow cytometry. **(H)** The glycolysis metabolite pyruvate or βNMN rescues AGXT2^+/-^ T cells. CTV-labeled splenic CD3^+^ T cells from WT and AGXT2^+/-^ mice were activated with or without pyruvate (1mM) or βNMN (15µM) for 3 days and survival and expansion were measured by flow cytometry. **(I)** AGXT2^-/-^ T cells phenocopy AGXT2^+/-^ T cells. CTV-labeled splenic CD3^+^ T cells from WT and AGXT2^+/-^ mice were activated as indicated for 4 days and survival and expansion were measured by flow cytometry. **(J)** DMGV no longer affects T cell survival in a glucose-free medium. CTV-labeled splenic CD3^+^ T cells from WT and AGXT2^-/-^ mice were activated as indicated for 4 days either in glucose+ or glucose- RPMI and survival and expansion were measured by flow cytometry. **(K)** AGXT2 is necessary for expansion of splenocytes in the absence of TGFβ signaling *in vivo*. from WT and AGXT2^+/-^ mice (left) were injected i.p. with SB431542 (400µg/mouse) in 5% DMSO/PBS on days 0, 3, and 5 and the number of splenocytes on day 7 were counted manually with a hemocytometer. The data are the combined results of two separate experiments. WT and AGXT2^-/-^ mice (right) were injected i.p. with SB431542 (400µg/mouse) in 5% DMSO in PBS on days 0 and 3 and the number of splenocytes on day 5 were counted. *<0.05; **0.01; ***0.001; ****<0.001, NS, not significant.

### DMGV Activates Mitochondrial Calcium Uniporter (MCU) to Induce ROS

We next investigated how DMGV induces ROS in the mitochondria. In Jurkat T cells, DMGV-induced ROS could be measured with two different mitochondrial-specific ROS indicators, MitoSOX and CellROX Green (**Supplementary Figure 5A**). CellROX Green was chosen because of the more robust signal. MitoQ abolished DMGV-induced ROS whereas tBHP was not immediately detectable by CellROX Green (**Supplementary Figure 5B**) although it can be detected over time (**Supplementary Figures 2D, 3F**). As DMGV also induces cell death in activated Jurkat cells *via* ROS (**Supplementary Figure 3H**), we used Jurkat cells as a model system to study the mechanism. DMGV induced ROS also in a cell-free system with the intact mitochondrial membrane potential in digitonin-permeabilized Jurkat cells (**Supplementary Figure 5C**) or mouse T cells (**Supplementary Figure 5D**).

Calcium influx to the mitochondria can generate ROS by activating dehydrogenases in the TCA cycle such as isocitrate dehydrogenase, α-ketoglutarate dehydrogenase, and pyruvate dehydrogenase, providing NADH to oxidative phosphorylation during which superoxide anion is produced (35). Calcium was required for DMGV to induce ROS since the intracellular calcium chelator BAPTA-AM completely abolished DMGV-induced ROS in Jurkat cells (**Figure 3A**) and human PBMCs (**Figure 3B**). We next tested whether DMGV directly induces calcium mobilization using the calcium indicator dye Fluo-8. While it did not induce calcium influx to the cytosol (**Figure 3C**, top), it rapidly induced calcium efflux measured in Ca^2+^/Mg^2+^-free PBS (**Figure 3C**, bottom). In contrast, stimulation of T cell receptor (TCR) with anti-CD3 antibody, the inhibitor of the sarco/endoplasmic reticulum Ca^2+^ ATPase (SERCA) Thapsigargin, or the ionophore ionomycin induced both influx and efflux (**Figure 3C**). The ER, due to its close proximity, is the major source of calcium for the mitochondria (36, 37). Ryanodine receptors (RYRs) and IP3 receptor (ITP3Rs) are the two major calcium channels in the ER that release calcium in response to appropriate stimuli. The RyR1 inhibitor ryanodine inhibited DMGV-induced ROS production in Jurkat cells in dose-dependent manner (**Supplementary Figure 5E**). Consistently, RyR1 KD inhibited DMGV-induced ROS as well as calcium efflux in mouse T cells (**Figure 3D**). Similarly, RyR1 KO decreased DMGV-induced ROS as well as calcium efflux in Jurkat cells while ITP3R1 KO did to a much less extent (**Supplementary Figure 5F**), thus establishing RyR1 as the major ER calcium channel for the DMGV-induced efflux. RyR1-depleted mouse T cells were also compromised in survival, but unlike AGXT2-deficient T cells they could not be rescued by DMGV (**Supplementary Figure 5G**), consistent with data that DMGV requires the functional RyR1 to induce ROS.

**Figure 3:**
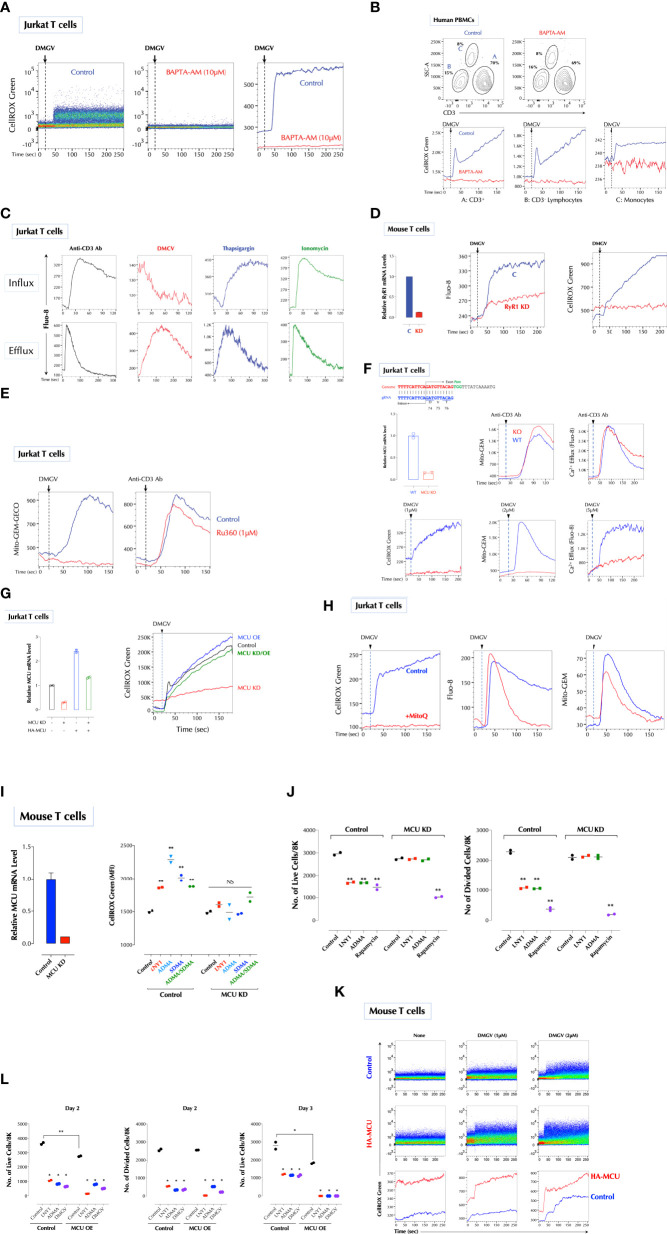
DMGV activates mitochondrial calcium uniporter (MCU) to induce ROS. **(A)** Calcium is essential for ROS induction by DMGV. Jurkat cells were loaded with CellROX Green with or without BAPTA-AM (10µM) for 15min and ROS induction by DMGV (5µM) was measured by flow cytometry. **(B)** Freshly isolated human PBMCs were loaded with CellROX Green with or without BAPTA-AM (10µM) for 15min and ROS induction by DMGV (5µM) was measured by flow cytometry. **(C)** DMGV induces calcium efflux, but not influx. Jurkat cells were loaded with Fluo-8 for 30min. For calcium efflux assay, cells were washed and resuspended in Ca^2^/Mg^2+^-free PBS before the assay by flow cytometry. Calcium influx was performed in HHBS (1X Hank’s with 20mM HEPES Buffer, pH 7.0) containing 1.2mM Ca^2+^. Anti-CD3 Ab (5µg/ml), Thapsigargin (1µg/ml), ionomycin (500ng/ml), or DMGV (5µM) was added 20 seconds after the start of acquisition. **(D)** RyR1 mediates calcium efflux and ROS induction by DMGV. Control or RyR1-KD mouse splenic T cells were treated with DMGV (5µM) to measure calcium efflux and ROS. **(E)** DMGV induces calcium influx to the mitochondria *via* MCU. DMGV-induced, but not TCR-induced, calcium influx to the mitochondria is inhibited by Ru360. Jurkat cells were incubated with Ru360 (1µM) for 30min and the induction of the mitochondrial Ca^2+^ by DMGV (5µM) or Anti-CD3 Ab (5µg/ml) was measured. **(F)** DMGV no longer induces mitochondrial calcium influx, calcium efflux, or ROS after MCU KO. MCU was knocked out using the Crispr/Cas9 system (top) and confirmed by qPCR. Control and MUC-KO cells expressing Mito-GEM-GECO were treated with the indicated amount of DMGV or anti-CD3 Ab (5µg/ml) and the mitochondrial calcium level, calcium efflux, and ROS were measured. **(G)** Ectopic MCU expression in MCU-deficient Jurkat T cells restores the ability of DMGV to induce mitochondrial ROS. Jurkat cells were transfected with MCU siRNA and/or HA-MCU-WT as indicated, and ROS induction by DMGV (5µM) was measured as above. (OE: over-expression) **(H)** Calcium mobilization by DMGV precedes ROS induction. Jurkat cells were incubated with MitoQ (100nM) for 30min, and ROS induction, calcium efflux, and mitochondrial calcium influx were measured. **(I)** ADMA and SDMA no longer induce ROS in MCU-deficient mouse T cells. MCU in mouse splenic T cells was silenced by siRNA and ROS induction by LNY1 (100ng/ml), ADMA (10µM), SDMA (10µM), or ADMA+SDMA was measured after 30min incubation by flow cytometry. **(J)** SDMA or ADMA no longer inhibits T cell proliferation after MCU KD. Control or MCU-KD mouse T cells were stimulated with or without LNY1 (100ng/ml), ADMA (5µM), or rapamycin (100ng/ml) for 3 days. The number of live and divided cells were measured by flow cytometry. **(K)** MCU OE induces ROS. Mouse splenic T cells were transfected with a control or HA-MCU plasmid, and ROS induction with or without DMGV (5µM) was measured. **(L)** MCU OE induces death of activated T cells. Control and MCU-OE mouse T cells were stimulated for 3 days with or without LNY1 (100ng/ml), ADMA (5µM), or DMGV (5µM), and the number of live and divided cells were measure by flow cytometry. All above data were repeated at least twice in similar settings with similar results. *<0.05; **0.01, NS, not significant.

We next tested whether DMGV induces calcium import into the mitochondria using the mitochondria-specific calcium reporter Mito-GEM-GECO (38). DMGV rapidly induced calcium influx to the mitochondria, which was abolished by Ru360, a specific MCU blocker (39) whereas TCR-induced calcium influx to the mitochondria was not affected by Ru360 (**Figure 3E**). Consistently, DMGV induced neither calcium influx to the mitochondria nor ROS in MCU-KO Jurkat cells while TCR stimulation still induced mitochondrial calcium in MCU-KO cells (**Figure 3F**). In addition, DMGV-induced, but not TCR-induced, calcium efflux was abolished in MCU KO (**Figure 3F**), indicating that both calcium efflux and ROS induction by DMGV are the consequences of MCU-dependent calcium import to the mitochondria. To further verify the role of MCU, we over-expressed (OE) MCU-WT in MCU-KD Jurkat cells, which lost the response to DMGV. MCU-OE restored the ability of DMGV to induce ROS in MCU-KD cells (**Figure 3G**). These data together demonstrate that DMGV induces calcium import to the mitochondria *via* MCU to induce ROS. While mitochondrial calcium induces ROS, excessive ROS can also induce calcium in the mitochondria in a feed-forward cycle (40–42). DMGV still induced calcium efflux from the ER and influx to the mitochondria even after ROS induction was abolished by MitoQ (**Figure 3H**), confirming that calcium mobilization to the mitochondria by DMGV precedes and is responsible for ROS generation. Next, we investigated the role of MCU in T cell proliferation. ADMA and/or SDMA did not induce ROS (**Figure 3I**) and no longer inhibited T cells proliferation while rapamycin still did in MCU-KD mouse T cells (**Figure 3J**). Conversely, MCU OE elevated the basal mitochondrial ROS level (**Figure 3K**) and compromised the cell survival after TCR stimulation, in which all ADMA- or DMGV-treated MCU-OE T cells died after on day 3 (**Figure 3L**). Together these data demonstrate that DMGV induces ROS *via* MCU-mediated calcium influx to the mitochondria to regulate survival and expansion of activated T cells.

### Ile127 Is Essential for DMGV to Activate MCU

Next, we investigated how DMGV induces the mitochondrial calcium flux *via* MCU. As previously reported (43), the flavonoids (kaempferol, daidzein and quercetin) induced mitochondrial calcium *via* MCU (**Figure 4A**), and also calcium efflux and mitochondrial ROS (data not shown). We tested whether the flavonoids can bind to MCU using the SwissDock program (44), and all 3 compounds were predicted to dock in the same pocket with different configurations. Kaempferol and daidzein were predicted to form two hydrogen bonds with MCU, one with Ile127 and another with Val135, but quercetin only with Ile127. Importantly, DMGV was also predicted to dock in the same pocket with a single hydrogen bond to Ile127 (**Figure 4B**). We predicted the carbonyl group in DMGV that forms a hydrogen bond to Ile127 is critical for its activity because the carbonyl group replaced the amino group in ADMA (**Supplementary Figure 6A**). The docking simulation data suggested that Ile127 and/or Val135 are the critical residues for these compounds to activate MCU. Expression of MCU^Δile127^ (Ile127 deletion) in MCU-KO cells completely restored the ability for kaempferol and daidzein to induce calcium or to a much less extent for quercetin, but not at all for DMGV (**Figure 4C**). These data indicate that Ile127 is essential for DMGV but that kaempferol and daidzein can still bind at Val135 to activate MCU. Indeed, DMGV and quercetin induced calcium *via* MCU^ΔVal135^, which significantly limited the induction by kaempferol and daidzein; neither the flavonoids nor DMGV could induce calcium to the mitochondria *via* MCU^Δile127/Val135^ (**Figure 4D**). The similar data were obtained when MCU^Δile127^ or MCU^Δile127/Val135^ was expressed in MCU-KD human PBMCs; while DMGV was completely dependent on Ile127, kaempferol could not induce calcium only when both Ile2127 and Val135 were deleted (**Figure 4E**). All recombinant MCU proteins were localized to the mitochondria (**Supplementary Figure 6B**).

**Figure 4:**
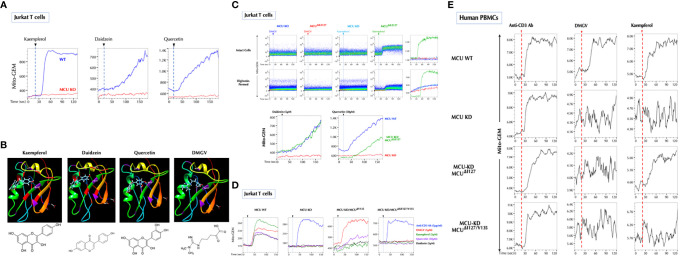
Ile127 is essential for DMGV to activate MCU. **(A)** The flavonoids induce calcium influx to the mitochondria *via* MCU. Control and MCU-KO Jurkat cells expressing Mito-GEM-GECO were treated with kaempferol (5µM), daidzein (5µM), or quercetin (50µM), and mitochondrial calcium flux (Mito-GEM) was measured by flow cytometry. **(B)** SwissDock predicts that the flavonoids and DMGV bind to MCU forming H-bonds to Ile127 and/or Val135. **(C)** DMGV no longer induces calcium through MCU^Δile127^ mutant. The MCU^Δile127^ mutant was transfected to MCU-KO Jurkat cells expressing Mito-GEM, and DMGV (5µM)-, kaempferol (5µM)-, daidzein (5µM), or quercetin (50µM)-induced mitochondrial calcium influx was measured. To measure the calcium flux in the cell-free system, the same set of cells were permeabilized with 50µM digitonin for 2min before the measurement. **(D)** Val135 is essential for the full activation by the flavonoids to induce calcium flux *via* MCU. MCU-KO Jurkat cells expressing Mito-GEM were transfected with MCU^Δval135^ or MCU^Δile127/Val135^ mutant, and DMGV (5µM)-, kaempferol (5µM)-, daidzein (5µM), or quercetin (50µM)-induced mitochondrial calcium influx was measured. Anti-CD3 Ab (5µg/ml) induced mitochondrial calcium influx independently of MCU. **(E)** Human PBMCs were infected with Lentiviruses expressing Mito-GEM-GECO and next day electroporated with control plasmid + control siRNA, control plasmid + MCU siRNA, MCU^Δile127^ plasmid + MCU siRNA, or MCU^Δile127/Val135^ plasmid + MCU siRNA. The following day, the cells were treated with anti-CD3 Ab (5µg/ml), DMGV (5µM), or kaempferol (5µM). All above data were repeated at least twice in similar settings with similar results.

### Na^+^ Import to the Mitochondria *via* NCLX Is Necessary for DMGV to Induce ROS

Next, we investigated how DMGV/MCU-induced calcium generates ROS in the mitochondria. Initially, we thought that DMGV-induced calcium would activate TCA cycle to induce ROS (35). However, several data pointed out that this is not the case. Although TCR activation or ionomycin also rapidly mobilized calcium into the mitochondria (**Supplementary Figure 7A**), neither of them (or Thapsigargin) induced mitochondrial ROS immediately in Jurkat T cells (**Supplementary Figure 7B**). In addition, DMGV inhibited TCR-induced OxPhos *via* ROS in mouse and human T cells which were activated overnight (**Supplementary Figure 7C**). In Jurkat cells, DMGV inhibited OxPhos (**Figure 5A**) and did not increase the mitochondrial membrane potential as TCR stimulation did (**Figure 5B**). Therefore, we looked for a different mechanism to explain how DMGV induces ROS. A recent report (45) showed that ROS can be generated by a sudden influx of Na^+^ *via* the mitochondrial Na^+^/Ca^2+^ exchanger (NCLX) in response to a sharp rise of the mitochondrial Ca^2+^. Na^+^ promotes superoxide anion formation by uncoupling the Q cycle, which traps semiquinones in the Complex III Q0 site. *Ciona intestinalis* alternative oxidase (AOX), when ectopically expressed, oxidizes trapped ubiquinol to ubiquinone and thus inhibits superoxide anion formation (46, 47) by the same way MitoQ does. Indeed, expression of AOX completely inhibited ROS generation either by DMGV or kaempferol (**Figure 5C**), suggesting that DMGV- or kaempferol-induced Ca^2+^ generates superoxide anion by uncoupling the Q cycle. Next, we tested whether DMGV induces Na^+^ influx to the mitochondria using the Na^+^ indicator Coro-Na Green, which was mostly localized in the mitochondria (**Supplementary Figure 7D**). DMGV, but not TCR stimulation, induced Na^+^ influx into the mitochondria *via* NCLX in an MCU-dependent manner (**Figure 5D**). Inhibition of NCLX by CGP37157 inhibited DMGV-induced ROS without affecting the calcium flux induced by DMGV (**Figure 5E**). Furthermore, CGP37157 alone increased the mitochondrial calcium level without affecting the ROS level (**Figure 5F**), indicating that there is a steady-state Ca^2+^-Na^+^ exchange in the mitochondria and a calcium surge alone is insufficient to generate mitochondrial ROS. CGP37157, just like MitoQ, almost completely restored T cell proliferation from the inhibition by DMGV in human T cells (**Figure 5G**). Co-stimulation of CD3 and CD28 or PMA and ionomycin induced mitochondrial ROS whereas none of them did alone (**Supplementary Figure 7E**). Although PMA did not induce calcium flux, it enhanced ionomycin-induced calcium influx to both cytosol and mitochondria; together they induced Na^+^ entry to the mitochondria (**Supplementary Figure 7F**). These data together demonstrate the essential role of Na^+^-mediated uncoupling the Q cycle in the ROS generation by DMGV. We finally investigated why DMGV had no impact on T cell survival in a glucose-free medium (**Figure 2J**). DMGV did not induce ROS in a glucose-free medium largely due to the lack of NCLX activity (**Figure 5H**), confirming the importance of NCLX in DMGV-induced ROS generation.

**Figure 5:**
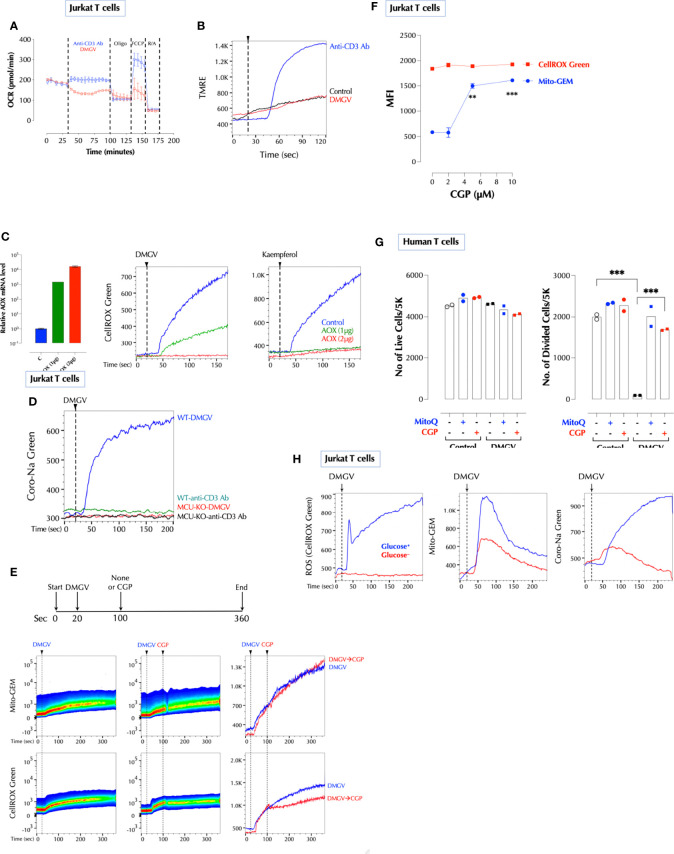
Na^+^ import to the mitochondria *via* NCLX is necessary for DMGV to induce ROS. **(A)** DMGV inhibits OxPhos in Jurkat cells. Seahorse assay was performed with DMGV (5µM) or anti-human CD3 Ab (5µg/ml) according to the manufacturer’s instruction. **(B)** DMGV does not increase the mitochondrial membrane potential. Jurkat cells loaded with TMRE were treated with none (control), DMGV (5µM) or anti-human CD3 Ab (5µg/ml). **(C)** Ectopic expression of alternative oxidase (AOX) inhibits ROS induction by DMGV. Jurkat cells were transfected with AOX, and ROS induction by DMGV (5µM) or kaempferol (5µM) was measured next day. **(D)** DMGV, but not TCR stimulation, induces Na^+^ influx to the mitochondria in an MCU-dependent manner. WT and MCU-KO Jurkat cells were loaded with Coro-Na Green and Na^+^ influx was measured by flow cytometry. **(E)** Induction of ROS, but not mitochondrial calcium influx, by DMGV is inhibited by the NCLX inhibitor CGP37157 (CGP, 10µM). Jurkat cells treated with DMGV (5µM) for 60 seconds followed by CGP (or none). **(F)** CGP37157 increases the mitochondrial calcium level without inducing ROS. Jurkat cells were incubated with the indicated amount of CGP37157 for 30min and Mito-GEM and CellROX Green were measured by flow cytometry (n = 2). **(G)** CGP prevents DMGV-induced inhibition of T cell proliferation. Primary human T cells were stimulated as indicated (5µM DMGV, 1µM CGP, 100nM MitoQ) and the number of live and divided cells were measured after 3 days by flow cytometry. **(H)** DMGV do not induce ROS in a glucose-free medium. Jurkat T cells incubated overnight in a glucose+ or glucose- RPMI, and mitochondrial ROS, calcium influx, and sodium influx were measured the next day as above. **<0.01; ***0.001.

### DMGV as a Therapeutic for Lymphoproliferative Diseases and Cancers

As exogenous or excessive intrinsic DMGV (e.g. AGXT2 OE) inhibits survival and expansion of activated lymphocytes, we investigated whether it can suppress inflammation in T cell-mediated diseases in animal models. First, *in vitro* DMGV was able to inhibit survival of dividing WT T cells and rescue AGXT2^-/-^ T cells even when it was added 1 or 2 days after stimulation (**Supplementary Figure 8A**). Next, we tested whether DMGV inhibits T cell proliferation *in vivo*. Mouse total T cells were adoptively transferred to SCID mice to elicit lymphopenia-induced proliferation and 2 weeks later we injected DMGV (1mg/mouse) i.p. for a week. DMGV inhibited division of T cells as well as other cells in the spleen and colon (**Supplementary Figures 8B, C**). Adoptive transfer of naïve CD4^+^ T cells from syngeneic mice into immunodeficient mice induces chronic colitis, similar to inflammatory bowel diseases (IBD) in humans, due to differentiation of T cells into pathogenic Th1 and Th17 cells in the absence of regulatory T cells (Tregs) (48). After adoptively transferring naïve CD4^+^ T cells from syngeneic mice to recombinase activating gene-2-deficient (*Rag*2^-/-^) mice, the mice showing the colitis symptom in the form of loose stool in 4-6 weeks were randomly divided into two groups. One group (n=9) was treated with DMGV (i.p. 750µg/mouse, twice a week) and the control group (n=11) with PBS up to 40 days and mortality was observed. At the end of the treatment, all but 2 mice died in the control group whereas all except for one mouse survived in the DMGV-treated group (**Figure 6A**). The survived control mice showed more severe inflammation with ulceration and infiltrates in the colons while DMGV-treated mice showed significantly less inflammation (**Figure 6B**). The normalized IL-17A^+^ T cell number was significantly lower in the DMGV treatment group compared to the control group (**Figures 6C, D**). SKG mice harbor a point mutation in ZAP-70^W163C^, which leads to aberrant T cell activation and eventually to chronic autoimmune arthritis similar to human RA (50), which can be accelerated by injection of β-glucan (51). Laminarian (β-glucan, 30mg/mouse) was administered i.p. to SKG mice to induce the disease. In a pilot study, we tested whether DMGV can prevent the progression of arthritis. Mice (n=3) with a moderate arthritis score (AS 4-5) were treated with PBS or DMGV for 2 weeks and the arthritis score was monitored. Arthritis in all control mice became severe whereas DMGV-treated mice maintained the same level for the duration (**Supplementary Figure 8D**). In a longer-term study, we tested whether DMGV can treat severe arthritis. The treatment with DMGV (i.p. 750µg/mouse, twice a week) began with any mouse reaching the threshold arthritis score (51) of 8 (**Figure 6E**). The treatment was terminated when DMGV significantly decreased the arthritis score in all treated mice (**Figures 6F, G**). The ankle tissues of a diseased mouse showed IL-17^+^ T cells along the synovial membranes whereas few IL-17^+^ T cells were observed in the ankle of a normal SKG mouse (**Supplementary Figure 8E**). The histology and IL-17^+^ T cells in the hind ankles were consistent with the arthritis scores (**Supplementary Figure 8F**). Finally, we tested whether DMGV can induce cell death in hyperproliferative blood cancer cell lines. DMGV induced cell death within 3 days in Jurkat (without TCR stimulation, acute T cell leukemia), THP-1 (acute monocytic leukemia), HL-60 (acute promyelocytic leukemia), and K-562 (chronic myelogenous leukemia, CML) in a dose-dependent manner (**Supplementary Figure 9A**). It also induced cell death in the human colorectal cancer cell line HCT-8 and was much more effective when cells were cultured in 3D (Matrigel) than in 2D (**Supplementary Figure 9A**). It induced cell death by the same mechanism as in normal T cells since Jurkat cells were rescued from DMGV-induced death by anti-oxidant (NAC), the MCU inhibitor Ru360, NCLX inhibitor CGP37157, TGFβ, pyruvate, and βNMN (**Supplementary Figure 9B**). Next, we tested DMGV in a T cell leukemic model in NOD/SCID mice (**Supplementary Figure 9C**). A 2-week of DMGV treatment completely eliminated engrafted T cells, and all control mice died within 2 weeks after the treatment while all treated mice survived (**Figure 6H**). These data demonstrate DMGV as a potential therapeutic agent for lymphoproliferative diseases including autoimmune diseases, and hematological cancers, and potentially solid tumors. To evaluate the potential of DMGV as an oral drug, we performed a DMPK (Drug Metabolism and Pharmacokinetics) study in rats. DMGV (12.5mg/kg) was injected either I.P. (intraperitoneal) or delivered by gavage (PO: Per Os) to Sprague Dawley (SD) rats. The plasma DMGV level peaked at 0.25h after I.P. injection and 0.833h after P.O. with the relative bioavailability [F_Rel_] of 15% (**Supplementary Figure 10**). No adverse effects were observed after DMGV administration by either route.

**Figure 6:**
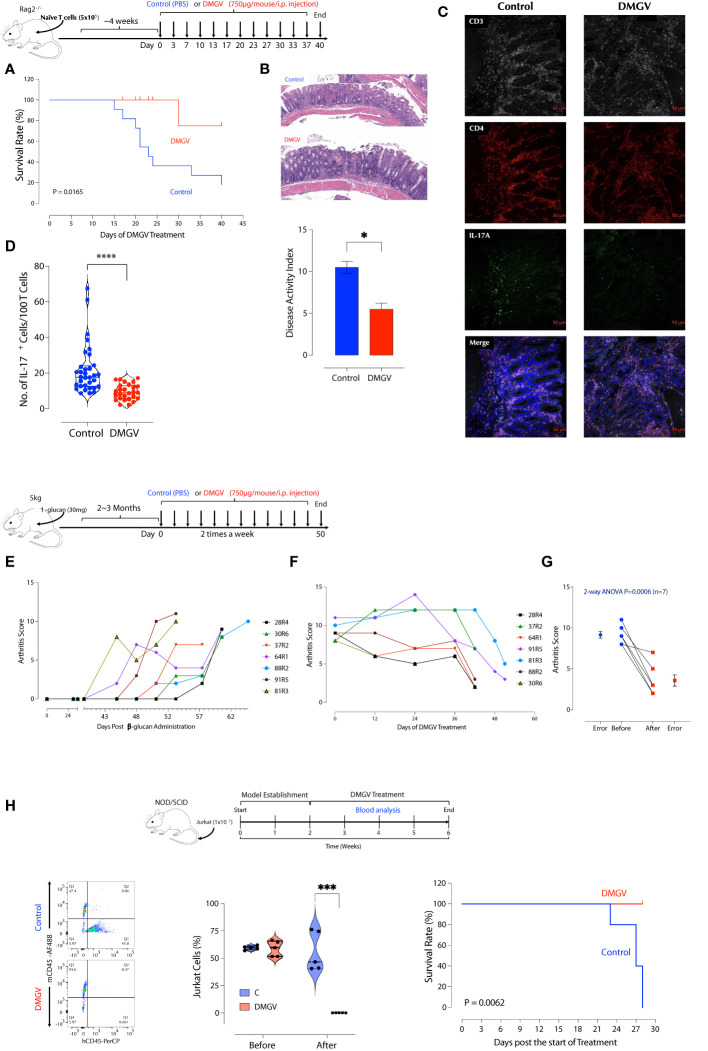
DMGV suppresses inflammation in animal models of IBD and RA. **(A)** RAG2^-/-^ deficient BALB/c mice were injected i.p. with 5x10^5^ naïve CD4^+^ T cells from BALB/c mice. Mice showing loose stool were immediately treated with PBS or DMGV (750µg in water/mice) i.p. twice a week. The experiment was terminated after 40 days of treatment. The statistical significance was calculated with the Kaplan-Meier method. **(B)** The representative colon H&E staining shows that the control group had more severe inflammation (ulceration, immune infiltrates) compared to the treated group. The disease activity index was measured as previously described (49). **(C)** The representative IL-17A staining in the colon section. **(D)** The morphometric analysis in the colon section shows a significant reduction in the IL-17A^+^ cell counts after the DMGV treatment. (Each dot represents a single confocal micrograph.) **(E)** SKG mice (n=16) were injected with laminarian (β-glucan, 10mg/mouse) and the arthritis score was measured weekly. Mice reaching the threshold score of 8 were selected and immediately treated with DMGV. **(F)** The selected mice (n=7) were administered i.p. with DMGV (750µg in water/mouse) twice a week. The experiment was terminated at the same time although the treatment started at different time points. **(G)** The statistical significance was calculated with 2-way ANOVA. **(H)** DMGV eliminates T cell leukemia in a mouse model. The model (Top panel) was generated by injecting 1x10^7^ Jurkat cells per NOD/SCID mouse i.v. and measuring the Jurkat to mouse CD45^+^ cell ratio in the peripheral blood after 2 weeks by flow cytometry. PBS or DMGV was injected as indicated and the final analysis was made after 2 weeks of treatment. The same results were obtained in two separate experiments. * < 0.05, *** < 0.001, **** < 0.0001.

## Discussion

ADMA has been described mainly as a natural inhibitor of NOS so far and suspected as a culprit in several diseases including cardiovascular diseases (52, 53), hypertension (27), and kidney disease (25). It is notable that the ADMA levels were found to be positively correlated with the cumulative inflammatory burden in RA patients (54). However, no definitive adverse role of ADMA in these diseases has been established to our knowledge. Daily ADMA treatment enhanced the blood-brain barrier disruption in experimental autoimmune encephalomyelitis mice and exacerbated the clinical and central nervous system disease, suggesting ADMA as a NOS inhibitor can be harmful in certain inflammatory conditions (55). ADMA also promoted Th1 and Th17 immune responses without affecting Treg response in the same study, the latter of which is inconsistent with our findings and needs to be further evaluated. Nonetheless, using NOS inhibitors such as ADMA as a treatment for inflammatory diseases needs more careful investigation. Here we presented an entirely new physiological function of ADMA, SDMA, and their metabolite DMGV. After being metabolized to DMGV by AGXT2, the cell-intrinsic level of DMGV is essential for survival and expansion of Teff cells but not Treg cells. However, a high level of DMGV, cell-intrinsic or exogenous, inhibits survival and expansion of lymphocytes, thus functioning as a rheostat of Teff survival and making DMGV a potential therapeutic for lymphoproliferative diseases. Our data showed the mitochondrial ROS, induced by DMGV and essential for T cell expansion, is regulated at multiple levels, i.e. AGXT2, MCU, and NCLX (**Figure 7**). A previous report found that various methylarginines including ADMA and SDMA were elevated while the DMGV level was decreased in the circulation of the AGXT2^-/-^ mice, which were hypertensive (56), suggesting a physiological importance of the enzyme. In another report, AGXT2^-/-^ mice exhibited hyperoxaluria and crystalluria and half of the male mice in mixed genetic background developed calcium oxalate urinary stones (57). However, neither report assessed the role of mitochondrial ROS or immune functions in these abnormalities. As the physiological level of ROS is essential for activation of NFAT, c-Myc, and HIFα needed for sustained T cell proliferation (58) and DMGV appears to be a major mitochondrial ROS inducer, more studies are warranted on the role of AGXT2 in T cell biology and immunity. While DMGV and the flavonoids induces mitochondrial calcium flux strictly *via* MCU, mitochondrial calcium flux upon TCR stimulation was independent of MCU. MCU-KO mice are born without much defect although MCU^−/−^ mitochondria lost the ability uptake calcium upon stimulation by histamine or isoproterenol (59). Our data indicate that there is an MCU-independent calcium transporter in the mitochondria, which is essential for TCR signaling but yet to be discovered. As we demonstrated with 3 different animal models, the fact that DMGV functions as a rheostat of T cell survival and expansion can be exploited for the treatment of autoimmune/lymphoproliferative diseases and cancers. In the case of autoimmune diseases caused by uncontrolled expansion of Teff due to TGFβ deficiency, our data suggest that AGXT2 inhibitors may suppress inflammation as our data show T cells are dependent on these two signals to survive *in vivo*.

**Figure 7:**
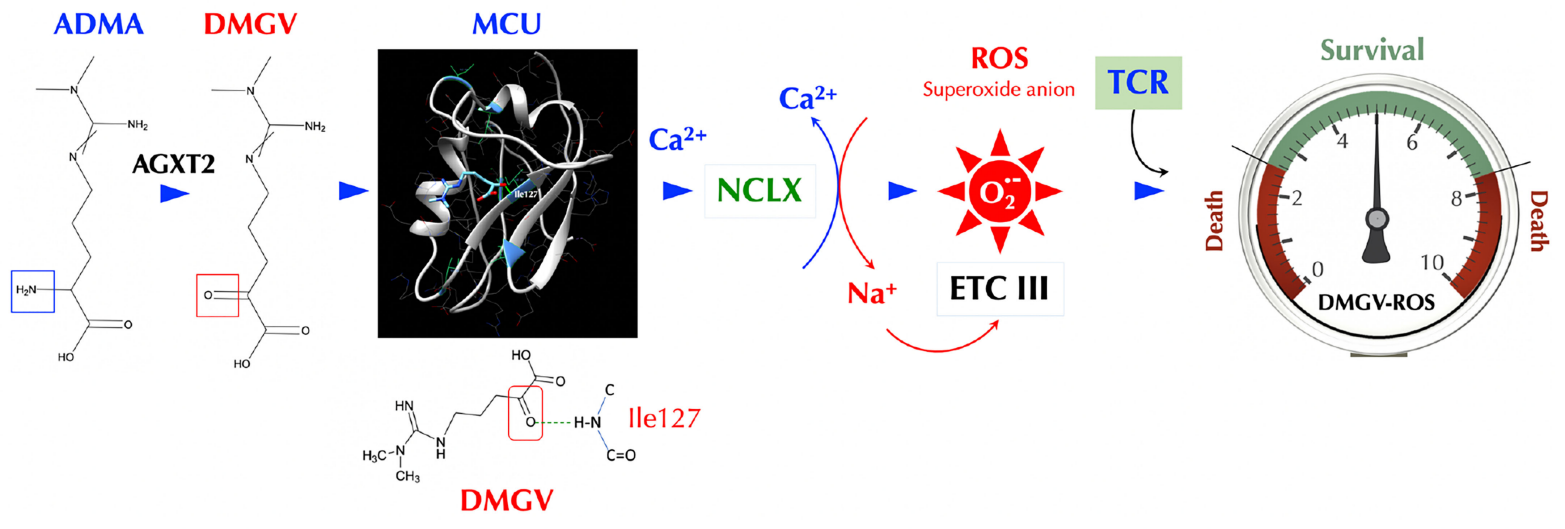
DMGV is a rheostat of T cell survival. When ADMA (or SDMA) is converted to DMGV by AGXT2 in the mitochondria, DMGV binds to MCU *via* a hydrogen bond at Ile127 and activates it to induce calcium import to the mitochondria, which triggers ER to release calcium. A rapid calcium ion rise in the mitochondria activates NCLK which exports calcium ions out of and imports sodium ions into the mitochondria. Sodium ions (positive charge) bind to the inner leaflets of the mitochondrial membrane (negative charge), which makes the membrane rigid and restricts the movement of semiquinones. This uncouples the Q cycle by trapping semiquinones in the Complex III Q0 site, thus generating superoxide anions (45). There is the range of AGXT2-DMGV-MCU-ROS levels that support survival and expansion of T cells while T cells do not survive outside that range.

## Materials and Methods

### Cell Culture

Cells were routinely maintained in cell culture incubators (95% air, 5% CO2 in gas phase, at 37°C). MEF (mouse embryonic fibroblasts), 16HBE, THP-1, HL-60, K562, HCT-8 and Jurkat cells were purchased from American Type Culture Collection and cultured in DMEM or RPMI medium from Gibco, supplemented with 10% heat-inactivated fetal bovine serum (Biological Industries, USA), 100U/mL penicillin and 100μg/mL streptomycin (ThermoFisher Scientific). All cultures were routinely tested for Mycoplasma contamination.

### Collection of Conditioned Medium (CM)

When MEF or 16HBE cells reached the confluency of 60%-70% in T75 fSKG, the cells were washed with PBS 3 times and the medium was replaced. CMs were collected after 24h and filtered with Steriflip^®^ Vacuum Driven Sterile Filter (Millipore).

### Purification of Soluble Factors From CM

To obtain small molecules in the CM, the pooled CM was applied to the 15ml Pierce protein concentrator (ThermoFisher Scientific, with the cutoff molecular weight of 3KD, and centrifuged at 2,000xg for 30min. The bottom fraction containing molecules below 3KD was lyophilized and dissolved in ddH_2_O (1/8 the original volume). The concentrated CM<3KD was desalted and partially purified with 5ml polyacrylamide desalting column (ThermoFisher Scientific) by gravity following the manufacturer’s protocol. Fractions obtained from desalting (10% vol/vol) was then tested in T cell proliferation assay. The positive fractions were pooled and separated by HPLC with ultrapure water as the mobile phase isocratically on a reverse phase C18 analytical (4.6×250 mm, 5μm) column (Guangzhou Research&Creativity Biotechnology Co., Ltd) at the flow rate of 0.3 mL min^-1^. The UV detector was set at 210 nm.

### Mass Spectrometry

The activity peak from HPLC was loaded onto Orbitrap Elite hybrid mass spectrometer (ThermoFisher Scientific) coupled to EASY-nLC II system (ThermoFisher Scientific) using the Xcalibur version 2.7.0 SP1 (ThermoFisher Scientific). The MS analysis was conducted in data-dependent acquisition where one high resolution (120000) FTMS full scan (m/z 300–1700) was followed by top20 CID-MS2 scans in ion trap (energy 35). Only the precursor ions with over 500 ion counts were allowed for MSn. Charge state rejection was enabled as well as dynamic exclusion which was fixed at 30s for the selected ions.

### Nucleic Acid Extraction and RNA Reverse Transcription

Total RNAs were extracted using Trizol (ThermoFisher Scientific) or NucleoZOL (TaKaRa) according to the manufacturer’s protocol. Extracted RNA was dissolved in RNase- and DNase-treated water and then immediately reverse-transcribed using HiScript Q RT SuperMix for qPCR (Vazyme). cDNA was stored at −20°C for subsequent qPCR analyses.

### Isolation of Human PBMCs

For human PBMCs and T cell isolation, the study was approved by the institutional ethics committee of School of Basic Medical Sciences of Guangzhou Medical University and a signed informed consent was obtained from every participant before being included into the study. blood was drawn into heparin sodium-containing tubes (K2E Vacutainer, BD) from healthy volunteers in the laboratory (non-shipped). Samples were processed within 2 hours. The time interval between the two blood drawings of each individual was 20–30 days and none of the individuals showed or reported any disease symptoms. All steps of PBMC preparation were carried out at room temperature. The blood from the same donor was pooled and mixed 1:1 with pre-warmed (room temperature) 1×PBS (without Ca^2+^ or Mg^2+^). The mixture was layered onto Lymphoprep (Stem Cell Technologies) in a SepMate™ tube and centrifuged at 1200rcf for 10min. The top layer containing enriched mononuclear cells was poured into a new tube and washed with PBS containing 2% FBS twice by centrifuging at 300rcf for 8min. Cells were resuspended in RPMI1640 medium for subsequent procedures.

### Flow Cytometry

Flow cytometry was performed with BD FACS Verse or BD FACS Aria II (San Jose, USA) for various assays described in detail below.

### Isolation of Mouse and Human Lymphocytes

Mouse splenic CD3^+^ T cells or CD19^+^ B cells, or human peripheral T cells from PBMCs were magnetically isolated according to the manufacturer’s instructions (Stem Cell Technology) and the purity of CD3^+^ or CD19^+^ cells were confirmed to be above 95% by flow cytometry.

### Cell Proliferation and Cytotoxicity Assay for Adherent Cells

Cell Counting Kit-8 (CCK-8) was used to determine the effects of DMGV on adherent cells at 72 hours according to the manufacturer’s instruction (Absin). For 3D culture, Matrigel™ (Corning) was diluted in culture medium at 1:3, mixed with cells in an equal volume, and plated in a 96-well round-bottom plate. Next day, cells were treated with DMGV and viability was measured after 72h.

### RNA Sequencing

Total RNA was extracted using TRIzol (ThermoFisher Scientific). RNAseq libraries were prepared using the VAHTS TM mRNAseq V2 Library Prep Kit for Illumina^®^ (Vazyme #NR601), and libraries were sequenced on an Illumina Xten to a read depth of 25–35 million reads per sample. Sequencing quality was assessed using Agilent 4200 Bioanalyzer. The sequencing data was filtered with SOAPnuke (v1.5.2) to remove the reads containing the sequencing adapter; Reads whose low-quality base ratio (base quality less than or equal to 5) was more than 20% were removed; After removing reads whose unknown base (‘N’ base) ratio is more than 5%, the clean reads were obtained and stored in FASTQ format. The clean reads were mapped to the reference genome using HISAT2 (v2.0.4), and then expression level of gene was calculated by STRING TIE (v1.2.3). To get an insight to the change of phenotype, GO (http://www.geneontology.org/) and KEGG (https://www.kegg.jp/) enrichment analysis of annotated different expressed gene was performed by Phyper based on Hypergeometric test. The significant levels of terms and pathways were corrected by P value with a rigorous threshold (P value ≤ 0.05) by Bonferroni.

### Immunofluorescence Confocal Microscopy

HCT-8 cells were seeded in chambered coverglasses and transfected with the mouse AGXT2 construct. Next day, the cells were fixed and permeabilized using CytoFix/CytoPerm kit (BD Biosciences), and stained and washed in Perm/Wash buffer. For localization of MCU WT and mutants, transfected Jurkat cells, after fixing with 4% paraformaldehyde (PFA) and permeabilizing with PBS/0.1% triton X-100 (PBS-T), were stained with anti-HA antibody followed by anti-rabbit IgG-Alexa Fluor 555. After washing with PBS-T, cells were stained with anti-COX IV-Alexa Fluor 647 and DAPI, and cyto-spun. Frozen mouse colon tissues were, air-dried, fixed with 4% PFA, permeabilized with PBS-T, blocked with 2% rat serum in PBS for 30min, and then stained with anti-CD4-AF (Alexa Fluor) 647 (BioLegend), anti-IL-17A-AF488 (ThermoFisher) and DAPI. All samples were visualized under Zeiss LSM 880 confocal microscope.

### Transfection of Lymphocytes by Electroporation

For gene knockdown or overexpression, siRNAs and plasmids were introduced into cells by Neon Transfection System (Invitrogen) according to the manufacturer’s protocol. After the cells were pre-incubated in complete cell culture medium containing the nucleic acid transfection enhancer NATE (1%) for 30min, the electroporation pipette tip was filled with 2×10^6^ cells in transfection R buffer containing siRNA/plasmids. Three milliliters of Electrolytic buffer were added to a buffer container. The electrical conditions were set at 1,600V, 10ms, and 3 pulses. After electroporation, cells were rapidly dispensed into 5ml round bottom sterile tubes using a pipette, and were then cultured in a CO_2_ incubator at 37°C.

### Lentivirus Production and Infection

Lentiviruses were packaged by GenePharma Inc. (Shanghai, China) and cells were infected with the viruses in the presence of polybrene (5µg/ml) overnight. Some stable cell lines were generated by selection with puromycin (5µg/ml).

### Animals

All animal work was done following the Guide for the Care and Use of Laboratory Animal and approved by the institutional ethics committee of School of Basic Medical Sciences of Guangzhou Medical University, in accordance with the vivarium of Institute of Animal Health, Guangdong Academy of Agricultural Sciences. All efforts were made to minimize the number of animals used and their suffering. All mice were housed in specific pathogen-free conditions before use. Male and female mice were 6–8 weeks old at the time of use. C57BL mice were obtained from Jinan Pengyue Animal Center, and SKG mice were obtained from CLEA Japan, Inc. BALC/c and Rag2^-/-^ mice were purchased from GemPharmatech Co., Ltd. (China).

### Generation of AGXT2 KO Mice

AGXT2 gene of mouse was edited with CRISPR/Cas9 technology. The Agxt2 gene has 4 transcripts. Exon 4 of Agxt2-204 (ENSMUST00000110542.7) transcript was chosen as the knockout target. Cas9 and sgRNA (GGATGCAGTCCCTATACACT) were microinjected into the fertilized eggs of C57BL/6J mice. Fertilized eggs were transplanted to obtain positive F0 mice which were confirmed by PCR and sequencing. A stable F1 generation mouse model was obtained by mating positive F0 generation mice with C57BL/6J mice. Newly born mice were genotyped by PCR using two different primer sets below. Set 1 amplifies both WT (2.7kb) and KO (297bp), and set 2 only amplifies WT (366bp). The primer set 1 are 5’- ATCTCACCGCATTCCTATCACTACC-3’ (forward) and 5’- TCCTAGAGACTCACAGTGGTTAGCAG-3’ (reverse); the primer set 2 are 5’-TCTTGAAGAAGTAGCCTGGGGTC-3’ and 5’- CCTACTTTCTTCAGCTTGAGTGCTC-3’ (reverse).

### Gene Knockout in Cells by Crispr/Cas9

For human MCU knockout, a Crispr/Cas9 construct in LGE-4(LentiV2-gRNACas9Puro) containing the sgRNA was packaged in Lentiviruses (GenePharma, China). Jurkat cells were infected with either control viruses or MCU-KO viruses and selected with puromycin. KO was confirmed by qPCR. For some experiments, Jurat cells were co-infected with Mito-GEM-GECO carrying viruses and MCU-KO viruses, and selected. For RyR1 or ITPR1 knockout, sgRNA was transfected into the Jurkat control cells carrying Cas9 [LGE-4(LentiV2-gRNACas9Puro) by electroporation. Short guide RNA for human MCU was 5’-TTTTCATTCAGATGTTACAG-3’; RyR1 5’-GACTACGTAACGGATCCCCG-3’ for human; 5’-GAGGCGGGCATATTTCACGG-3’ for human ITPR1.

### T and B Cell Proliferation Assay

Mouse or human T cells were labeled with CellTrace Violet (ThermoFisher Scientific) according to the manufacturer’s protocol. Mouse T cells were stimulated *in vitro* with anti-CD3 and -CD28 antibody coated beads (Gibco Dynabeads) and human T cells with anti-CD3 (5µg/ml) and -CD28 antibody (2µg/ml) coated on a 96-well plate, and expanded in RPMI1640 medium with 10% FBS up to 5 days. Dilution of CellTrace Violet was then evaluated by flow cytometry. Mouse B cells were stimulated with anti-IgM (20μg/ml) and IL-4 (10ng/ml) for 4-5 days.

### Cell Cycle Assay With PI Staining

Stimulated T cells were centrifuged and re-suspended in Cell Cycle Dye (Yishan Biology, Shanghai, China), incubated at room temperature for 30min according to manufacturer’s instructions. Cells were then analyzed by flow cytometry, and during analysis, several datasets, including forward scatter *vs*. side scatter, pulse area *vs*. pulse width, and cell count *vs*. propidium iodide, are collected to ensure only single cells are measured.

### Annexin V/PI Staining

For apoptosis analysis, Annexin V-APC/PI staining was performed using flow cytometry according to the manufacturer’s guidelines. Briefly, cells were incubated with PI and Annexin V-fluorescein isothiocynate in darkness at room temperature. Flow cytometric analysis was immediately performed.

### Antibodies

The following antibodies were used for the present study.

Anti-mouse CD3, clone number 17A2, BioLegend, 05112-40-100, V450;

Anti-mouse CD4, clone number GK1.5, BioLegend, 100434, PerCP/Cyanine5.5;

Anti-mouse CD8, clone number 53-6.7, BioLegend, 100714, APC/Cyanine7;

Anti-mouse CD25, clone number 3C7, BioLegend, 101908, FITC;

Anti-mouse CD69, clone number H1.2F3, BioLegend, 104508, PE;

Anti-mouse CTLA-4, clone number UC10-489, BioLegend, 106305, PE;

Anti-mouse PD-1, clone number 29F.1A12, BioLegend, 135210, APC;

Anti-mouse CD19, clone number 1D3, eBioscience, 12-0193-82, PE;

Anti-mouse CD45, clone number 30F11, BioLegend, 103122, Alexa Fluor 488;

Anti-human CD45, clone number HI30, BioLegend, 304025, PerCP;

Anti-mouse IFNγ, clone number XMG1.2, eBioscience, PE;

Anti-mouse IL-17A, clone number TC11-18H10.1, BioLegend, Alexa Fluor 647;

Anti-mouse IL-13, clone number 13A, BioLegend, PE/Cyanine7;

Anti-mouse Foxp3, clone number MF14, BioLegend, PE;

Anti-mouse TNFα, clone number MP6-XT22, BioLegend, Alexa Fluor 488;

Purified anti-mouse IFNγ antibody, clone number XMG1.2;

Purified anti-mouse IL-4 antibody, clone number 11B11.

### Mouse T Cell Differentiation

Naïve CD4^+^ T cells were isolated from the spleens according to the manufacturer’s instruction (Stem Cell) and stimulated with addition of IL-2 (30U/ml) and TGFβ (15ng/ml) for Tregs or TGFβ (15ng/ml), IL-6 (10ng/ml), anti-mouse IFNγ Ab (5µg/ml) and anti-mouse IL-4 Ab (5µg/ml) for Th17 for 4-5 days. Foxp3 was stained using FoxP3 Staining Kit (BD560131) according to the instruction.

### Intracellular Cytokine Measurement

T cells were stimulated with PMA (50ng/ml) and ionomycin (1µg/ml) in the presence of brefeldin A (1µg/ml) for 4h. Cells were fixed and permeabilized with BD Cytofix/CytoPerm for 10min, washed in PermWash buffer, stained with the indicated antibodies in PermWash buffer for over 2h, and analyzed by flow cytometry.

### DSS Colitis and Analysis

Mice were given 2.5% DSS (40,000 kDa; MP Biomedicals) ad libitum in drinking water for 7 days, followed by normal drinking water for 2 days. Control mice received PBS i.p. injection while Treated group received DMGV (750µg/mouse/injection) i.p. injection. In all experiments, water was changed twice a week. Body weight loss was determined, and mice were monitored for rectal bleeding, diarrhea and signs of morbidity over the course of disease. On day 10 post-DSS or body weight loss reached 20% of original, mice were killed. Colon length was measured. Colon sections were cut into two halves longitudinally and one half was embedded in OCT and frozen in liquid nitrogen and the other half was fixed in 10% phosphate buffered formalin. The frozen sections were cut using microtome and formalin fixed ones were paraffin embedded, processed and stained with H&E by Servicebio (Guangzhou, China).

### Seahorse Assay

Cells were washed three times in complete Seahorse medium (Seahorse Bioscience) with 10mM glucose, 1mM sodium pyruvate and 2mM glutamine. Cells were plated at 2×10^6^ cells per well in a 24-well Seahorse assay plate pretreated with poly-d-lysine. OCR (pmoles/min) and ECAR (mpH/min) were measured as indicated upon cell treatment with first DMGV or anti-CD3 stimulation, followed by oligomycin (2μM), FCCP (1.5μM) rotenone/antimycin A (0.5µM), according to the manufacturer’s instructions. For glycolysis stress test assay, cells were plated at 2×10^6^ cells per well in a 24-well Seahorse assay plate pretreated with poly-d-lysine. OCR (pmoles/min) and ECAR (mpH/min) were measured as indicated upon cell treatment with first DMGV or anti-CD3 stimulation, followed by glucose (10mM), oligomycin (1μM) and 2-DG (50mM), according to the manufacturer’s instructions.

### Calcium Flux Assay

Intracellular calcium was measured using the non-wash calcium assay Fluo8 kit (ab112129, Abcam) according to the manufacturer’s instructions. Briefly, T cells were spun down (500rcf, 5min), supernatant was aspirated, and calcium dye was added in calcium containing buffer for calcium influx assay or Mg^2+^/Ca^2+^-free PBS for calcium efflux assay. During the dye loading, inhibitors were added. Following the incubation for 30 min at 37°C, calcium flux induced by various agents was measured by time-lapse flow cytometry with agents added at 20s.

### Measurement of Intracellular ROS

For flow cytometry, cells were loaded with 5μM CellROX Green Reagent or Deep Red for 30 min at 37°C, during when different inducers or inhibitors were also added for MFI. Cells were washed in 300μl of PBS and then analyze with flow cytometry. For the time-lapse experiments, indicated inducers were injected to the cells 20sec after acquisition started and then acquisition lasted for different time length for specific experiments.

### Measurement of Mitochondrial Membrane Potential (Δψm)

For analysis of Δψm, T cells were put in sterile 5ml round bottom tubes at a final density of 1.5×10^5^ cells/tube. After incubation with various reagents, cells were loaded with 200nM TMRE dye for 15min at 37°C and spun at 500 rcf for 5 min. The cell pellet was washed with 1 ml warm 1X PBS, resuspended in 300 µl warm 1X PBS (for tubes), and analyzed by flow cytometry (BD FACS Verse, San Jose, USA). For the time-lapse experiments, cells were pre-loaded with TMRE and indicated inducers were injected to the cells 20sec after acquisition started.

### Measurement of Mitochondrial Na^+^

Jurkat cells were washed three times with HBSS containing Ca^2+^/Mg^2+^/glucose, incubated for 1h with 10μM Coro-Na Green-AM, washed three times with HBSS containing Ca^2+^/Mg^2+^/glucose, and incubated for an hour in HBSS containing Ca^2+^/Mg^2+^/glucose. After washing three more times with HBSS containing Ca^2+^/Mg^2+^/glucose, the cells were resuspended in HBSS containing Ca^2+^/Mg^2+^/glucose and analyzed by time-lapse flow cytometry. Coro-Na Green was visualized by confocal imaging as follows. Jurkat cells stained with Coro-Na Green as above and stained with MitoTracker Deep Red at the last hour of staining. The cells were washed and fixed with 4% PFA, cyto-spun, and mounted for confocal imaging.

### Synthesis of DMGV

DMGV was synthesized (60) and verified by mass spectrometry and NMR (data not shown) as described (61, 62).

### Molecular Docking

The SwissDock web program (44) was used to assess whether DMGV or the flavonoids directly bind to MCU (63). The flexibility of side chains was allowed within 5Å of any atom of the ligand in the reference binding mode.

### Animal Model of Colitis

*Rag*2^-/-^ mice were injected i.p. with naïve CD4^+^ T cells from BALB/c mice (5x10^5^/mouse) and mice showing loose stool were divided into two groups. One group was treated with DMGV (i.p. 750µg/mouse, twice a week) and the control group with PBS up to 40 days and mortality was observed.

### Frozen Colon Section Preparation

The colons were rolled around a toothpick to form a Swiss-roll, which was then immersed in OCT medium in a plastic mold. The base mold containing the tissues was placed into liquid nitrogen till tissues were frozen completely. The frozen tissue block was sectioned (10µm thickness) using a cryotome, placed onto glass slides, and stored at -80°C.

### Quantification of IL-17A^+^ Cells in the Colon Sections

Confocal micrographs of two mice in each group were taken throughout the colon sections, and 7-10 micrographs/mouse were obtained from each colon. Using the pointer tool in ImageJ, CD3^+^ or IL-17A^+^ cells were manually counted and normalized as the number of IL-17A^+^ cells per 100 CD3^+^ cells in each micrograph. The difference in the IL-17A^+^ cell number between the two groups was analyzed by unpaired student T test.

### Animal Model of Arthritis

SKG mice (n=16) were injected i.p. with laminarian (β-glucan, 30mg/mouse) was administered to SKG mice to induce the disease (51), and the mice reaching the threshold arthritis score (51) of 8 (n=7) were immediately treated with DMGV (i.p. 750µg/mouse, twice a week) up to 50 days. The treatment ended at the same time point.

### Preparation of Paraffin-Embedded Joint Tissues

SKG mouse joints were cut and fixed with 10% formalin for 24-48 hours at room temperature, washed with PBS, and submerged in the decalcification medium (Leagene, China). The medium was changed every day and the tissues were paraffin-embedded when the needle penetrates the bone without much difficulty (~14 days). Paraffin embedding was done in the following sequence: 70% ethanol, 2 changes, 1hour each; 80% ethanol, 1 change, 1hour; 95% ethanol, 1 change, 1hour; 100% ethanol, 3 changes, 1.5 hour each; xylene, 3 changes, 1.5 hour each; paraffin wax (58-60°C), 2 changes, 2 hours each. The paraffin blocks were trimmed and cut at 5µm and placed in water bath at 40-40°C before being mounted onto slides. The sections were air-dried for 30min and baked in a 45-50°C oven overnight.

### Processing of the Hind Legs of SKG Mice for H&E

Hind legs were fixed in formalin for 24h and washed in 70% alcohol and decalcified in a decalcification solution (Leagene, China) for 10 days until a needle penetrates tissue with ease.

### Immunofluorescence of SKG Ankle Tissues

Tissue slices were deparaffinized and boiled in a water bath in citrate buffer (pH 6.0) to retrieve antigens. Once the tissues were cooled to room temperature, they were stained in PBS containing 0.1% Triton-100 with DAPI, anti-mouse Il-17A-Alexa fluor 488, and anti-mouse CD3-Alex fluor 594 for 1h at room temperature, and autofluorescence was quenched with TrueVIEW^®^ Autofluorescence Quenching Kit (Vector laboratories) before imaging by confocal microscopy.

### Animal Model of Hematological Cancer

NSG/SCID mice (6-8 weeks old) was purchased from —. Mice were injected with 1x10^7^ Jurkat cells in 1ml of PBS *via* tail vein. Establishment of engraftment was confirmed by flow cytometry 2 weeks post injection. Mice were randomly divided into two groups and injected with either PBS or DMGV (750µg/mouse in 200µl PBS) on days 0, 3, 7, 10, and 14. The level of Jurkat cells in peripheral blood was measured after retroorbital bleeding (200µl) and the body weight change was measured.

### DMPK (Drug Metabolism and Pharmacokinetics) Study in Rats

The study was performed at WuXi AppTec (Shanghai, China). DMGV was dissolved in double distilled water at 30mg/ml and the dosage of 12.5mg/kg was administered I.P. or P.O. (Per Os) to 7-10 week-old male SD rats (n = 3). The P.O. groups was fasted overnight before the administration. The blood was drawn at the indicated time points. The plasma DMGV level was measured by HPLC and mass spectrometry.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO, accession no: GSE203613.

## Ethics Statement

The studies involving human participants were reviewed and approved by Guangzhou Medical University. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by Guangzhou Medical University.

## Author Contributions

All authors contributed significantly to the drafting and editing of this manuscript. JL and FY conceived the manuscript idea and revised the manuscript content. FY, LS, and DF, and K-HC performed the experiments. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by Guangzhou Medical University Startup Fund to JL.

## Acknowledgments

We deeply appreciate Jinhua Chen for his advices and help on many chemical questions and Jose M. González-Navajas, Mike Murphy, Eyal Raz, and Samuel Bertin for a critical reading of the manuscript and helpful comments.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: DMGV Is a Rheostat of T Cell Survival and a Potential Therapeutic for Inflammatory Diseases and Cancers
**Source:** Front Immunol. 2022 Aug 5;13:918241. doi: 10.3389/fimmu.2022.918241

## Materials and Methods

**Table 1. Reagents used in the study**

| NAME                                       | Cat. No.      | Source                   |
|--------------------------------------------|---------------|--------------------------|
| CellTrace Violet                           | C34557        | Thermo Fisher Scientific |
| PD404182                                   | HY-16958      | MedChemExpress           |
| L-Citrulline                               | HY-N0391      | MedChemExpress           |
| ADMA                                       | T5309         | TopScience               |
| SDMA                                       | T7344         | TopScience               |
| MitoQ,                                     | T12059        | TopScience               |
| rapamycin                                  | T1537         | TopScience               |
| BAPTA-AM                                   | A1076         | Merck                    |
| Thapsigargin                               | TQ0302-1mg-20 | TopScience               |
| ionomycin                                  | HY-13434      | MedChemExpress           |
| Ru360                                      | HY-122898     | MedChemExpress           |
| ryanodine                                  | HY-103306     | MedChemExpress           |
| kaempferol                                 | 52314         | Selleck                  |
| quercetin                                  | M3902         | Abmole                   |
| daidzein                                   | M5547         | Abmole                   |
| CGP37157                                   | M7732         | Abmole                   |
| Coro-Na Green                              | C36676        | Invitrogen™              |
| Pyruvate                                   | 11360-070     | Gibco                    |
| β-nicotinamide mononucleotide              | M9580         | Abmole                   |
| SB431542                                   | M1794         | Abmole                   |
| Human TGFβ                                 |               |                          |
| CellROX™ Green Flow Cytometry Assay Kit    | C10492        | Thermo Fisher Scientific |
| CellROX™ Deep Red Flow Cytometry Assay Kit | C10491        | Thermo Fisher Scientific |
| Dynabeads™ Mouse T-Activator CD3/28        | 11452D        | Thermo Fisher Scientific |

|                                                   |           |                                                                    |
|---------------------------------------------------|-----------|--------------------------------------------------------------------|
| Dynabeads™ Human T-Activator CD3/28               | 11131D    | Thermo Fisher Scientific                                           |
| NATE                                              | lyec-nate | InvivoGen                                                          |
| MitoTracker™ Red CM-H2Xros                        | M7513     | Invitrogen                                                         |
| N-Acetyl-L-cysteine                               | A7250     | Merck                                                              |
| NIL (N6-(1-iminoethyl)-L-lysine)                  | 482100    | Merck                                                              |
| MitoSOX™ Red mitochondrial superoxide indicator   | M36008    | Thermo Fisher Scientific                                           |
| tBHP (tert-butyl hydroperoxide)                   | C10492    | CellROX™ Green Flow Cytometry Assay Kit (Thermo Fisher Scientific) |
| Mitochondrial Membrane Potential Assay Kit (TMRE) | 13296s    | Cell Signaling                                                     |
| Cell Counting Kit-8 (CCK-8)                       | abs50003  | Absin                                                              |
| Matrigel                                          | 354248    | Corning                                                            |

**Table 2. Antibodies used in the study**

| Antigen      | Fluorescent label | Clone Number | Source         |
|--------------|-------------------|--------------|----------------|
| Mouse CD3    | APC               | 17A2         | Elabscience    |
| Mouse CD19   | FITC              | 1D3          | BioGems        |
| Human CD3    | APC/Cy7           | HIT3a        | BioLegend      |
| Human CD19   | PE                | H1B19        | BioLegend      |
| Human CD14   | AF 488            | HCD14        | BioLegend      |
| HA           | -                 | C29F4        | Cell Signaling |
| Human COX IV | AF 647            | 3E11         | Cell Signaling |
| Mouse IL-17  | AF 488            | eBio17B7     | ThermoFisher   |
| Mouse CD3e   | AF 594            | 17A2         | BioLegend      |
| Mouse CD4    | PerCP/Cy5.5       | GK1.5        | BioLegend      |
| Mouse IL-17A | AF 488            | 53-7177-81   | ThermoFisher   |

|           |        |        |           |
|-----------|--------|--------|-----------|
| Mouse CD3 | AF 594 | 100240 | BioLegend |
|-----------|--------|--------|-----------|

**Table 3. Lymphocyte isolation kits and PCR reagents**

| Name                                           | Catalog No. | Source                 |
|------------------------------------------------|-------------|------------------------|
| EasySep™ Mouse T Cell Isolation Kit            | 19851A      | Stem Cell Technologies |
| EasySep™ Mouse B Cell Isolation Kit            | 19854A      | Stem Cell Technologies |
| EasySep™ Mouse Naïve CD4+ T Cell Isolation Kit | 19765       | Stem Cell Technologies |
| EasySep™ Human T Cell Isolation Kit            | 17951A      | Stem Cell Technologies |
| EasySep™ Human CD8 T Cell Isolation Kit        | 17953       | Stem Cell Technologies |
| ChamQ Universal SYBR qPCR Master Mix           | Q711-02     | Vazyme                 |
| Hieff UNICON qPCR SYBR Green Master Mix        | 11198ES03   | Yeasen                 |
| HiScript III RT SuperMix for qPCR              | R323-01     | Vazyme                 |
| NucleoZOL                                      | 740404.200  | TaKaRa Bio Inc.        |

**Table 4. siRNAs used in the study**

All double-stranded siRNAs against *Mus musculus*/*Homo Sapiens* genes were designed and purchased from Tsingke Biological Technology (China)

| Gene name   | Sense Sequence                                   |
|-------------|--------------------------------------------------|
| Mouse AGXT2 | UGAAAGAUACCAGUCCCUUTT                            |
| Mouse RYR1  | GCCUCUUUCAUGGACAUAUTT                            |
| Mouse MCU   | GGGAAUAAAGGGAUCUUAATT                            |
| Mouse PRMT1 | CCGCAAGGUUAUUGGGAUUTT                            |
| Mouse PRMT5 | GGAGUUCAUUCAGGAACCUTT                            |
| Human AGXT2 | CAAGCUAAAGAUCAGUAUATT                            |
| Human RYR1  | GCCUCUUUCAUGGACAUAUTT                            |
| Human MCU   | AAGUAUCUCAGUUUCUGGAUGTT (3'-non-coding sequence) |

**Table 5. Plasmids used in the study**

All expression constructs were chemically synthesized, cloned, and sequenced.

| Insert                                 | Vector                      | Tag  |
|----------------------------------------|-----------------------------|------|
| Mouse HA-AGXT2                         | pcDNA3.1(+)                 | None |
| Mouse HA-MCU-WT                        | pcDNA3.1(+)                 | HA   |
| Human HA-MCU <sup>ΔIle127</sup>        | pcDNA3.1(+)                 | HA   |
| Human HA-MCU <sup>ΔIle127/Val135</sup> | pcDNA3.1(+)                 | HA   |
| Human HA-MCU <sup>ΔVal135</sup>        | pcDNA3.1(+)                 | HA   |
| Mito-GEM-GECO[1]                       | LV5                         | None |
| AOX [2; 3]                             | pcDNA3.1(+)                 | None |
| Human MCU KO                           | LGE-4(LentiV2-gRNACas9Puro) | None |

**Table 6. qPCR Primers**

| Gene        | Forward Primer (5'-3')  | Reverse Primer (5'-3')  |
|-------------|-------------------------|-------------------------|
| Mouse MCU   | GAGCCGCATATTGCAGTACGGT  | AAACACGCCGACTGAGTCAGAG  |
| Human MCU   | ACCGGACGGTACACCAGAG     | GATAGGCTTGAGTGTGAACTGAC |
| Mouse RyR1  | CGCACACAGTCGTATGTACCT   | TAATCCCACGTCAAAGGCCAA   |
| Mouse ITPR1 | CGTTTTGAGTTTGAAGGCGTTT  | CATCTTGCGCCAATTCCCG     |
| Human RyR1  | CTCCGCCTCTTTCATGGACAT   | CTGCCCCGGTAGTGACATGC    |
| Human ITPR1 | GCGGAGGGATCGACAAATGG    | TGGGACATAGCTTAAAGAGGCA  |
| Mouse AGXT2 | CAGATAGACCGCCTGTGGCATA  | GGCTTCTGATCCACTGTTCAAC  |
| AOX         | GGTTCGTACCTGGTTTCCT     | CGCATCATTGCATCGTCAGG    |
| Mouse PRMT1 | TACTACTTTGACTCCTATGCCCA | ATGCCGATTGTGAAACATGGA   |
| Mouse PRMT5 | CTGAATTGCGTCCCCGAAATA   | AGGTTCTGAATGAACTCCCT    |
| Mouse UBC   | GCCCAGTGTTACCACCAAGA    | CCCATCACACCCAAGAACA     |
| Human GAPDH | ATCACCATCTTCCAGGAGCGAG  | GGGCAGAGATGATGACCCTTTTG |

[1] Y. Zhao, S. Araki, J. Wu, T. Teramoto, Y.F. Chang, M. Nakano, A.S. Abdelfattah, M. Fujiwara, T. Ishihara, T. Nagai, and R.E. Campbell, An expanded palette of genetically encoded Ca(2)(+) indicators. Science 333 (2011) 1888-91.

- [2] G.A. Hakkaart, E.P. Dassa, H.T. Jacobs, and P. Rustin, Allotopic expression of a mitochondrial alternative oxidase confers cyanide resistance to human cell respiration. *EMBO Rep* 7 (2006) 341-5.
- [3] I. Martinez-Reyes, L.R. Cardona, H. Kong, K. Vasan, G.S. McElroy, M. Werner, H. Kihshen, C.R. Reczek, S.E. Weinberg, P. Gao, E.M. Steinert, R. Piseaux, G.R.S. Budinger, and N.S. Chandel, Mitochondrial ubiquinol oxidation is necessary for tumour growth. *Nature* 585 (2020) 288-292.

## Supplementary Data

### Supplementary Figure 1. MEF secrete small molecules (ADMA and SDMA) that inhibit T cell proliferation

**A.** Cell survival and proliferation measurement strategy. The live gate in FSC/SSC graph corresponded to cell survival was measured by Annexin V/PI staining. Therefore, survival rates were measured in this way throughout the study with a few exceptions. **B.** A soluble factor(s) in MEF (but not in 16HBE) conditioned medium (CM) inhibits T cell proliferation. CellTrace Violet (CTV)-labeled mouse splenic CD3<sup>+</sup> T cells were activated by the immobilized anti-mouse CD3/CD28 antibodies (5μg/2μg/ml) with or without mouse embryonic fibroblasts (MEF) or 16HBE CM, and the survival rate and divided cell counts were measured at the indicated time points by flow cytometry (upper panel). The statistical significance was calculated by unpaired Student T test. (2 independent biological samples). **C.** Schematic representation of partial purification of the soluble factor (named as LNY1) from the MEF CM (left). To test the activity, each fraction was added to the culture medium (10% in volume) and the effects on mouse splenic CD3<sup>+</sup> T cell proliferation were measured at 48h (right). **D.** LNY1 was purified to homogeneity by HPLC from Fractions 4 and 5 as described in the method. **E.** LNY1 inhibits T cell proliferation. The indicated amount of LNY1 was added to splenic CD3<sup>+</sup> T cells and proliferation was measured at 72h. (n=3 independent biological samples, \*\*\*\*<0.0001). **F.** The mass/charge ratio of LNY1 was determined by mass spectrometry. **G.** Generation of LNY1 by MEF is dependent on PRMT1 and PRMT5. CMs were collected from MEF transfected with the indicated siRNA after 2 days and applied to mouse splenic CD3<sup>+</sup> T cell proliferation assay at 72h. **H.** Both ADMA and SDMA inhibit proliferation of mouse splenic CD3<sup>+</sup> T cells. The indicated amount of LNY1, ADMA, or SDMA was added to mouse splenic CD3<sup>+</sup> T cells, and survival and proliferation were measured at 72h. (n=2 independent biological samples, \*\*<0.01, \*\*\*<0.001). **I.** Both ADMA and SDMA inhibit proliferation of mouse splenic CD19<sup>+</sup> B cells. LNY1 (100ng/ml), ADMA (10μM), or SDMA (10μM) was added to mouse splenic CD19<sup>+</sup> B cells stimulated with anti-IgM antibody plus IL-4, and survival and proliferation were measured at 72h as described in the method. (n=2 independent biological samples, \*<0.05, \*\*<0.01). **J.** Both ADMA and SDMA inhibit proliferation of human peripheral blood CD3<sup>+</sup> T cells. LNY1 (100ng/ml), ADMA (10μM), or SDMA (10μM) was added to human peripheral blood CD3<sup>+</sup> T cells, and the numbers of live and divided cells were measured by

flow cytometry after 4 days. (n=2 independent biological samples, \*<0.05). **K.** ADMA and SDMA inhibit proliferation of pre-activated T cells. Mouse splenic CD3<sup>+</sup> T cells (left) and human peripheral blood CD3<sup>+</sup> T cells (right) were activated by the CD3/CD28 antibody-coated activation beads (mouse T cells, cells:beads=4:1), or immobilized anti-human CD3/CD28 antibodies (human T cells, 5µg/2µg/ml) for 24h, and then LNY1 (100ng/ml), ADMA (5µM) or rapamycin (100nM) were added as indicated. (n=2 independent biological samples, \*<0.05, \*\*<0.01). All the above data were repeated at least twice with the similar results.

### Supplementary Figure 1

**A**

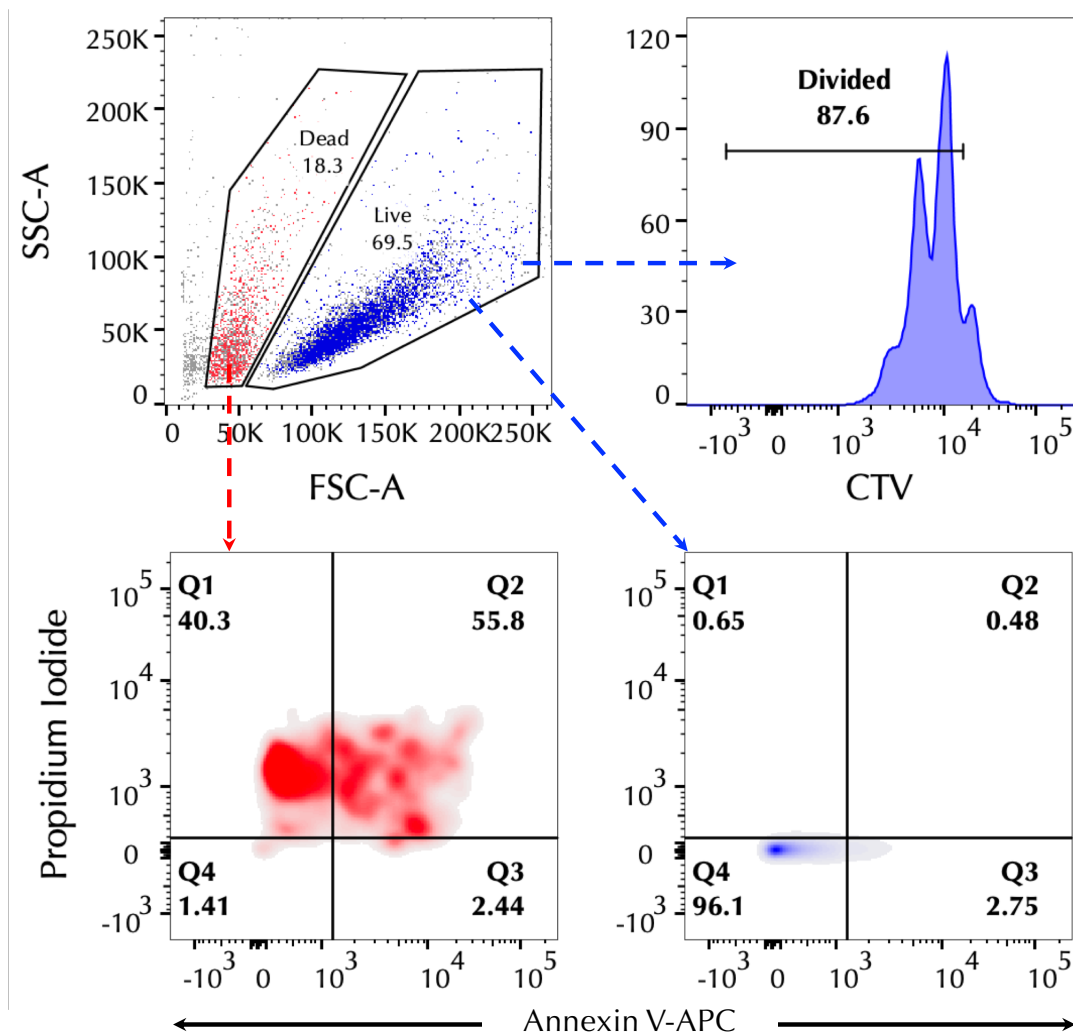

# Supplementary Figure 1

**B**

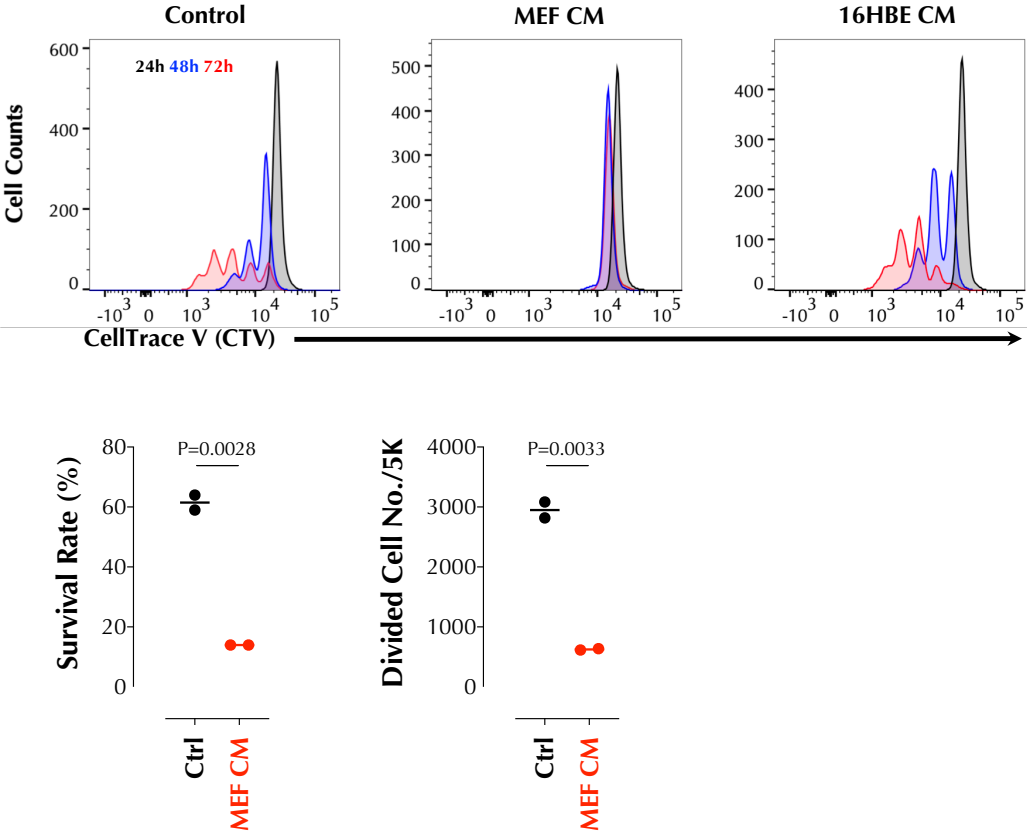

**C**

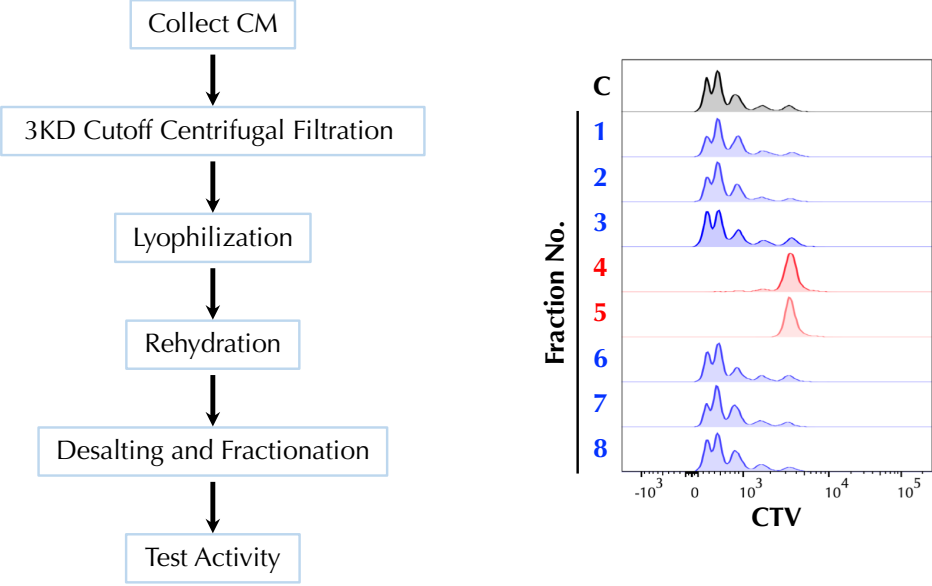

Supplementary Figure 1

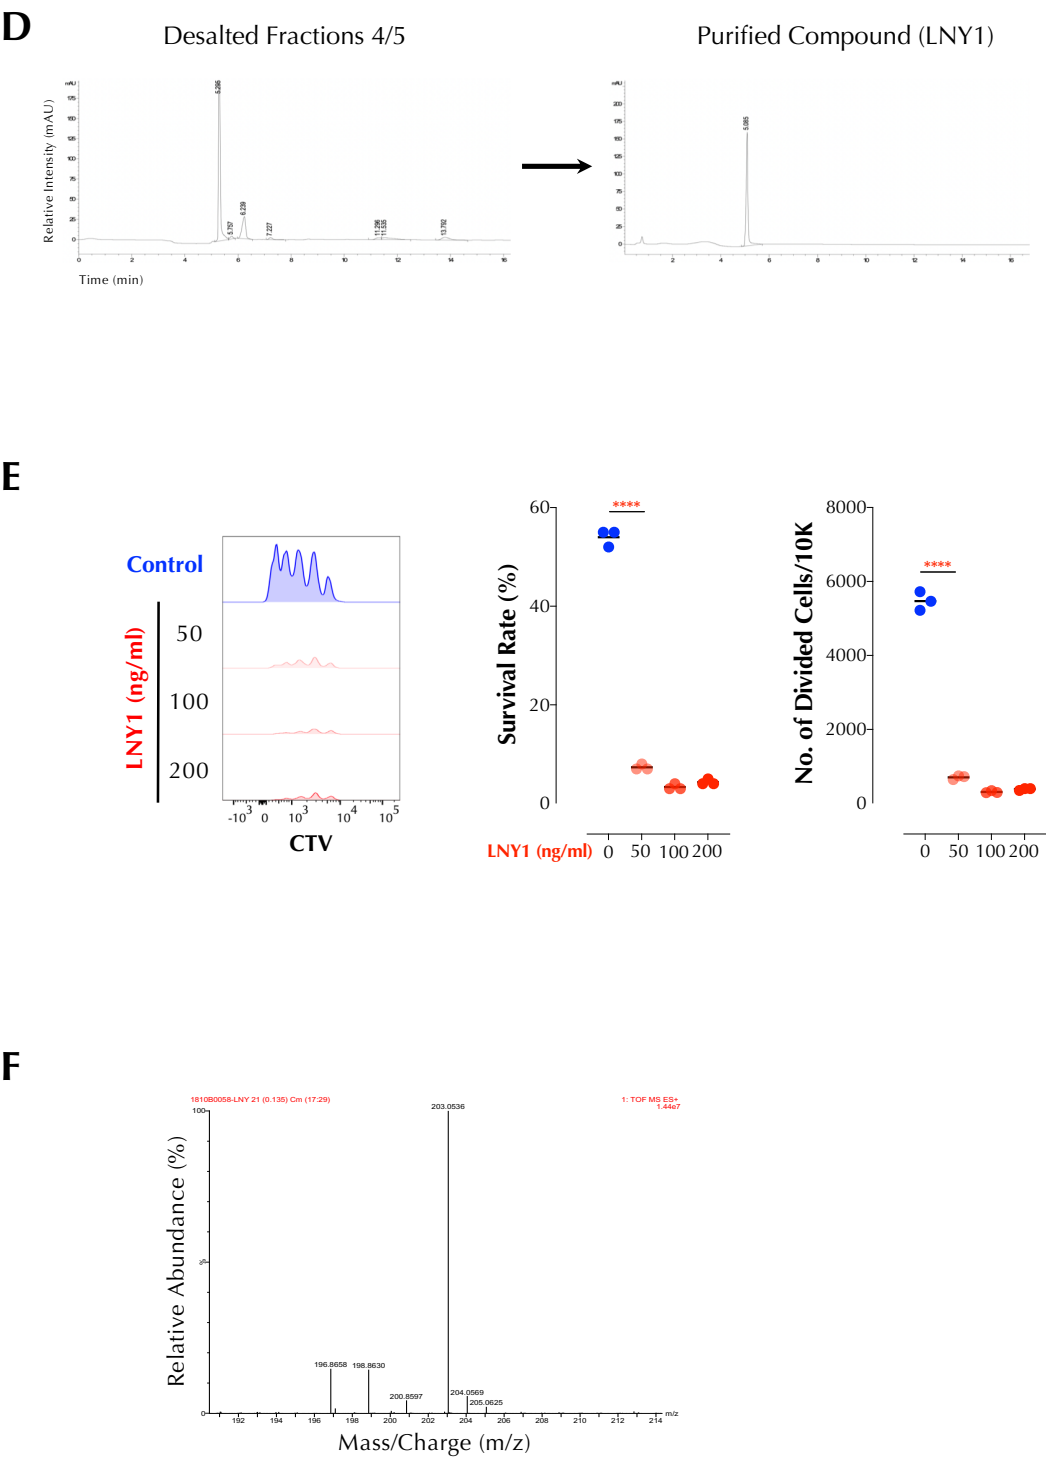

Supplementary Figure 1

G

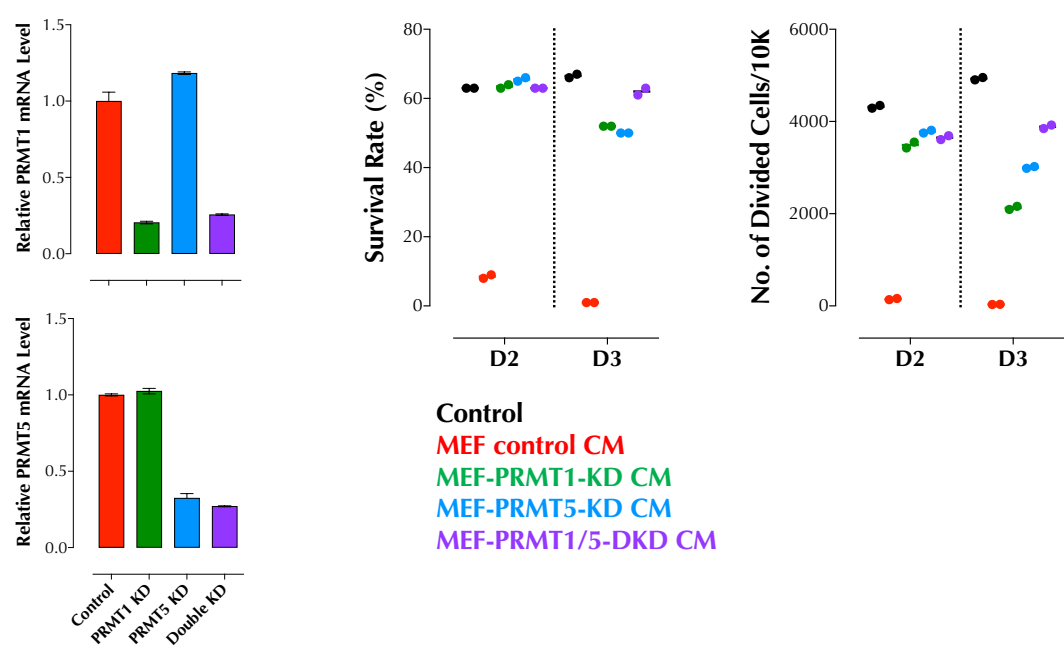

H

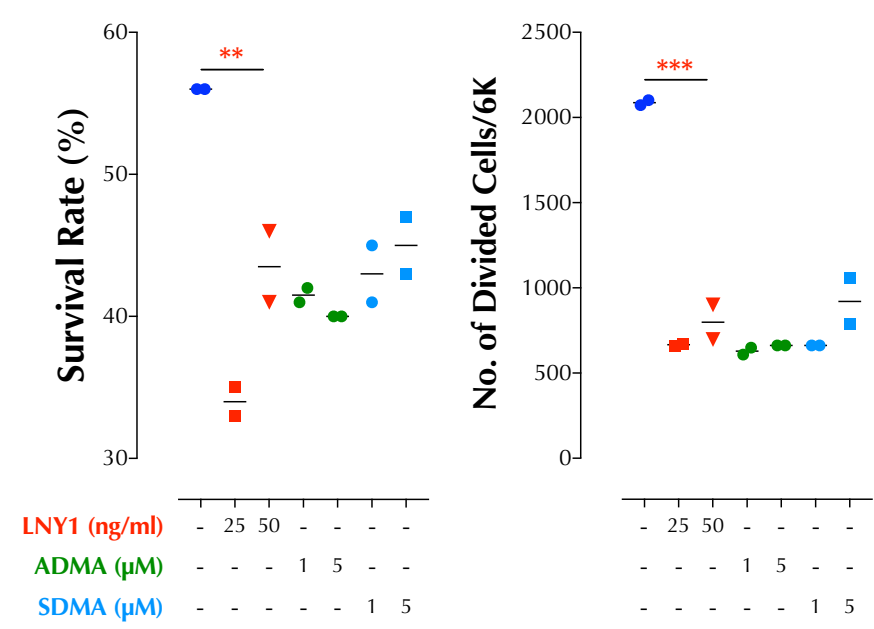

Supplementary Figure 1

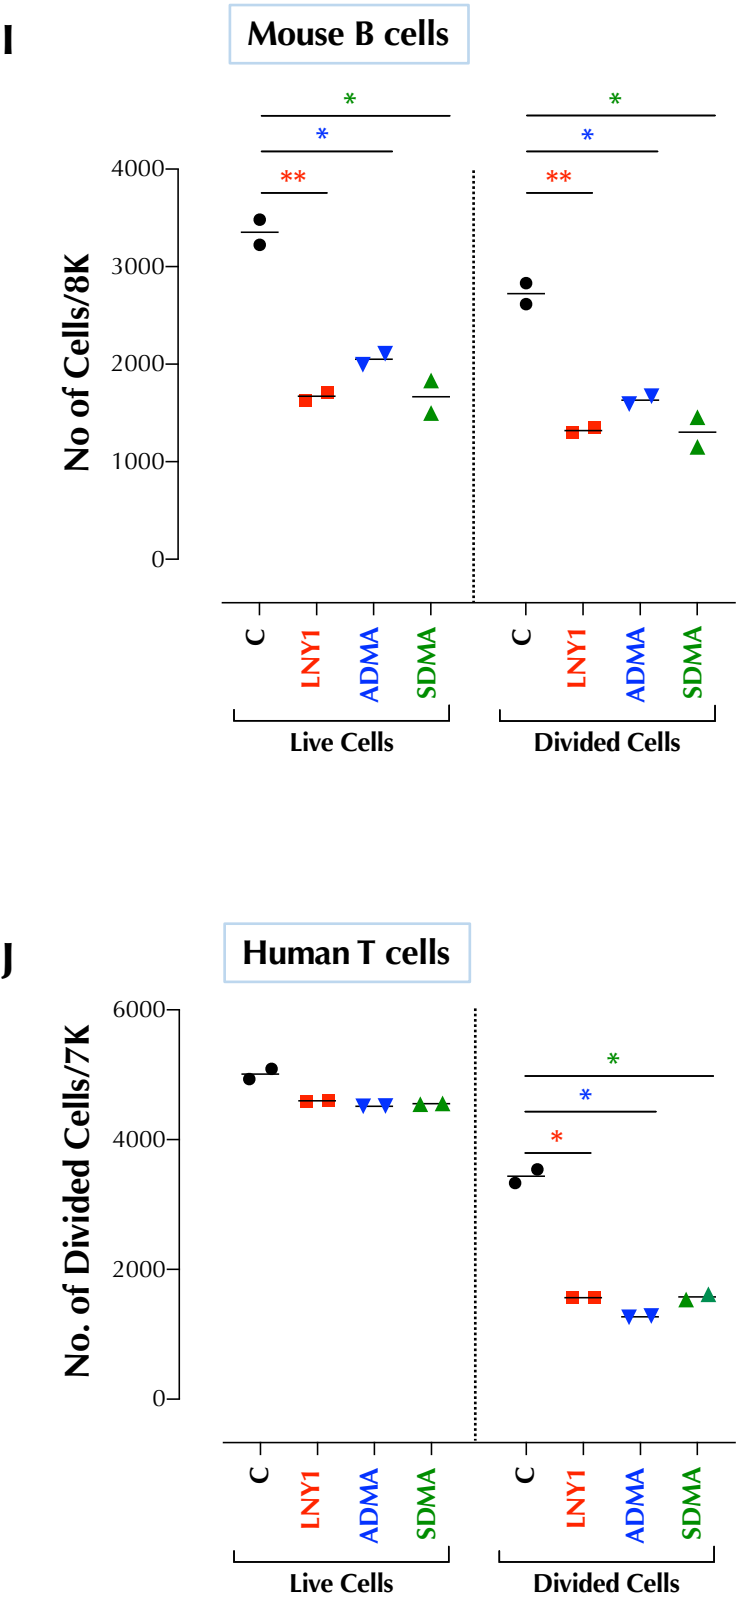

Supplementary Figure 1

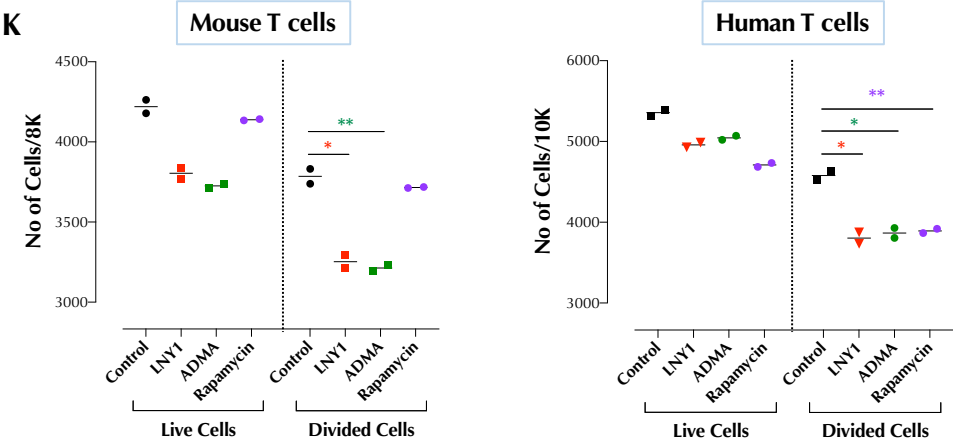

## **Supplementary Figure 2. ADMA and SDMA inhibit T cell proliferation via induction of mitochondrial ROS**

**A.** LNY1 modifies the TCR-induced gene expression profile. Mouse splenic CD3<sup>+</sup> T cells were activated with or without LNY1 (100ng/ml) for 24h and the gene expression profiles were analyzed by RNAseq. PCA data show that LNY1 changed the TCR-induced gene expression pattern (left). While the pathways regulating metabolisms and cell cycle are down-regulated by LNY1, the pathways related to oxidative phosphorylation and chemokine/cytokine signaling were up-regulated (right). (n=3 independent biological samples). **B.** LNY1 decreases the TCR-induced mitochondrial membrane potential. Mouse splenic CD3<sup>+</sup> T cells were activated for 24h with the CD3/CD28 antibody-coated activation beads (cells:beads=4:1) with or without LNY1 (100ng/ml). The mitochondrial membrane potential was measured with TMRE by flow cytometry as described in the method. (n=3 independent biological samples, P<0.0001). **C.** LNY1 increases TCR-induced reactive oxygen species (ROS) in the mitochondria. Mouse splenic CD3<sup>+</sup> T cells were activated for 24h with the CD3/CD28 antibody-coated activation beads (cells:beads=4:1) with or without LNY1 (100ng/ml). The mitochondria-specific ROS was measured by flow cytometry. (n=3 independent biological samples, P=0.0001). **D.** LNY1 induces ROS in the mitochondria but not in the cytoplasm. Mouse splenic CD3<sup>+</sup> T cells were incubated with LNY1 (100ng/ml, left) or tBHP (100μM, right) for the indicated time periods, and the mitochondrial or cytosolic ROS was measured with CellROX Green or CellROX Deep Red, respectively, as described in the method (the statistical significance was analyzed by 2-way ANOVA). **E.** LNY1 enhances TCR-induced mitochondrial ROS. To assess the effects of LNY1 on TCR-induced mitochondrial ROS, mouse splenic CD3<sup>+</sup> T cells were activated with the CD3/CD28 antibody-coated activation beads (cells:beads=4:1) with or without LNY1 (100ng/ml) for the indicated time periods and the mitochondrial ROS was measured by flow cytometry. (n=3 independent biological samples, \*\*\*<0.001, \*\*\*\*<0.0001). **F.** LNY1 induces mitochondrial ROS in mouse T cells. Upper panel: To detect ROS in live cells, freshly isolated mouse splenic T cells were incubated with LNY1 (100ng/ml) or nothing for 30min with or without MitoQ (100nM) in the presence of Hoechst 33342 (1μg/ml) and the images of the live cells were acquired by confocal microscopy. Hoechst 33342 positive cells represent the dying cells that lost membrane integrity. Lower panel: To localize the mitochondria, T cells were incubated with MitoTracker Deep Red and Hoechst 33342 (1μg/ml) for 30min and the images of the live cells were acquired by confocal microscopy. **G.**

The iNOS inhibitor N6-(1-iminoethyl)-L-lysine (NIL) or the antioxidants NAC and MitoQ does not significantly affect T cell proliferation. Mouse splenic CD3<sup>+</sup> T cells were activated with the CD3/CD28 antibody-coated activation beads (mouse T cells, cells:beads=4:1) with the indicated chemicals. Cell survival and proliferation were analyzed after 72h post stimulation. (n = 4, no statistical significance). **H.** The iNOS inhibitor NIL does not induce ROS in the mitochondria. Real-time mitochondrial ROS induced by ADMA or NIL was measured by flow cytometry.

Supplementary Figure 2

A

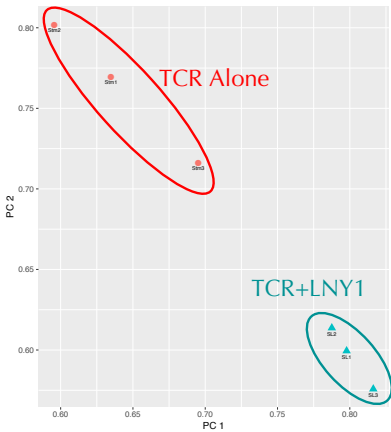

Down-regulated

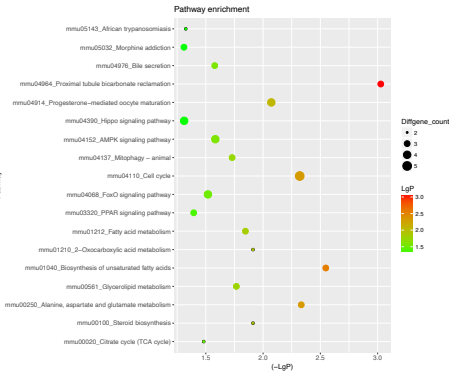

Up-regulated

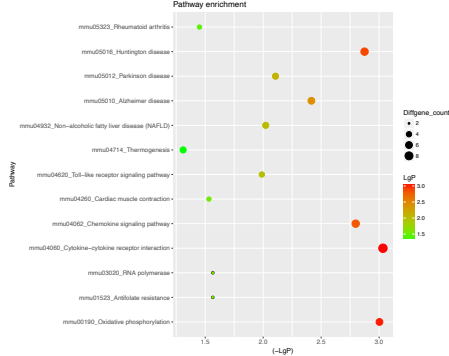

B

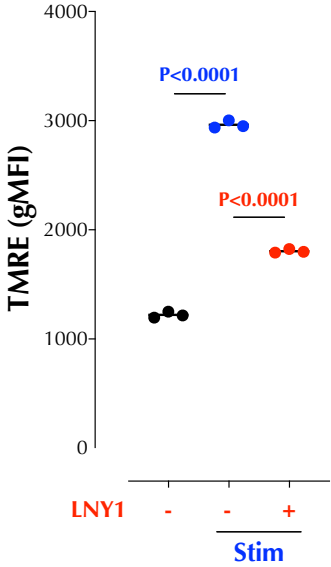

C

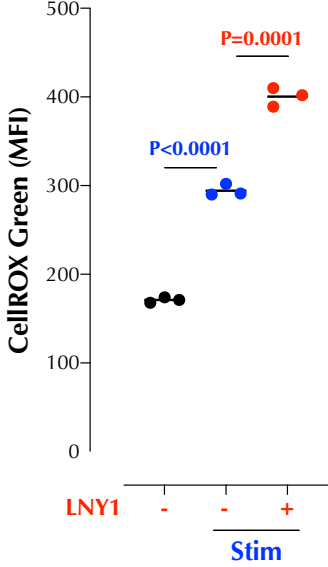

Supplementary Figure 2

D

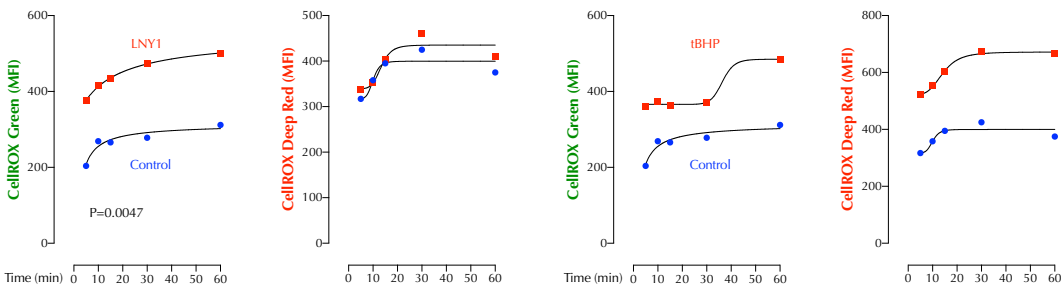

E

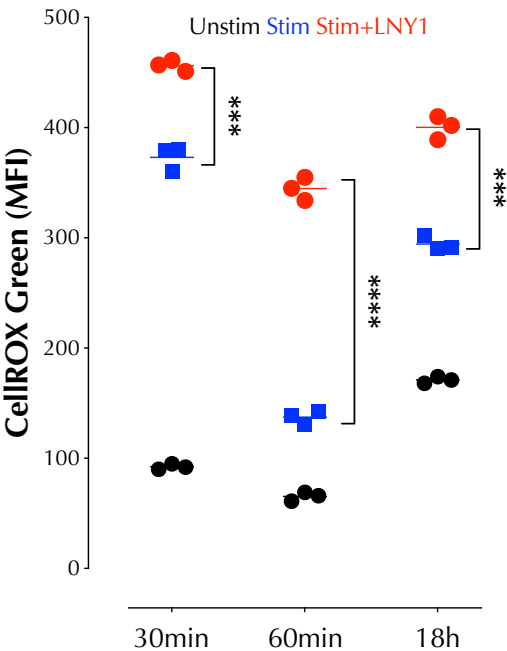

## Supplementary Figure 2

F

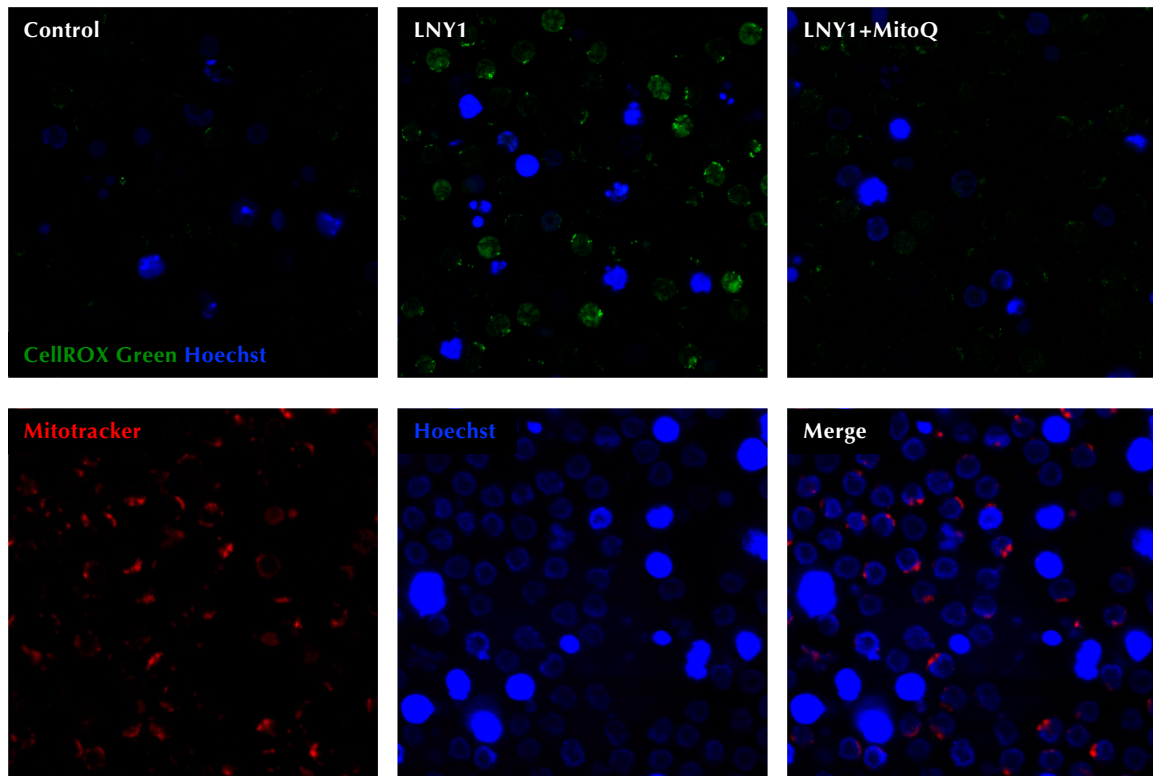

Supplementary Figure 2

G

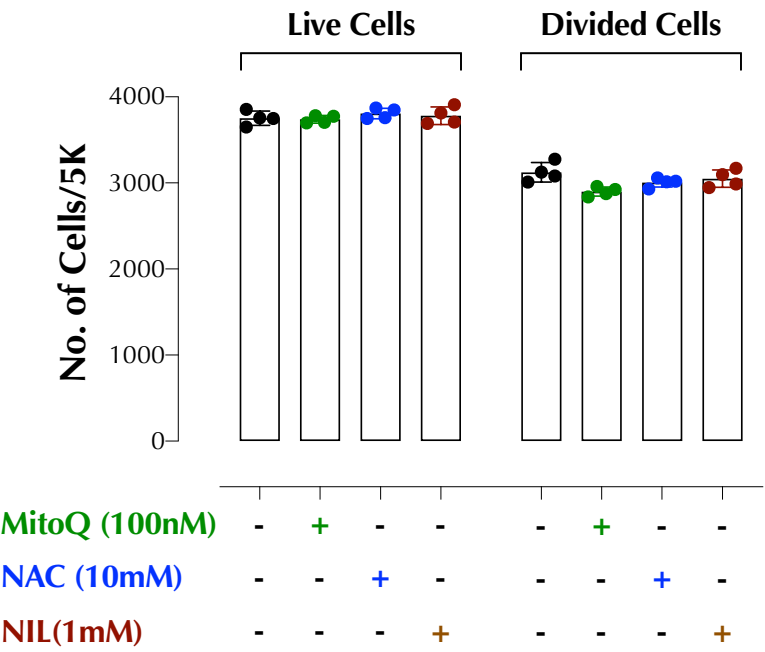

H

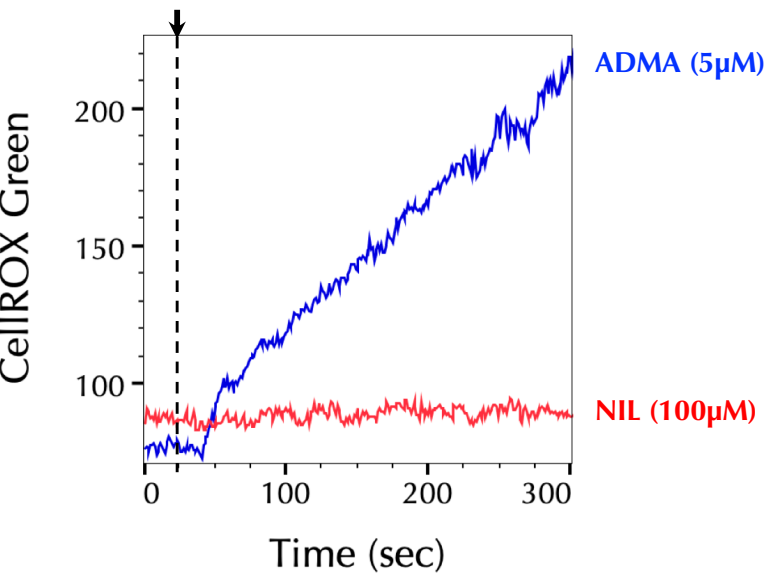

**Supplementary Figure 3. ADMA and SDMA must be metabolized by AGXT2 to DMGV to induce ROS**

**A.** Schematic representation of the ADMA and SDMA metabolic pathways. **B.** L-citrulline neither induces ROS nor significantly affects T cell survival or proliferation. (Top) Mouse splenic CD3<sup>+</sup> T cells loaded with CellROX Green were treated (arrow) with DMGV (5μM) or L-citrulline (10μM) and real-time ROS induction was measured by flow cytometry. (Bottom) Mouse splenic CD3<sup>+</sup> T cells were activated with or without L-citrulline (10μM). Survival and proliferation were measured by flow cytometry 48h and 72h after activation. (n=2 independent biological samples) **C.** AGXT2 overexpression (OE) significantly enhances mitochondrial ROS induction by ADMA and SDMA. AGXT2 was overexpressed in mouse splenic CD3<sup>+</sup> T cells and was confirmed by qPCR. Mitochondrial ROS of control and OE cells were measured after 30min incubation with ADMA (10μM), SDMA (10μM), or DMGV (10μM). (n=2 independent biological samples, \*\*<0.01, \*\*\*<0.001). **D.** AGXT2 OE inhibits T cell survival and proliferation. Control or AGXT2-OE mouse splenic CD3<sup>+</sup>T cells were activated, and cell survival and proliferation were measured after 48h or 72h by flow cytometry (left and upper right). Control and AGXT2-OE mouse splenic CD3<sup>+</sup> T cells were activated, with LNY1 (100ng/ml), ADMA (10μM) or Rapamycin (100nM), and cell survival and proliferation were measured after 72h (lower right). (n=2 biological independent samples, \*\*<0.01, \*\*\*<0.001) **E.** AGXT2 is localized in the mitochondria. The human colonic carcinoma HCT-8 cells were transfected with mouse AGXT2. After 24h, cells were stained with anti-AGXT2 antibody followed by anti-rabbit IgG-Alexa Fluor 488 and anti-COX IV-Alexa Fluor 647, together with DAPI and images were taken with a confocal microscope as described in the method section. **F.** DMGV induces ROS in mitochondria in all PBMCs. Human PBMCs were isolated from human peripheral blood and then incubated with different concentrations of DMGV or tBHP. Mitochondrial or cytosolic ROS was measured as described in the method section. PBMCs were stained with anti-CD3 and anti-CD19 antibodies before analysis. Monocytes were identified by the cell size (FSC-A). (n=2 independent biological samples) **G.** DMGV does not induce cell death in human PBMCs. Human PBMCs were incubated with different concentrations of DMGV or tBHP. Cell survival was measured by flow cytometry after 24h. PBMCs were stained with anti-CD3 and anti-CD19 antibodies before analysis. Monocytes were identified by the cell size. (n=2 independent biological samples) **H.** DMGV causes cell death in TCR-activated Jurkat T cells via mitochondrial ROS induction. Jurkat T cells were

treated as indicated for 24h, and cell survival was measured by flow cytometry. (n=2 independent biological samples) **I.** ADMA, SDMA, and DMGV block cell cycle progression from S to G0-G1 phase. CTV-labeled mouse T cells were stimulated with the indicated compounds for 3 days and the cell cycle was measured according to the manufacturer's instruction (Yishan Biology, Shanghai, China). The results represent two similar experiments.

Supplementary Figure 3

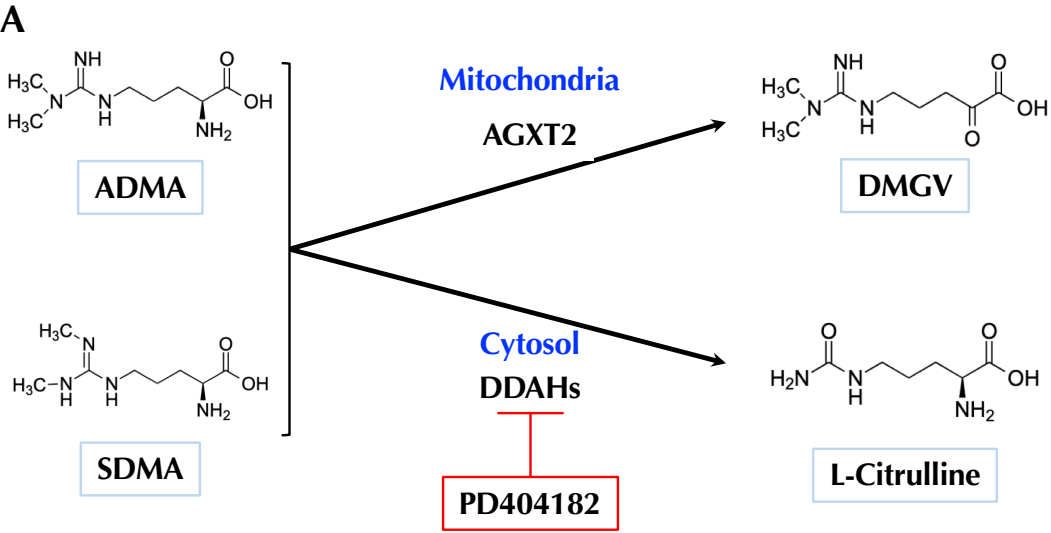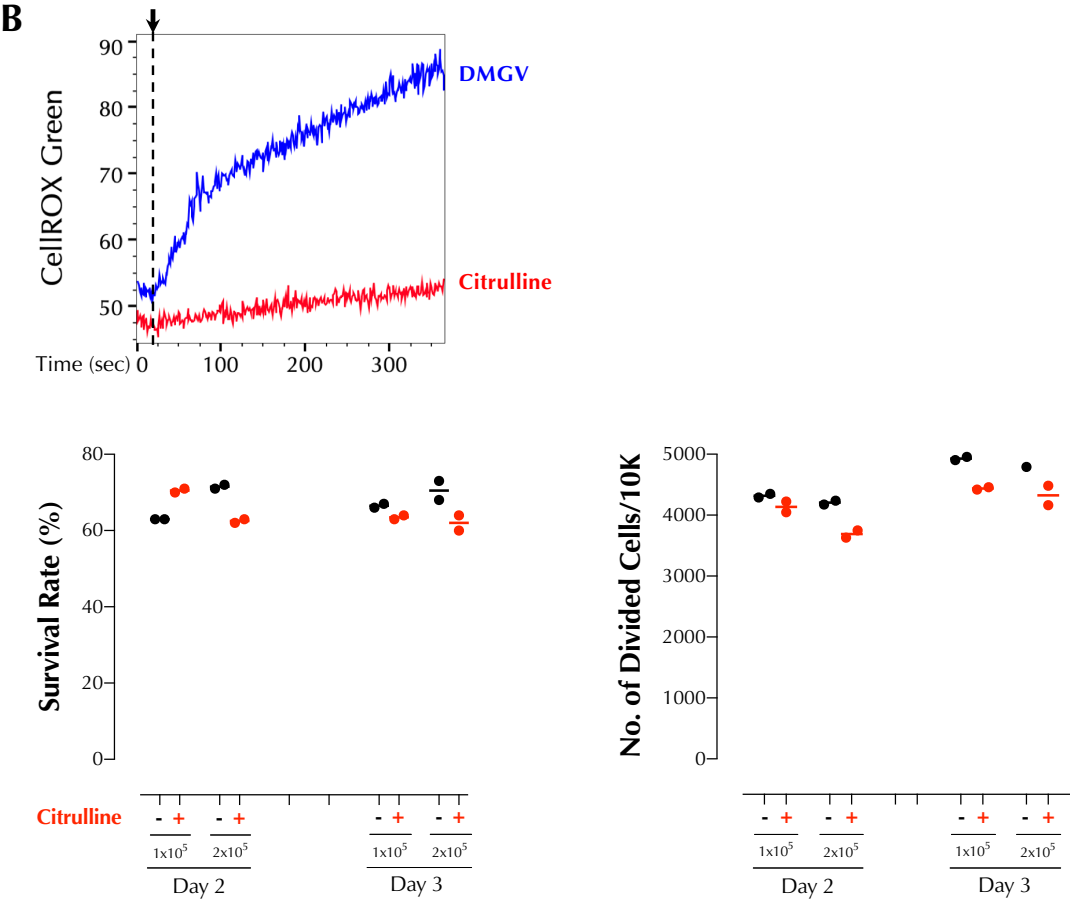

Supplementary Figure 3

C

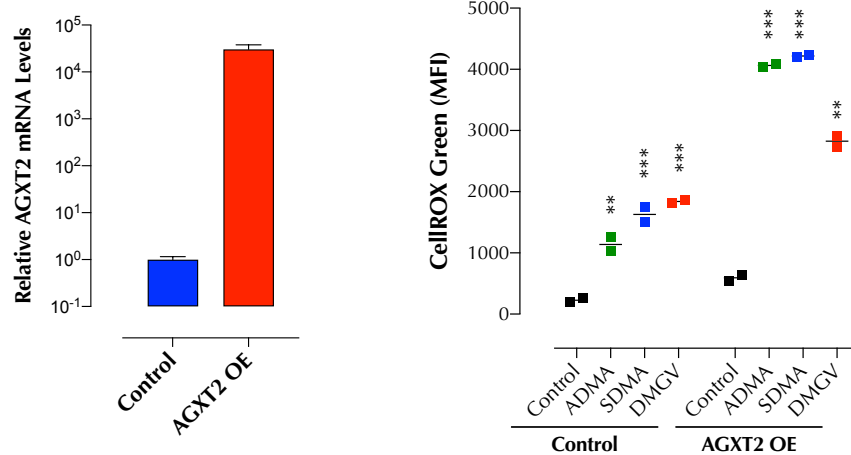

D

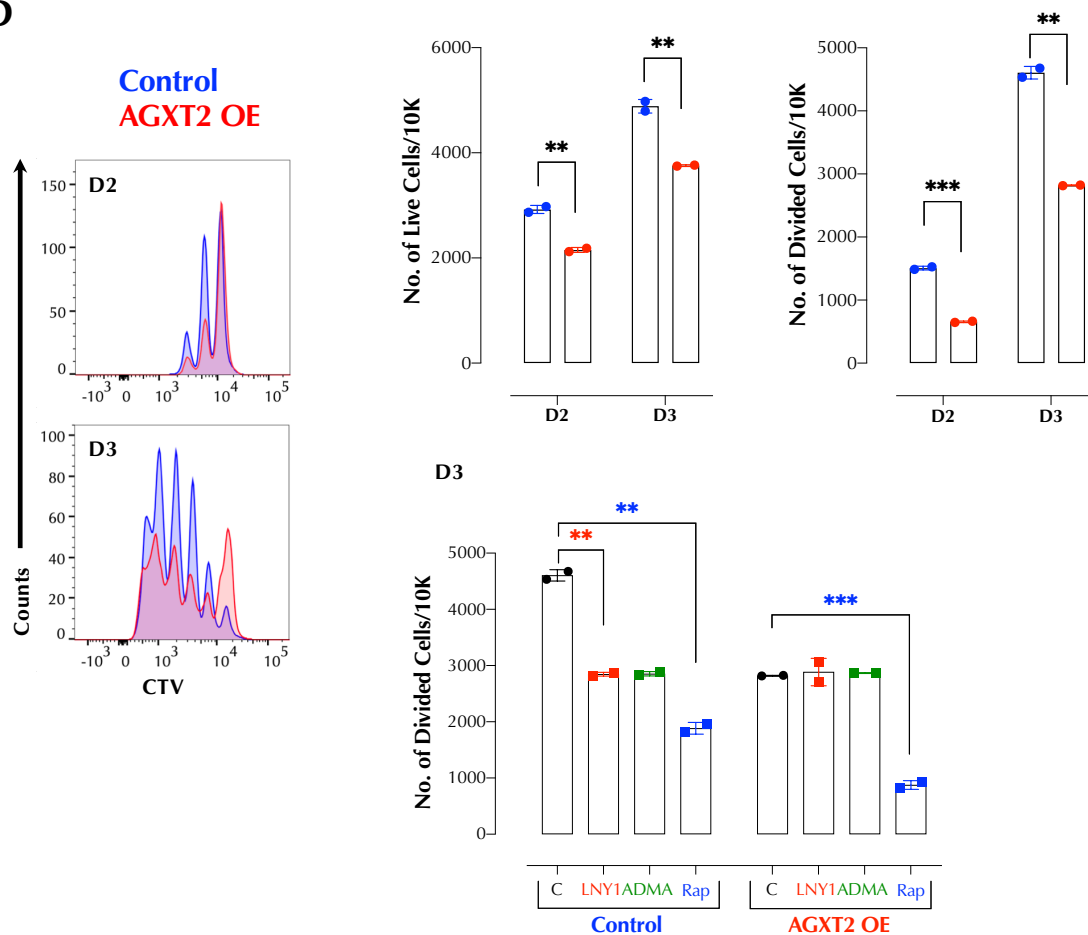

### Supplementary Figure 3

|          |              |
|----------|--------------|
| <b>E</b> | <b>HCT-8</b> |
|----------|--------------|

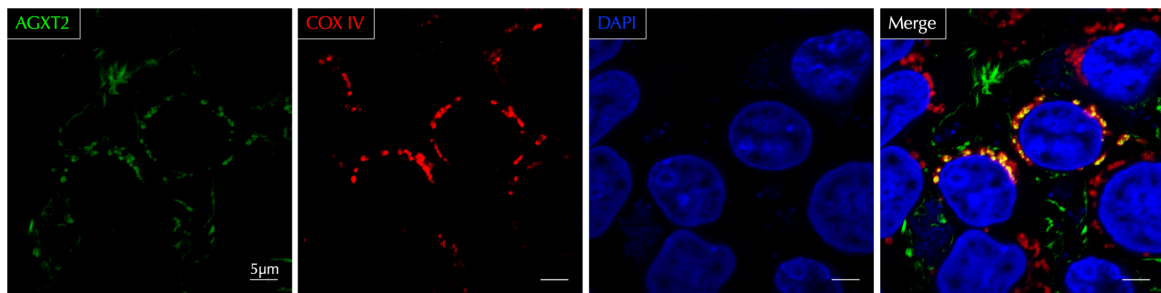**F**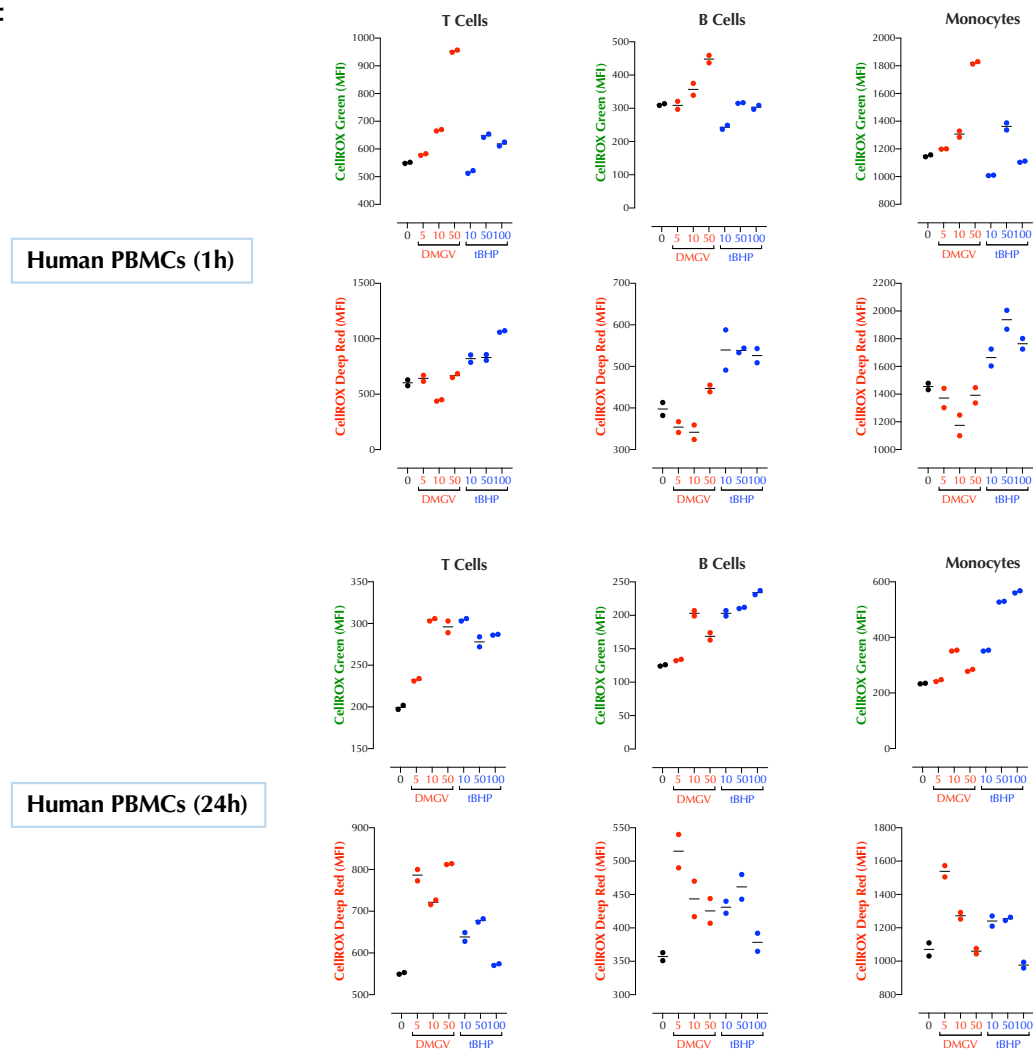

Supplementary Figure 3

G Human PBMCs (24h)

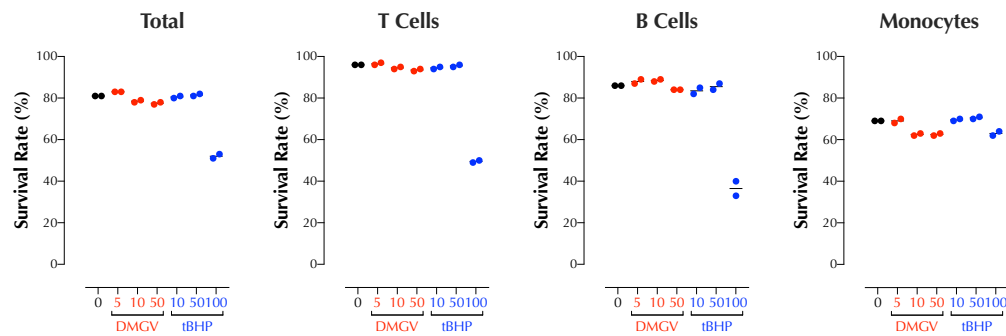

H Jurkat (24h)

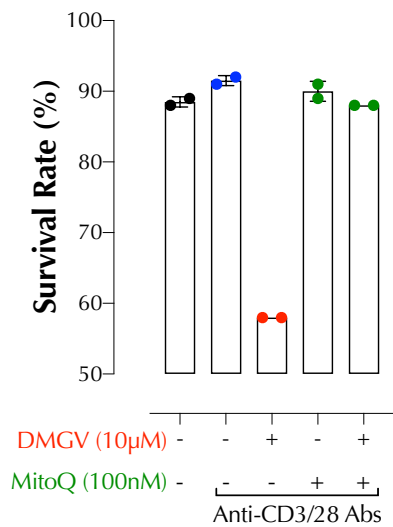

Supplementary Figure 3

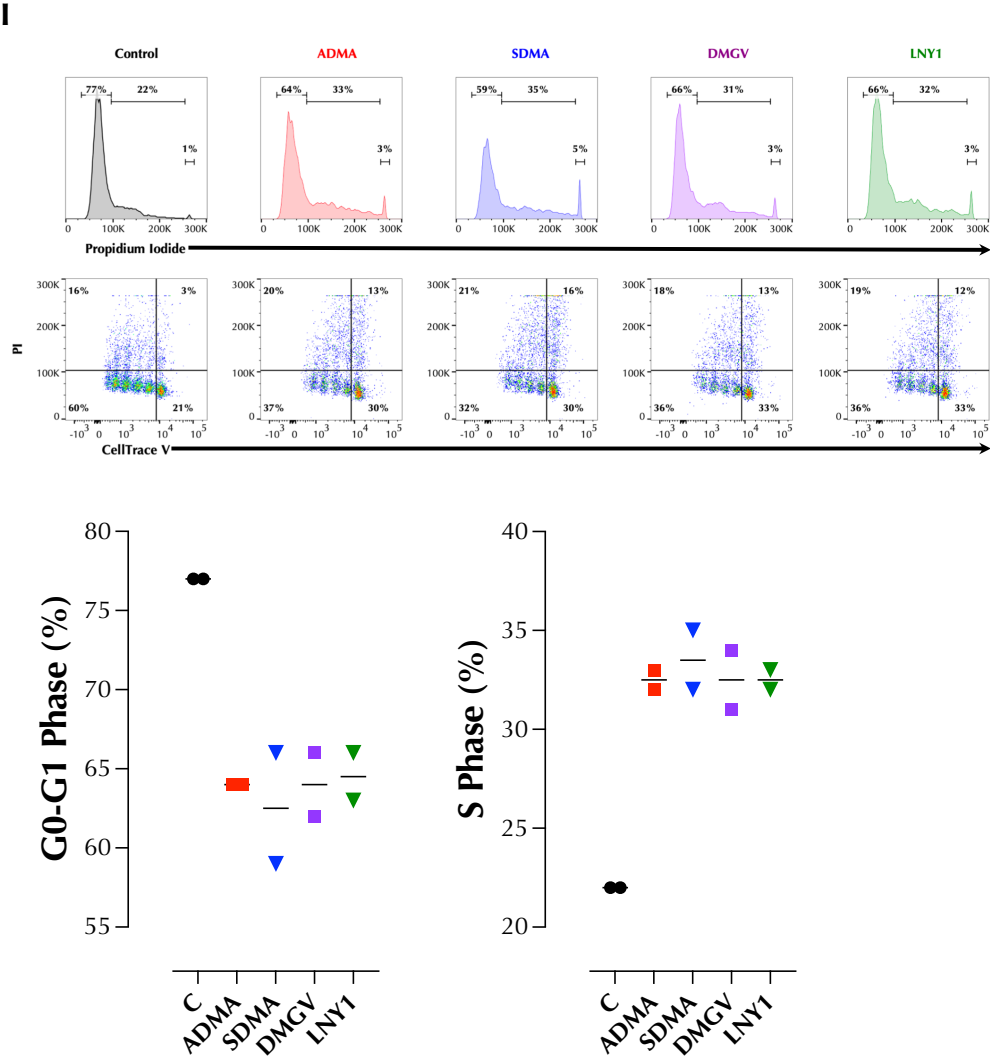

**Supplementary Figure 4. AGXT2 heterozygotes are hypomorphs.**

**A.** AGXT2 KO strategy in mice. The details are described in the method section. **B.** A representative genotyping analysis by PCR. **C. D.** AGXT2<sup>+/-</sup> mice are hypomorphs. The level of AGXT2 mRNA in total thymocytes or splenocytes of AGXT2<sup>+/-</sup> or AGXT2<sup>-/-</sup> mice was measured by qPCR. (Each dot represents a single mouse.) **E.** T cell development is not affected by the decreased expression of AGXT2 mRNA. Left: a representative flow cytometry analysis of thymocytes and splenocytes. Right: cumulative cellularity analysis. (Each dot represents a single mouse, DN: double negative, DP: double positive) **F.** AGXT2 mRNA is induced by T cell activation. Splenic T cells were activated for 24h and the levels of AGXT2 and DDAH1 were measured by qPCR. **G.** Mitochondrial ROS induced by DMGV is a rheostat of T cell survival. Splenic AGXT2<sup>+/+</sup> or AGXT2<sup>+/-</sup> T cells were stimulated as indicated and the survival rate was measured at 72h by flow cytometry. **H.** Human peripheral CD3<sup>+</sup> T cells were transfected with AGXT2 siRNA and stimulated the next day as indicated. The survival rate was monitored daily up to 7 days and the cell death rate by 7AAD staining by flow cytometry. **I.** AGXT2 is essential for survival of CD4<sup>+</sup> effector T cells but not Treg. Naïve CD4<sup>+</sup> cells were purified and activated under the indicated Th differentiation conditions as described in the method. The number of live cells were counted by flow cytometry after 72h. The data is the representative of 2 separate experiments. **J.** The AGXT2-DMGV axis maintains the survival of Jurkat T cells. Jurkat T cells were electroporated with C or AGXT2 siRNA, cultured with or without DMGV (5μM) or TGFβ (15ng/ml), and the survival rate was measured on day 5. **K.** TGFβ cannot rescue AGXT2<sup>+/-</sup> T cells in the absence of glutamine. WT and AGXT2<sup>+/-</sup> T cells were stimulated as indicated (5μM DMGV, 15ng/ml TGFβ, 2mM pyruvate) for 3 days in glutamine-free RPMI and survival and proliferation were measured by flow cytometry. The data represent 3 similar experimental results. **L.** Glucose uptake is not significantly affected in AGXT2<sup>+/-</sup> T cells. WT and AGXT2<sup>+/-</sup> T cells were stimulated up to 2 days, and glucose uptake was measured at the indicated time point with 2-NBGD according to the manufacturer's instruction. The data represent 2 similar experimental results.

Supplementary Figure 4

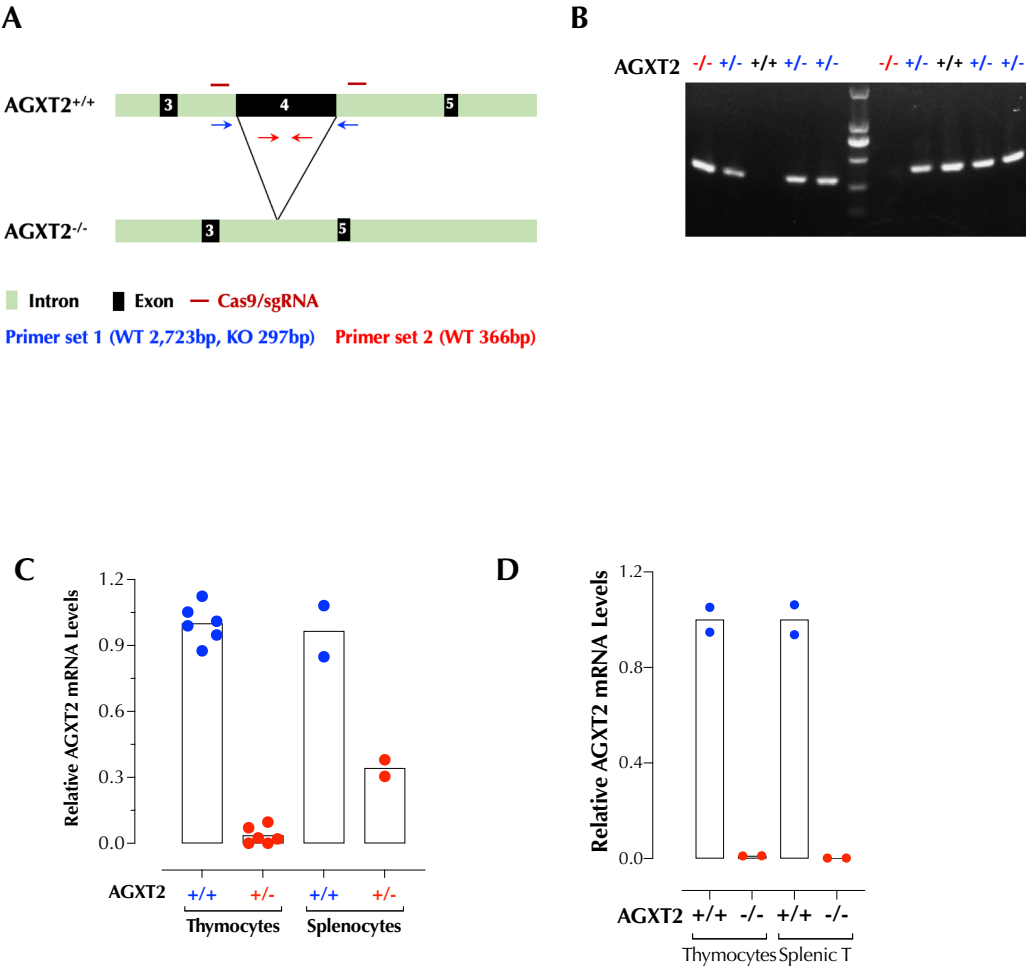

### Supplementary Figure 4

## E

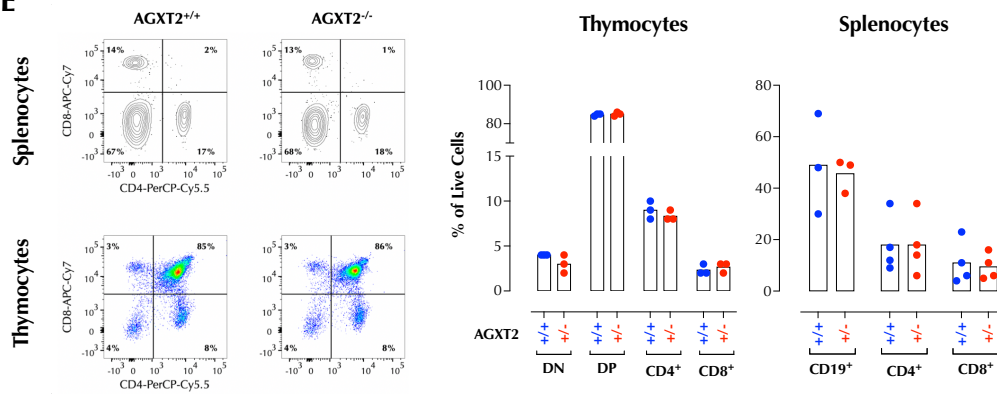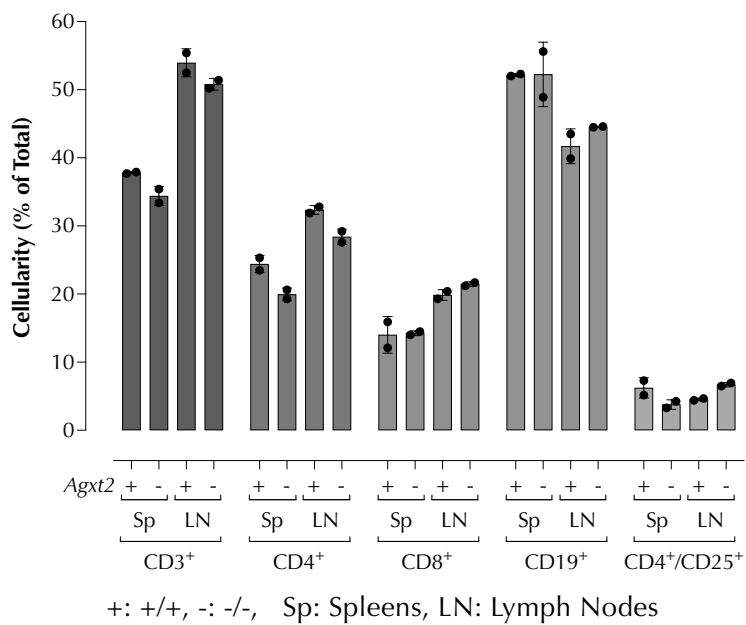

Supplementary Figure 4

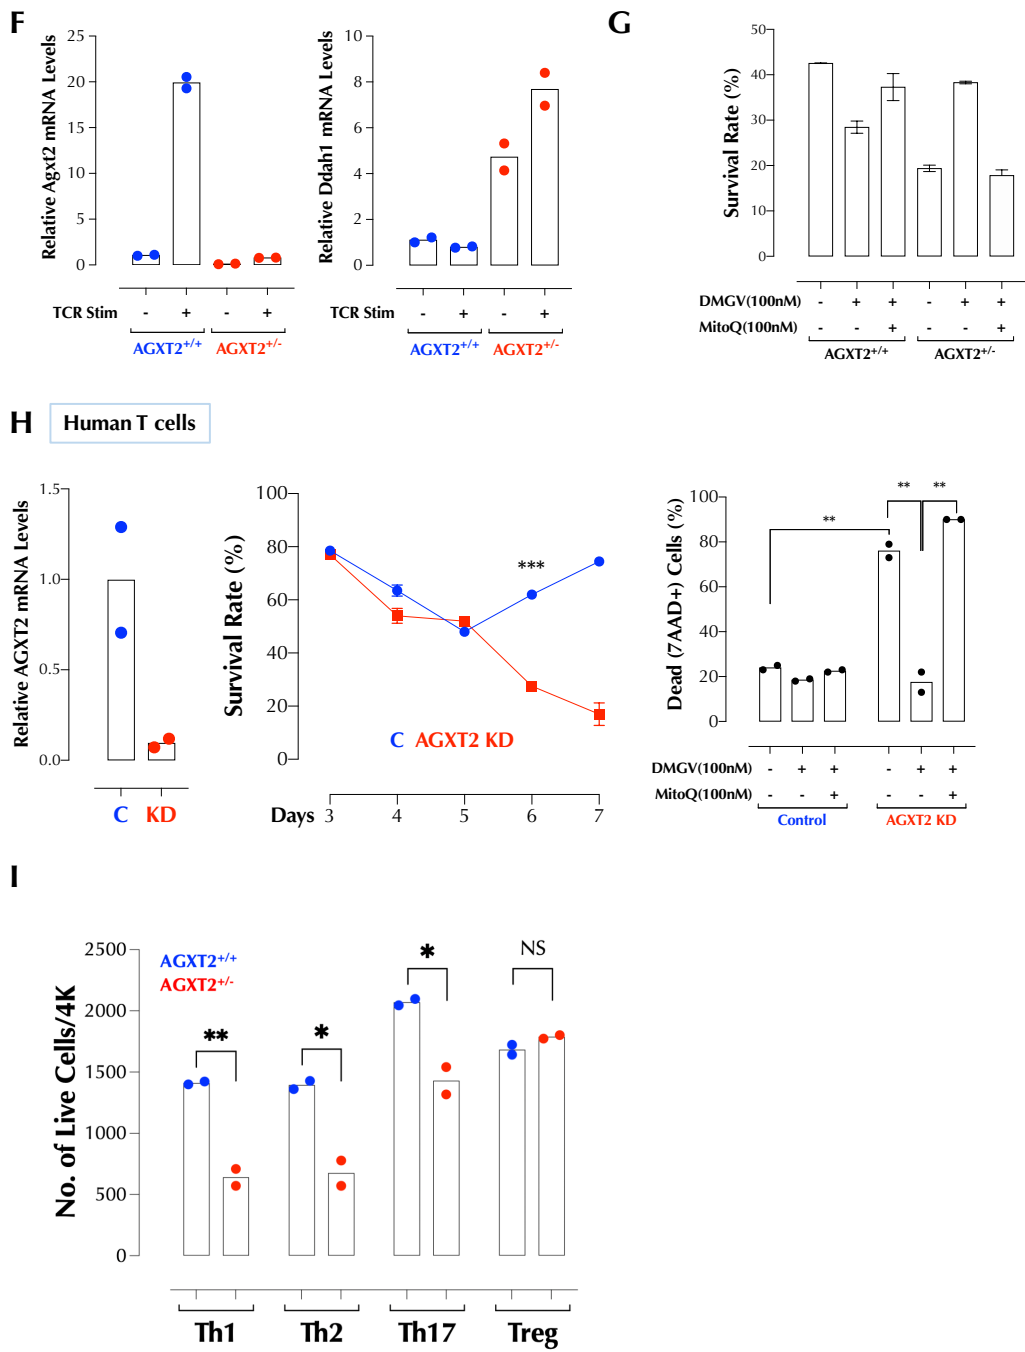

Supplementary Figure 4

J

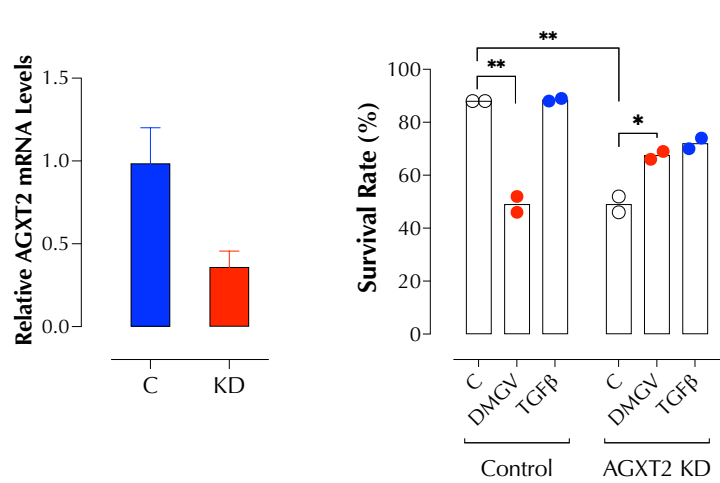

K

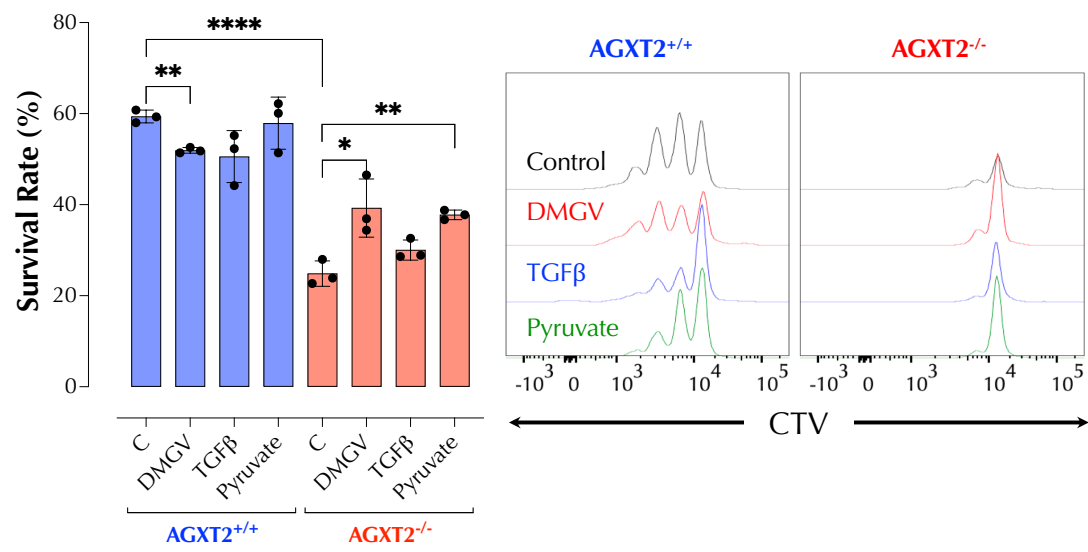

Supplementary Figure 4

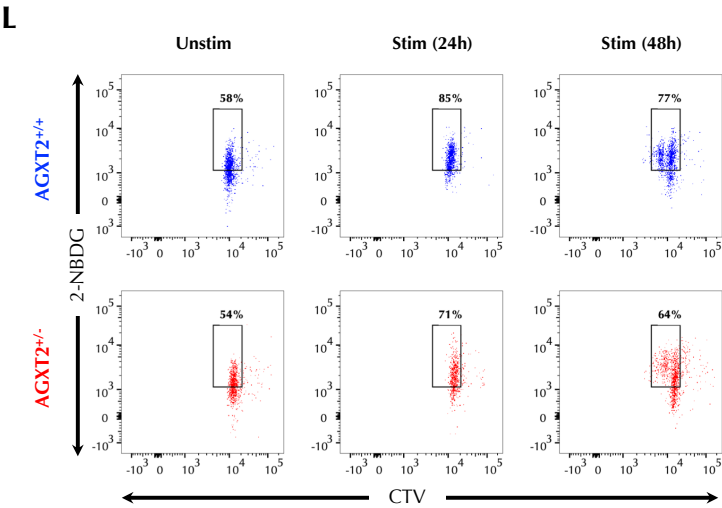

### **Supplementary Figure 5. DMGV induces calcium efflux mainly via RyR1**

**A.** DMGV induces mitochondrial ROS in Jurkat cells. Jurkat cells were loaded with either MitoSOX or CellROX Green for 15min according to the manufacturer's instruction and ROS induction by DMGV was measured by flow cytometry. The line graph was generated using the FlowJo kinetics function and the mean fluorescence was smoothed with the moving average.

**B.** DMGV, but not tBHP, induces ROS in the mitochondria of Jurkat cells. DMGV (5 $\mu$ M) or tBHP (1mM) was added at the indicated time point by an arrow (20 seconds) and MitoQ (100nM) was added 30min before the assay.

**C-D.** DMGV induces ROS in a cell-free system (or a permeabilized cell system). Jurkat cells (**C**) or mouse splenic T cells (**D**) were loaded with TMRE or CellROX Green and treated for 2min with digitonin (60 $\mu$ g/ml for Jurkat and 100 $\mu$ g/ml for mouse T cells) before TMRE or ROS measurement by flow cytometry.

**E.** The RyR inhibitor ryanodine inhibits DMGV-induced ROS production. Jurkat cells were treated with the indicated amount of ryanodine and CellROX Green for 30min and ROS induction was measured by flow cytometry.

**F.** DMGV induces calcium efflux mainly via RyR1. RyR1 or ITPR1 was knocked out using the Crispr/Cas9 system and calcium efflux (bottom left) and ROS induction (bottom right) by DMGV was measured by flow cytometry.

**G.** RyR1 KD compromises T cell survival and proliferation. Control and RyR1-KD mouse T cells were stimulated with the indicated compounds for 2 days, and the survival and cell division were measured by flow cytometry,

Supplementary Figure 5

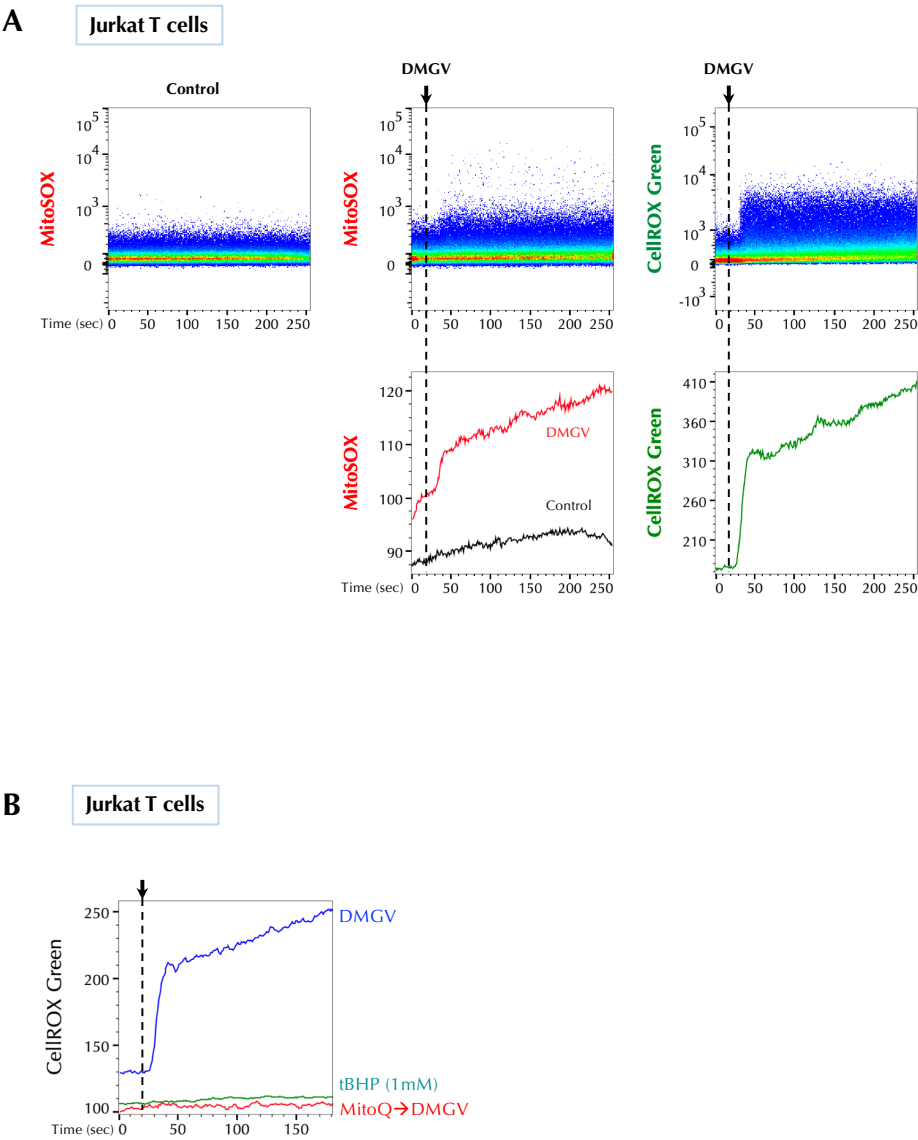

Supplementary Figure 5

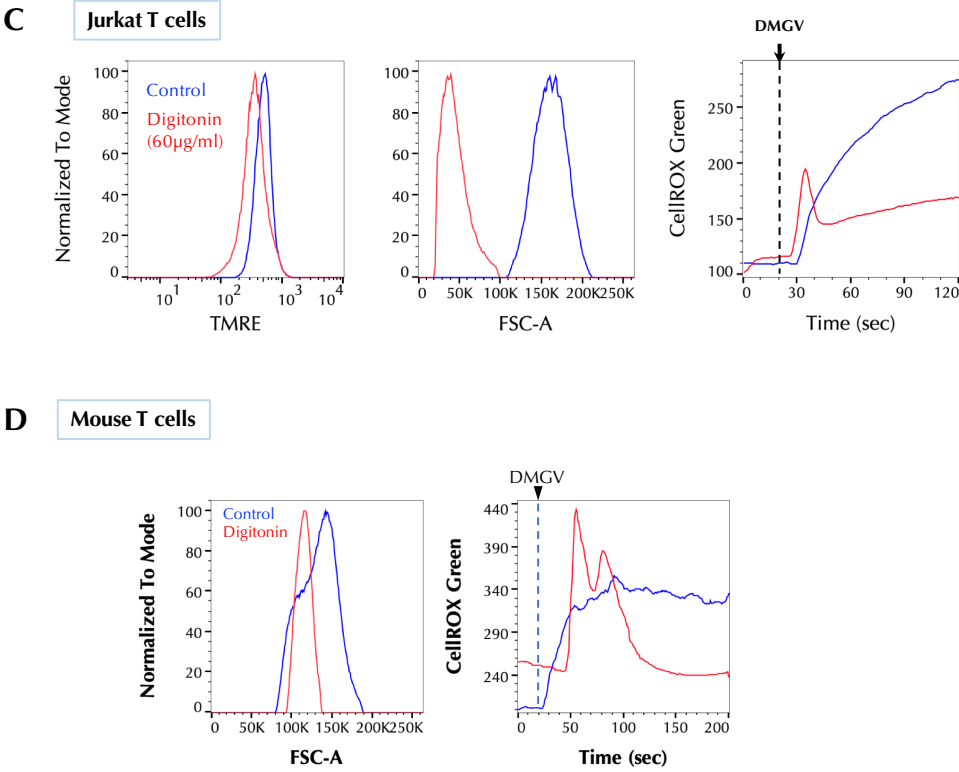

Supplementary Figure 5

**E** Jurkat T cells

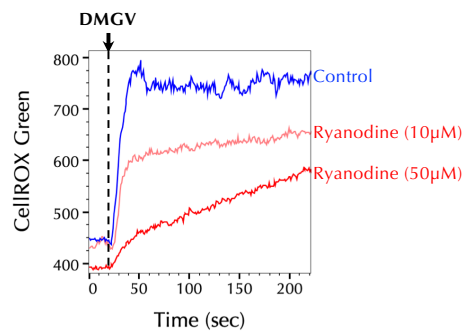

**F** Jurkat T cells

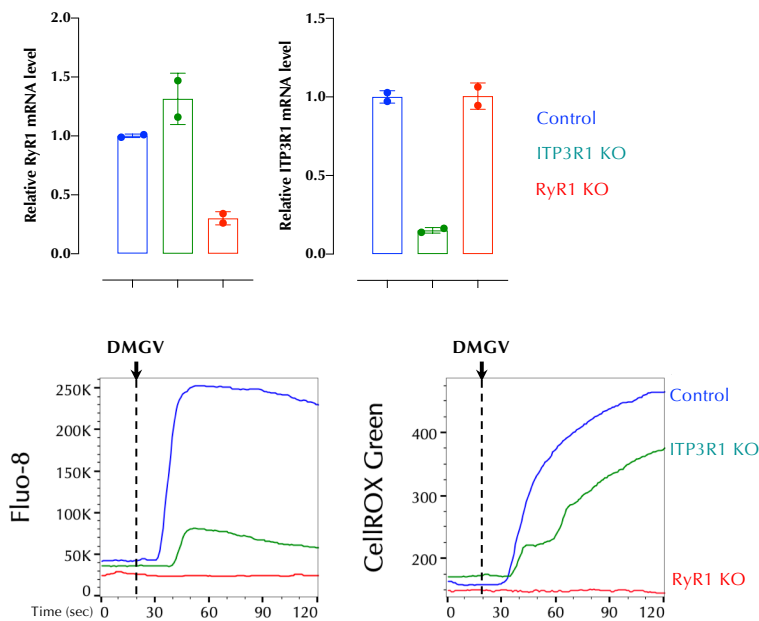

Supplementary Figure 5

G

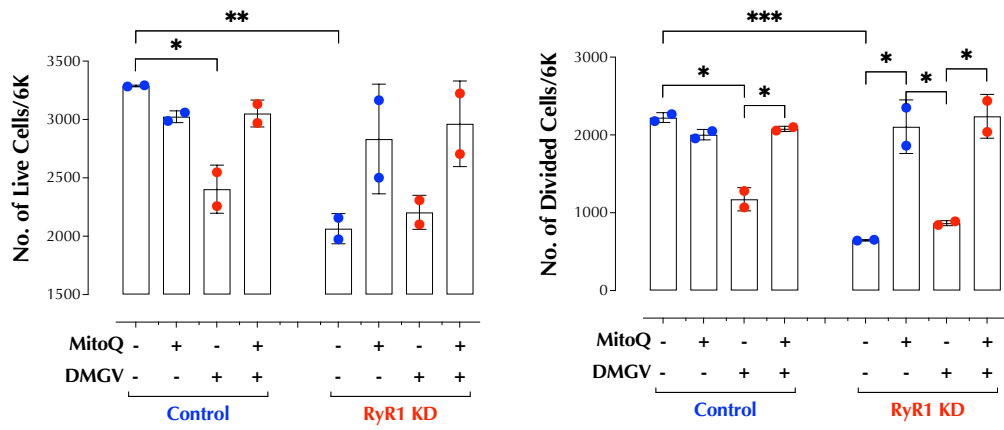

### **Supplementary Figure 6. Ile127 is essential for DMGV to activate MCU**

**A.** The structural difference between ADMA and DMGV indicates that the highlighted carbonyl group may be essential for the biological activity of DMGV. **B.** MCU-WT, MCU<sup>ΔIle127</sup>, MCU<sup>ΔVal135</sup>, and MCU<sup>ΔIle127/Val135</sup> are localized in the mitochondria. Jurkat cells were transfected with the HA-tagged MCU constructs, and stained with anti-HA antibody followed by anti-rabbit IgG-Alexa Fluor 555, which was followed by staining the mitochondrial protein COX IV-Alexa Fluor 647.

## Supplementary Figure 6

**A**

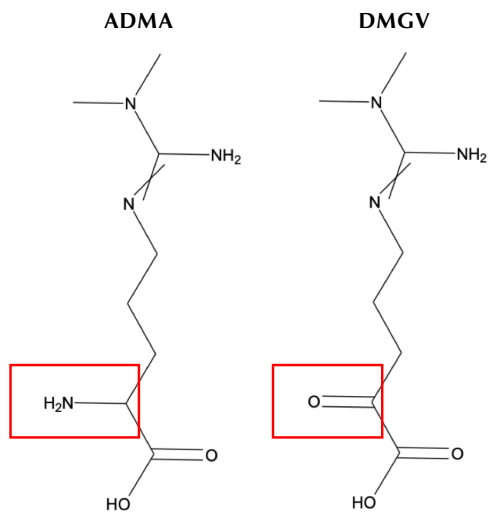

**B**

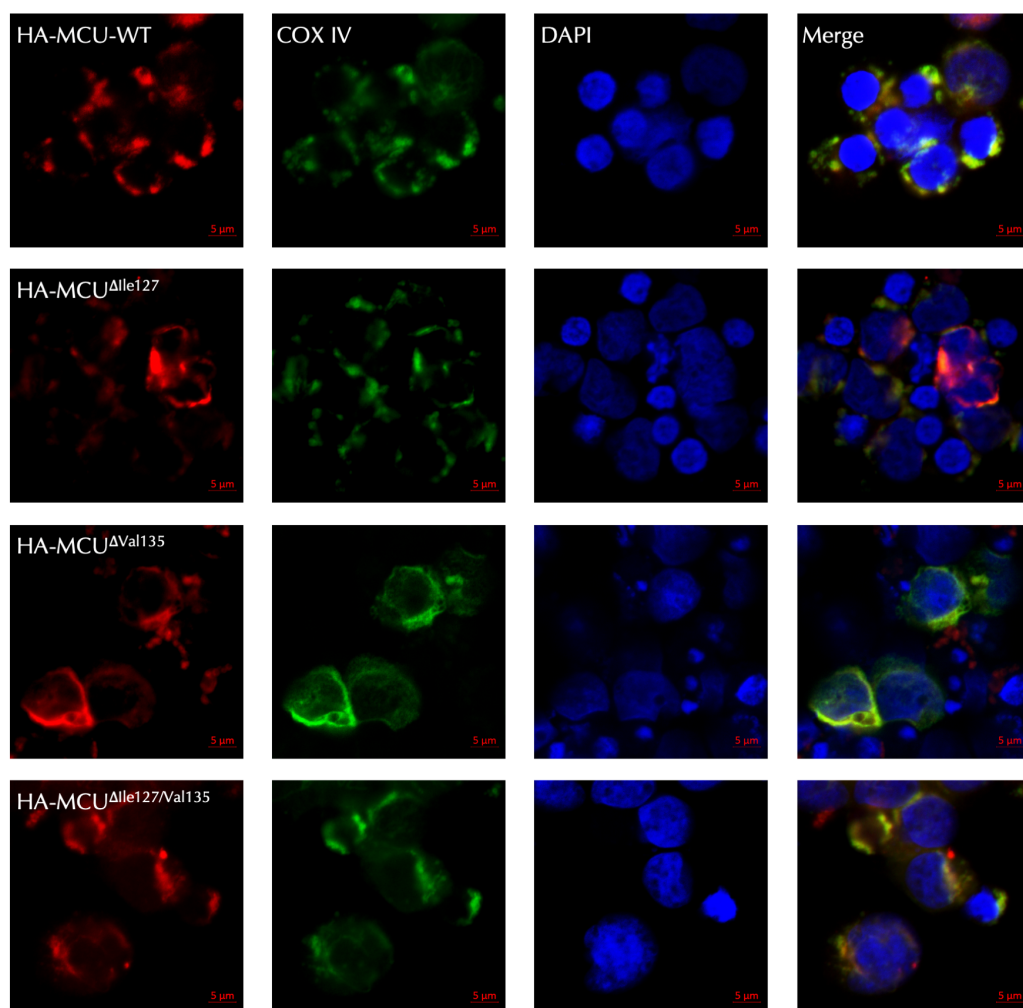

**Supplementary Figure 7. DMGV induces mitochondrial calcium and ROS while TCR, Thapsigargin, and ionomycin induces calcium flux to the mitochondria without ROS induction.**

**A.** Jurkat cells stably expressing Mito-GEM-GECO were treated with anti-human CD3 Ab (5µg/ml), DMGV (5µM), or ionomycin (500ng/ml) and the calcium influx was measured by flow cytometry. **B.** TCR, Thapsigargin, or ionomycin does not induce mitochondrial ROS in Jurkat cells. Jurkat cells were treated with anti-human CD3 Ab (5µg/ml), DMGV (5µM), Thapsigargin (1µM), or ionomycin (500ng/ml) and the ROS induction was measured by flow cytometry. **C.** DMGV inhibits OxPhos induced by TCR stimulation in primary mouse and human T cells. Seahorse assay was performed according to manufacturer's instruction in a 24-well format. Anti-CD3 Ab (5µg/ml) with or without DMGV (5µM) was injected at 10min, and MitoQ (100nM) was added before the start. Oligomycin (Oligo, 2µM), FCCP (1.5µM), and rotenone/antimycin A (R/A, 0.5µM) were added at the indicated time points. **D.** Coro-Na Green is localized in the mitochondria. Jurkat T cells were loaded with Coro-Na Green as described [1]. Briefly, Jurkat T cells were washed with HBSS containing  $\text{Ca}^{2+}$ ,  $\text{Mg}^{2+}$ , and glucose (4g/L), incubated for 1h with 10µM Coro-Na Green AM, washed again, and incubated for a further hour with MitoTracker Deep Red (DR) in the same buffer. The cells were washed and fixed with 4% paraformaldehyde for 15min at room temperature. The cells were cyto-spun and mounted for confocal microscopy. **E.** Combination of anti-CD3 and CD28 Abs or PMA and ionomycin induces mitochondrial ROS. Jurkat cells were stimulated with anti-CD3 Ab (5µg/ml), CD28 Ab (5µg/ml), PMA (50ng/ml), and ionomycin (500ng/ml) alone or in combination as indicated and ROS was measure by flow cytometry. **F.** PMA enhances ionomycin-induced calcium influx, and the combination of PMA and ionomycin induces  $\text{Na}^{+}$  influx to the mitochondria. Calcium influx to cytosol and mitochondria, and  $\text{Na}^{+}$  influx to the mitochondria in Jurkat T cells were measured as described in the method by flow cytometry.

Supplementary Figure 7

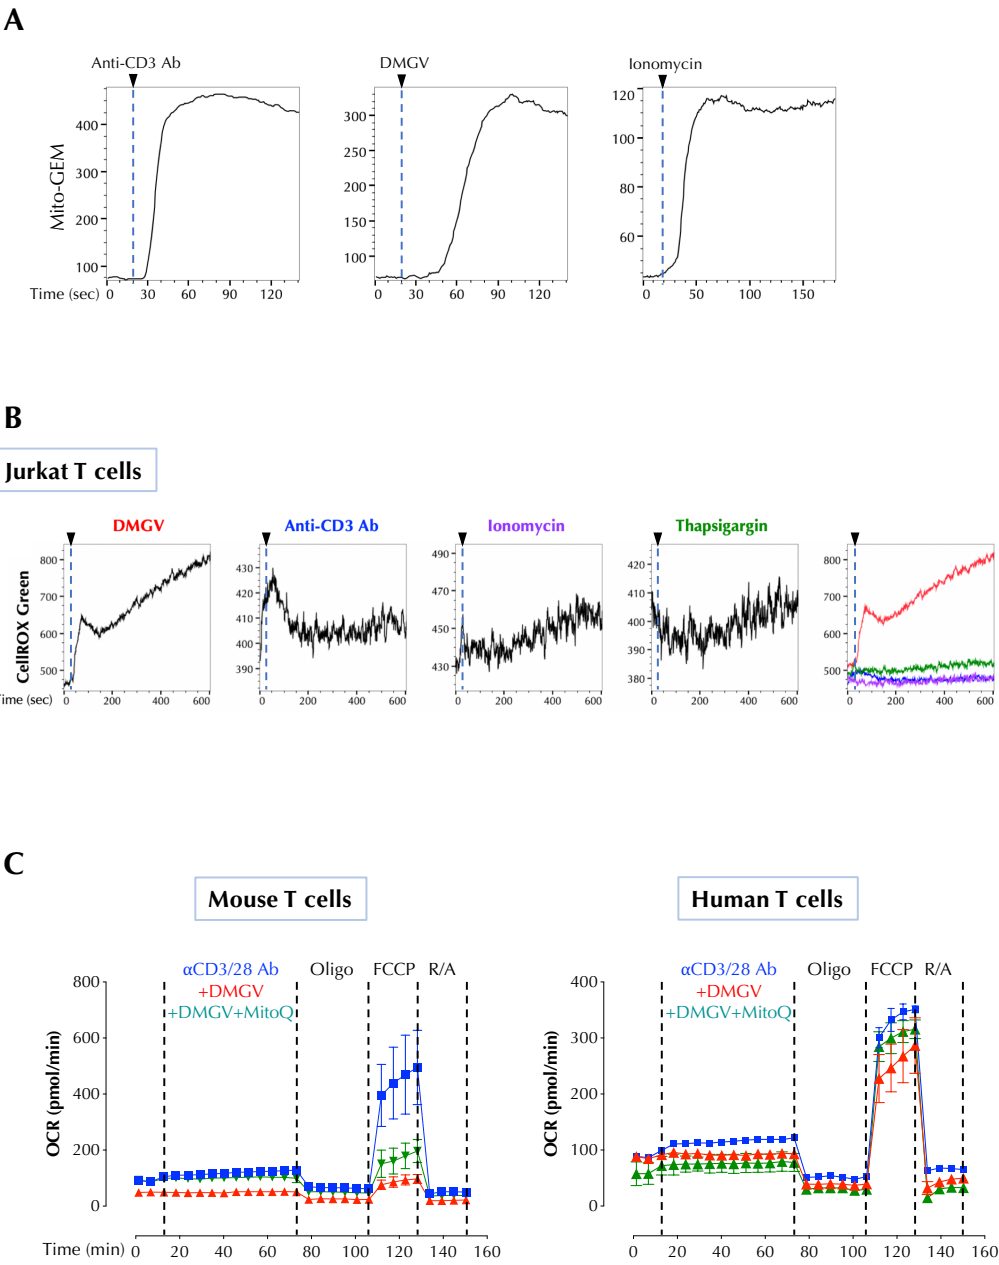

## Supplementary Figure 7

**D**

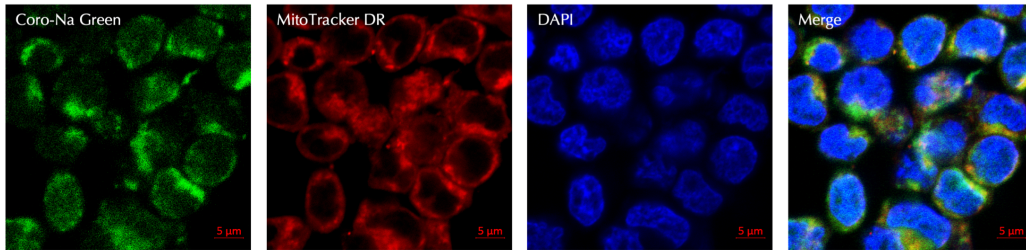

**E**

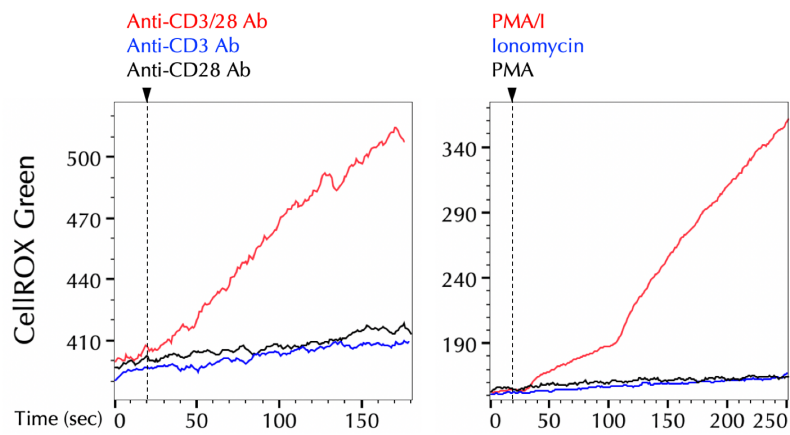

**F**

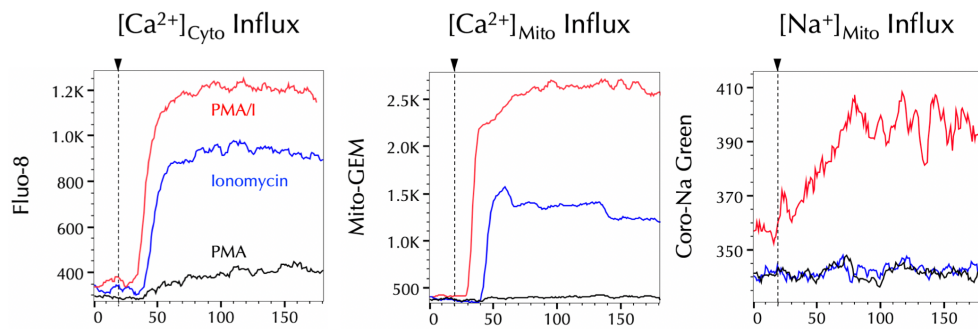

**Supplement:** Supplementary file 1

# Supplementary material for: DMGV Is a Rheostat of T Cell Survival and a Potential Therapeutic for Inflammatory Diseases and Cancers
**Source:** Front Immunol. 2022 Aug 5;13:918241. doi: 10.3389/fimmu.2022.918241
**Supplement:** Supplementary file 2

**Supplementary Figure 8. DMGV suppresses arthritic inflammation in SKG mice.**

**A.** DMGV inhibits survival of dividing T cells. DMGV (5 $\mu$ M) was added to WT or AGXT2-KO T cells 24h or 48h after stimulation and survival rates were measured by flow cytometry. **B. C.** DMGV inhibits cell division *in vivo*. Total mouse splenic T cells from C57BL/6 mice (3 $\times$ 10<sup>6</sup>/mouse) were adoptively transferred to syngeneic SCID mice (N=2). After 2 weeks, the mice were injected i.p. with PBS or DMGV (1mg/mouse) 2 times in a 3-day interval. On day 7, mice were injected i.p. with EdU (5-ethynyl-2'-deoxyuridine) and labeled for 2 hours. The frozen sections of the spleens and colons were stained with Click-iT<sup>®</sup> EdU kit according to the manufacturer's instruction. The number of EdU<sup>+</sup> and/or CD3<sup>+</sup> cells in the entire spleen or colon section was counted using ImageJ software. **D.** DMGV prevents progression of arthritis in SKG mice. SKG mice with moderate arthritis (AS 4-5) were injected with either PBS or DMGV (750 $\mu$ g/mouse) i.p. as indicated and the ankle swelling was measured for 2 weeks. **E.** Histological analysis of the hind ankles of control and diseased SKG mice (arthritis score 8, AS8). The hind legs were processed and stained for H&E as described [2]. For immunofluorescence, antigen retrieval in citrate buffer (pH 6.0) was performed by heating the tissues in a 100°C water bath for 15min, followed by staining with anti-mouse IL-17A-Alexa fluor 488 and anti-mouse CD3-Alex fluor 594 (1:200 dilution in PBS-0.1%Triton X-100) and confocal imaging. **F.** Arthritis score (AS), H&E staining, and IL-17A<sup>+</sup> T cell staining of individual mouse.

Supplementary Figure 8

A

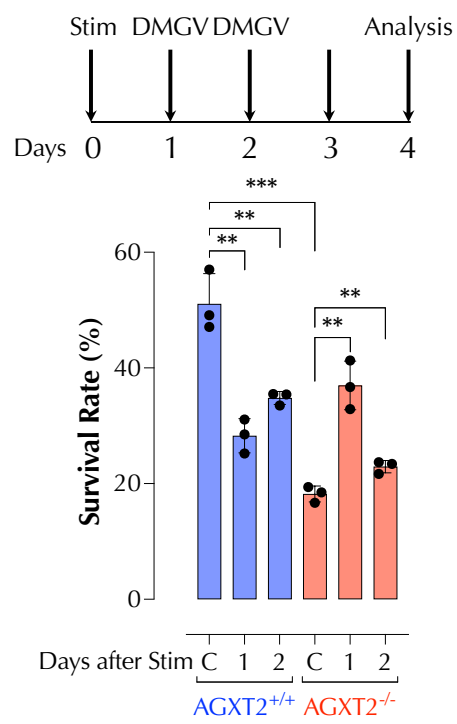

Supplementary Figure 8

B (Spleen)

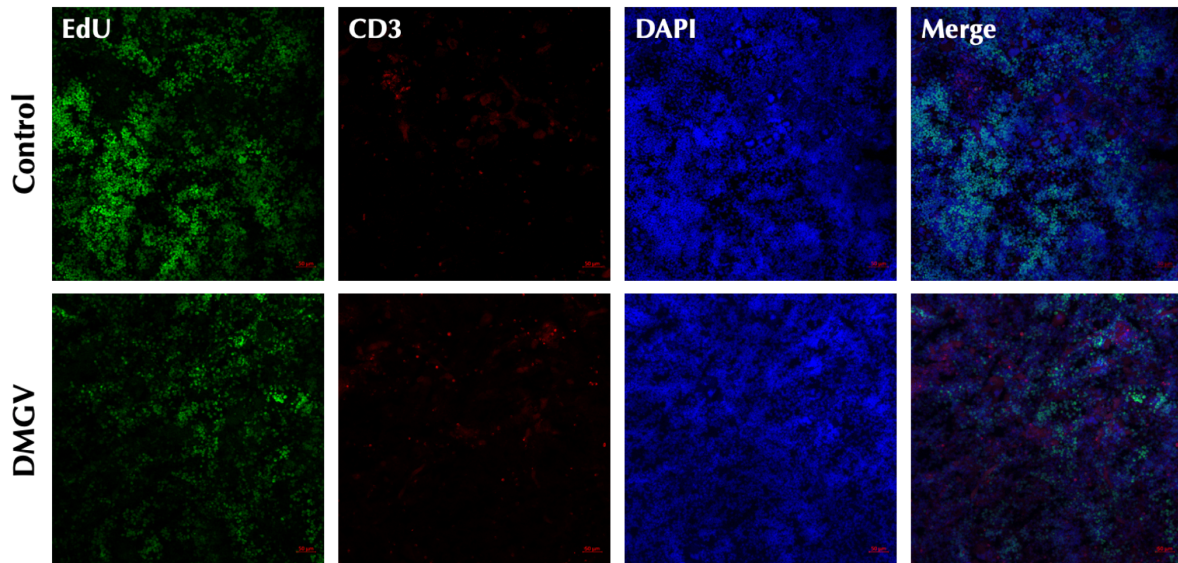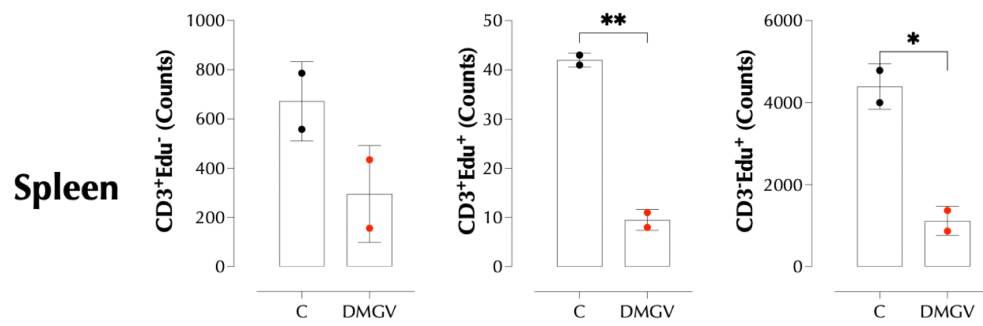

Supplementary Figure 8

C (Colon)

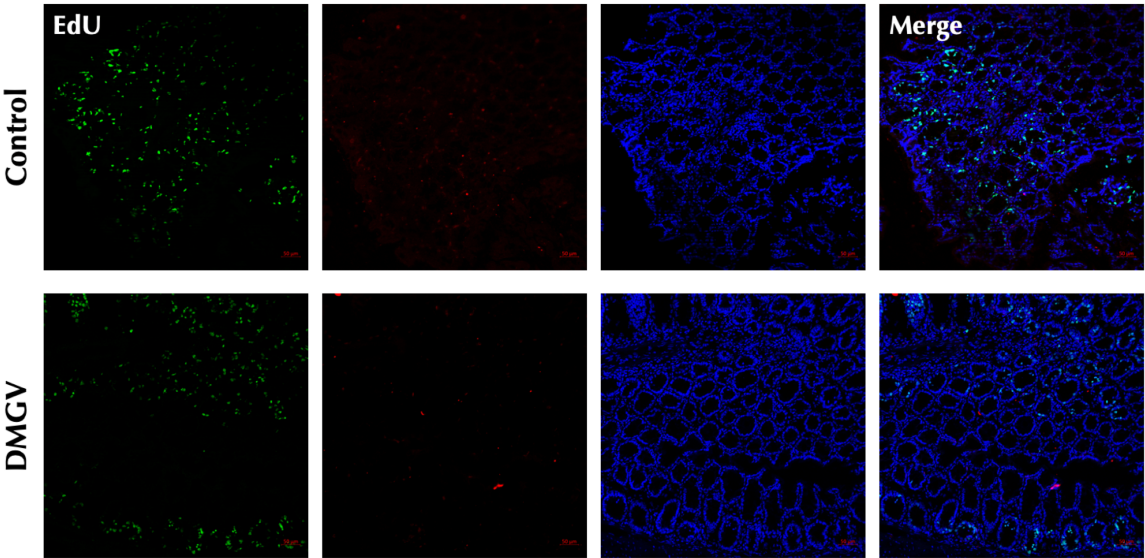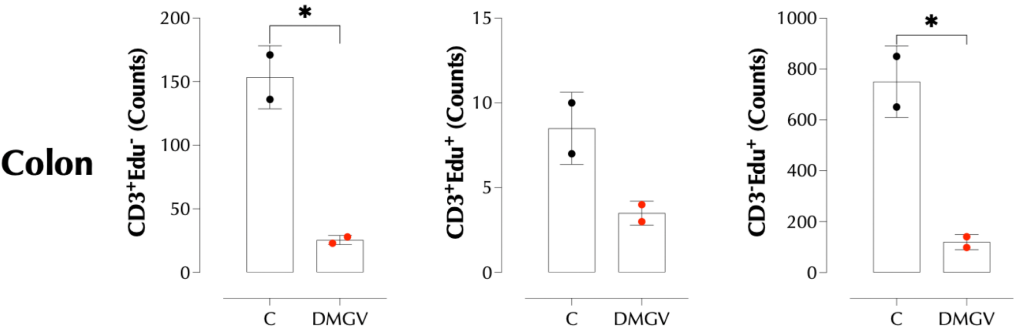

Supplementary Figure 8

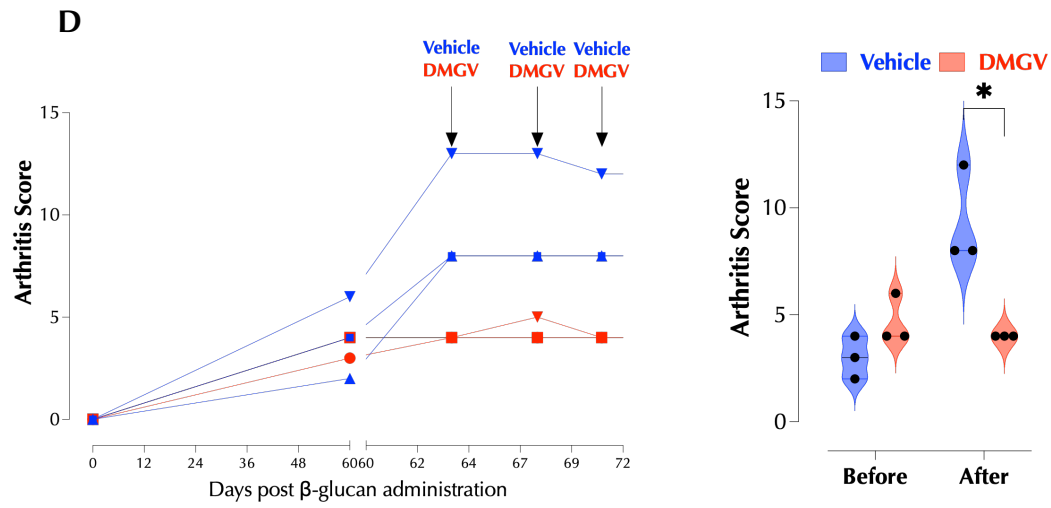

Supplementary Figure 8

E

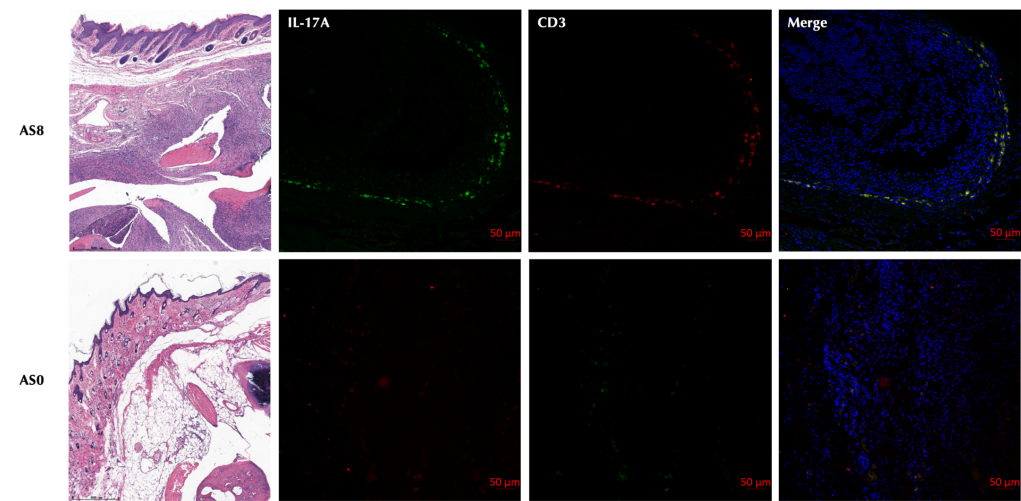

F

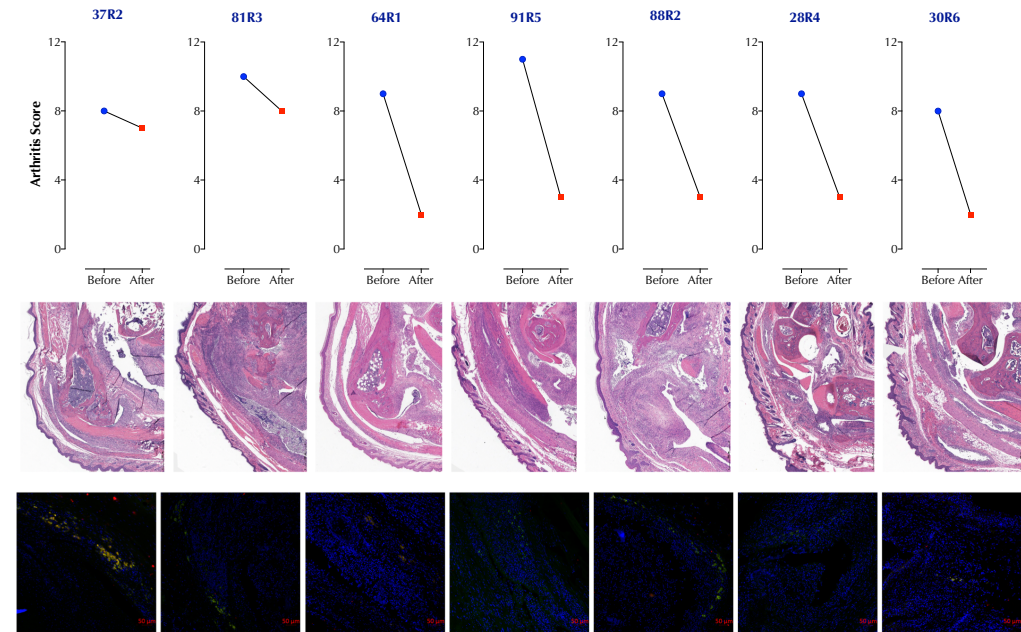

## Supplemental Figure 9

**A.** DMGV induces cell death in cancer cell lines. The indicated cell lines were treated with an increasing amount of DMGV and the survival rate was measured by flow cytometry after 72 hours. The data are the representatives of at least 2 separate experiments. HCT-8 cells were cultured in 2D or 3D Matrigel and survival was measured by CCK-8 as described in the method.

**B.** DMGV induces cell death in blood cancer cell lines by the same mechanism that inhibits survival and expansion of normal T cells. Jurkat T cells were treated with DMGV with or without NAC (1mM), Ru360 (1 $\mu$ M), CGP (1 $\mu$ M), pyruvate (1mM),  $\beta$ NMN (15 $\mu$ M), or TGF $\beta$  (15ng/ml). The survival rate was measured by flow cytometry after 72 hours. **C.** Establishment of the Jurkat leukemia mouse model. NOD/SCID mice were injected with Jurkat T cells (1x10<sup>7</sup>/mouse in 1ml of PBS) i.v. and the cellularity in the peripheral blood was measured after 2 weeks by flow cytometry. When the Jurkat cells reach above 50% of the blood cells as shown in the right, mice were divided randomly and treated with DMGV. Jurkat and uninjected NOD/SCID mouse were used as the controls.

Supplementary Figure 9

A

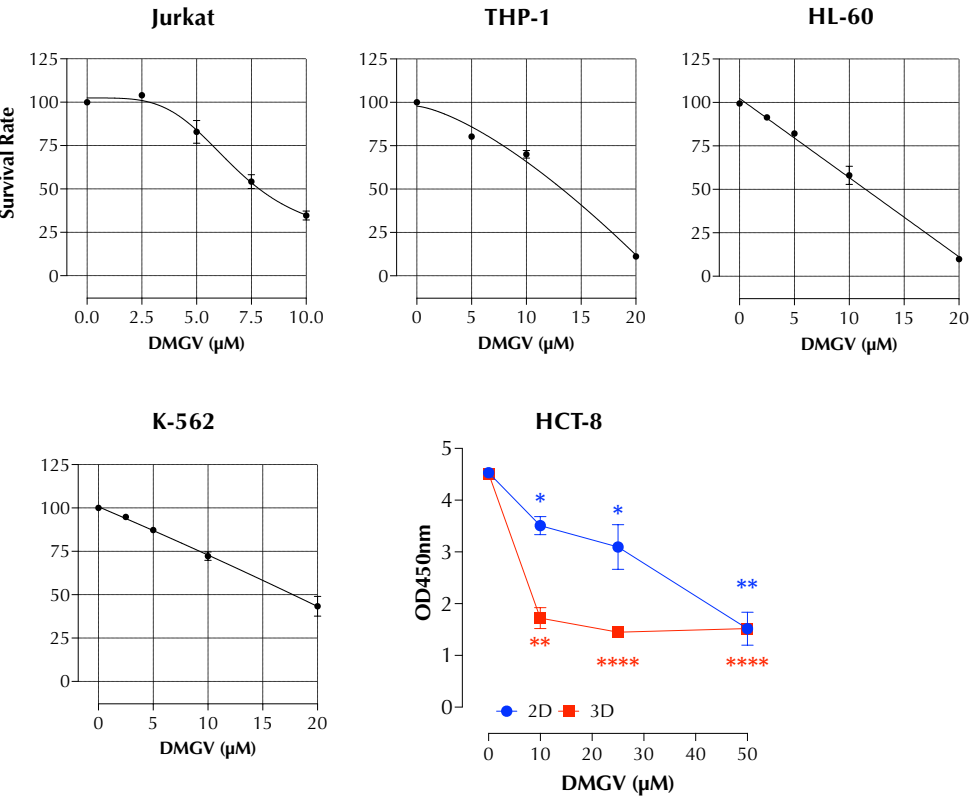

B

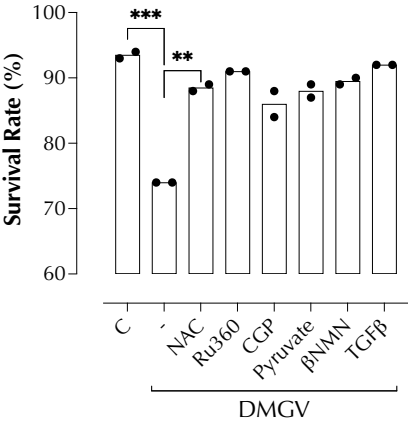

Supplementary Figure 9

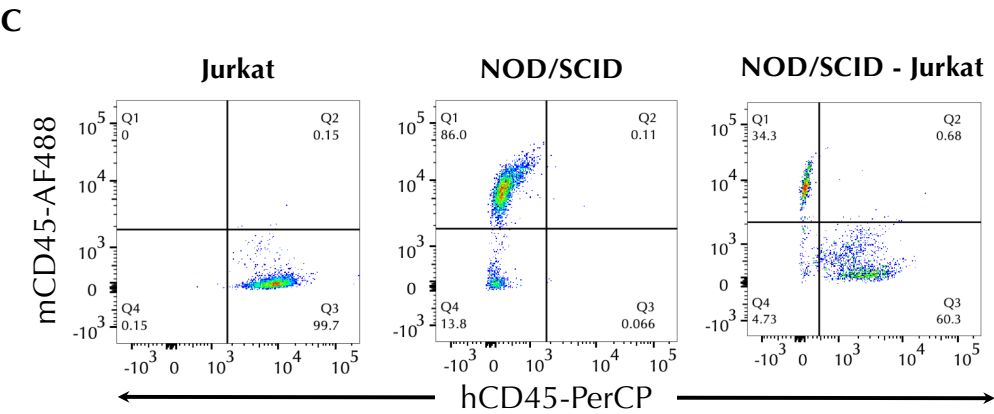

**Supplemental Figure 10. DMGV is orally available.** We tested bioavailability of oral administration of DMGV in SD rats as described in the method section.

**Top:** the plasma DMGV level after I.P. injection reached the peak at 0.25h and the half-life was 3.31h. **Middle:** the plasma DMGV level after P.O. reached the peak at 0.833h and the half-life was 6.99h. **Bottom:** the relative bioavailability [ $F_{\text{Rel}}$ ] = P.O./I.P was 15%.

Supplementary Figure 10

Top

Intraperitoneal Injection (12.5mg/kg)

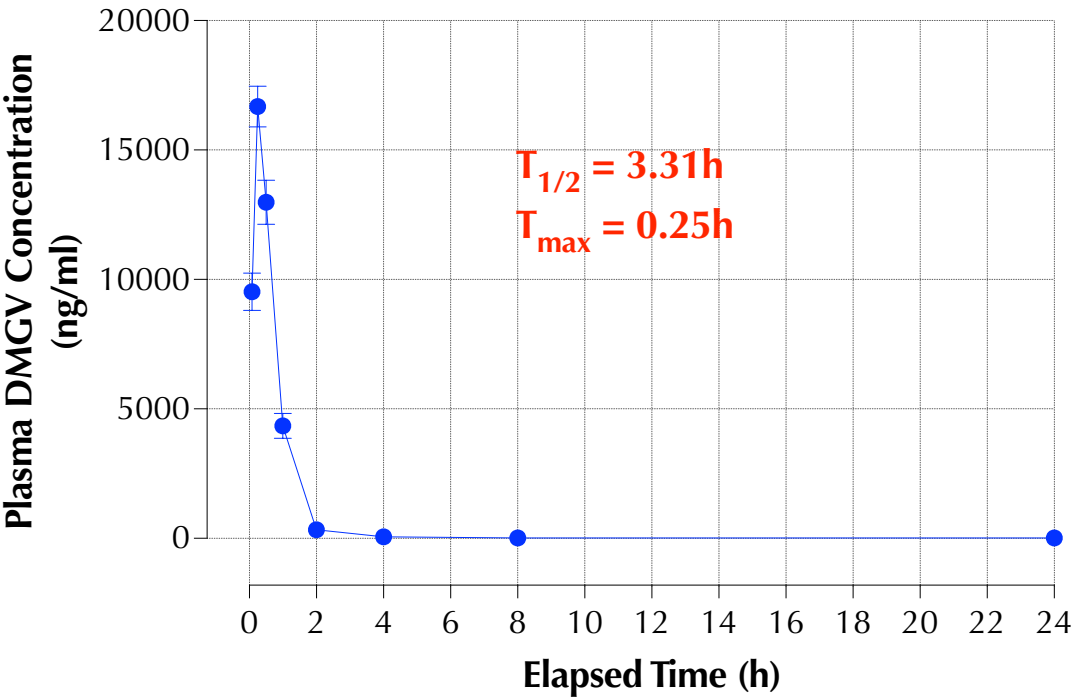

Middle

Per Os (12.5mg/kg)

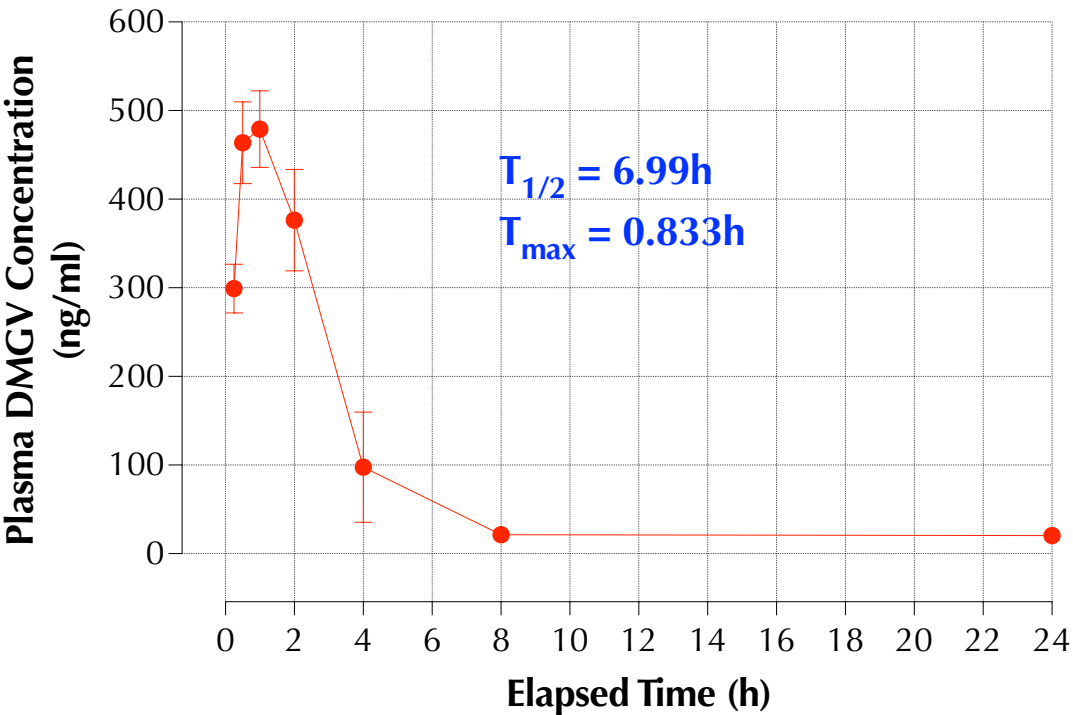

Supplementary Figure 10

Bottom

IP vs. PO

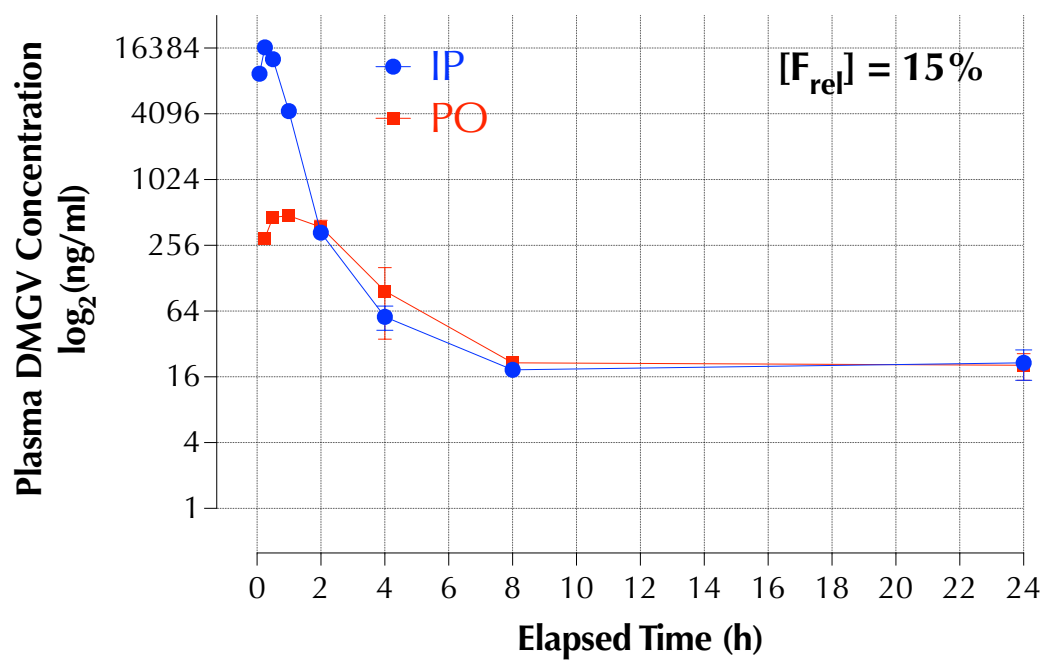

## Reference

- [1] P. Hernansanz-Agustin, C. Choya-Foces, S. Carregal-Romero, E. Ramos, T. Oliva, T. Villa-Pina, L. Moreno, A. Izquierdo-Alvarez, J.D. Cabrera-Garcia, A. Cortes, A.V. Lechuga-Vieco, P. Jadiya, E. Navarro, E. Parada, A. Palomino-Antolin, D. Tello, R. Acin-Perez, J.C. Rodriguez-Aguilera, P. Navas, A. Cogolludo, I. Lopez-Montero, A. Martinez-Del-Pozo, J. Egea, M.G. Lopez, J.W. Elrod, J. Ruiz-Cabello, A. Bogdanova, J.A. Enriquez, and A. Martinez-Ruiz, Na(+) controls hypoxic signalling by the mitochondrial respiratory chain. *Nature* 586 (2020) 287-291.
- [2] M. Hashimoto, K. Hirota, H. Yoshitomi, S. Maeda, S. Teradaira, S. Akizuki, P. Prieto-Martin, T. Nomura, N. Sakaguchi, J. Kohl, B. Heyman, M. Takahashi, T. Fujita, T. Mimori, and S. Sakaguchi, Complement drives Th17 cell differentiation and triggers autoimmune arthritis. *J Exp Med* 207 (2010) 1135-43.

How the deposited data were processed for this re-analysis (not part of the article)

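RNA of activated mouse splenic T cells was sequenced in 6 samples, 3 activated through the TCR alone and 3 activated in the presence of LNY1 at 100 ng/ml, all taken at 24 h. Each sample was assigned to its group from the sample labels and from Supplementary Figure 2A, which draws the same sample names in the groups TCR Alone and TCR+LNY1. The labels name the compound DMGV where the figure names LNY1.

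The authors filtered the reads with SOAPnuke 1.5.2, mapped them with HISAT2 2.0.4 and calculated expression with StringTie 1.2.3. The counts the authors deposited are whole numbers per gene and per transcript and are not normalized. The step that turned StringTie's coverage into counts is not stated in the paper's text. The FPKM values the authors deposited are scaled to gene length and to the counted fragments of each sample. The transcript FPKM values were not used. For each sample, the deviations of its genes from the 6-sample mean were compared between counts and FPKM, and they correlated across genes at 0.991 to 0.995 with the same sample and at 0.379 or less with any other. Gene identifiers were matched to GENCODE M21 (GRCm38) without their version for 99.7% of genes and with it for 93.3%, and the matched genes held 99.97% of the counts. Coordinates and symbols come from that annotation. The summed counts ranged from 37758725 to 43718867 per sample, and 22526 genes had at least 1 count. No pair of samples differed as little as sampling noise would give. The median chi-square per gene ran from 3.89 to 8.93.

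The main test was edgeR 4.0.16's quasi-likelihood test in R 4.3.3, on the gene counts with TMM normalization and the default filter for low counts, which kept 14786 genes. It was two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Principal components were taken of log2 CPM with a prior count of 2, centred per gene. Gene lists were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, beside fry and beside camera with an estimated correlation. The adjustment was made within each family of lists. The paper's hypergeometric test with Bonferroni correction was run on 10 lists in both directions, with all tested genes as background. A median was also placed among 10000 random lists of the same size matched on mean expression and length.

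The lists were written by hand before the data were examined, as were the design and most alternatives. There were 10 lists of the paper's pathways, 5 of respiratory complexes, 1 of 24 genes the paper names, 11 of other processes and 8 of cell type markers. Of the 1269 genes written, 1266 were matched to a gene. The list of respiratory chain genes of the mitochondrial genome was not tested because all its genes had 0 counts, and the neutrophil list was not tested with edgeR because only 1 of its 23 genes passed the filter. In the 4 settings that keep genes with few counts (DESeq2, all genes with a count, log2(FPKM + 1) and log2(FPKM + 0.1)), 8 of its genes were tested and the list did not pass (adjusted p from 0.47 to 0.61). The genes named in the text were chosen by a rule: every gene in the list of genes the paper names, up to 5 rises and 5 falls past the threshold with a log2 CPM above 1 and no overlap between groups, the 3 genes of smallest p in each pathway list, and 1 gene in each other list. Other genes named were chosen after their values were seen.

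The alternatives were DESeq2 1.42.0, DESeq2-style size factors or library size alone in edgeR, other filters, summed transcript counts, limma's trend test on log2(FPKM + 1) or log2(FPKM + 0.1), a correction for gene length, the replicate number as a block, other thresholds, Reactome lists shipped with fgsea 1.28.0, and each sample left out in turn. Corrections for GC content, a term for the samples with a rising GC trend, the unadjusted threshold of 0.05 without a limit on the fold change, and fry and the estimated correlation for the complexes and cell type lists were added after the data were seen. The length and GC corrections removed a smooth trend (loess, span 0.3) of each sample's log2 deviations, fitted on genes with a mean log2 CPM above 3.

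The fits were tested on simulated counts with the genes' means and dispersions and the samples' library sizes. Of 200 genes changed by 1 on the log2 scale among 14458, 63.5% were recovered in data without a GC trend, and 7.30% of the calls were genes that had not been changed. With no gene changed, 4.65% of 14424 genes had an unadjusted p under 0.05 and 1 gene passed the threshold. With a GC trend put into 1 sample of each group, the recovery was 23% without a GC correction and 60.5% with it. The main test also has no GC correction, but the 23% is not its recovery. The simulated dispersions came from the real counts fitted without a GC correction, so they already held any spread from the real trend. The added trend came on top of that, and the 63.5% rests on the same dispersions. A list of 80 genes shifted by 0.12 had a camera p of 2.2e-04 and a fry p of 0.0085. The simulated genes were drawn independently of each other. These p-values therefore do not tell whether fry would find such a shift in a list whose genes move together. Smaller changes of single genes were not simulated. Tables were read with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.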

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

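The results in this part are genes and gene lists that the paper does not discuss and that passed a threshold in these samples. The edgeR and camera tests, fry on the lists of other processes and the fits with a sample left out were set before the data were examined. Fry on the cell type lists and the tests of explanations were chosen only after the result was seen. The exception is the count of other divisions of the samples for the genes past the threshold.

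Slc39a9 fell by 1.37 on the log2 scale and Ahcyl2 rose by 0.94, the only genes past an adjusted p of 0.05 in edgeR's quasi-likelihood test (0.029 and 0.042). Over the other settings with all 6 samples the adjusted p ran from 5.36e-22 to 0.614 for Slc39a9 and from 1.90e-14 to 1.00 for Ahcyl2. All 3 samples of TCR+LNY1 lay below all 3 of TCR alone for Slc39a9 and above them for Ahcyl2. Of the 10 divisions of the 6 samples into 3 and 3, only the real one (1 of 10) gave as many as 2 genes past the threshold, and the others gave 0 or 1. After the GC correction, which was chosen after the data were seen, the real division gave 1 gene, 8 of the 10 divisions, the real one included, gave at least as many, and 2 gave more (4 and 2 genes). With 10 divisions the share cannot be under 0.1, so grouping by chance cannot be told apart from an effect of LNY1 by this count. For Ahcyl2, reads moved from an overlapping gene are argued against, since 4930528J11Rik on the other strand had at most 53 counts in any sample while Ahcyl2 had 1576, 1759 and 1881 counts in TCR alone and 3729, 3492 and 3336 in TCR+LNY1. For Slc39a9 the same question stays open. Its neighbour Erh on the other strand changed by 0.024 with a standard error of 0.10, and its 11118 to 15243 counts per sample would hide the counts that Slc39a9 lost. The transcripts of both genes shifted unevenly. ENSMUST00000085245.6 of Slc39a9 had 1653, 1849 and 1777 counts in TCR alone and 413, 315 and 392 in TCR+LNY1, whereas ENSMUST00000217889.1 went from 40, 17 and 90 to 321, 328 and 297. For Ahcyl2, ENSMUST00000149816.7 held 2289, 2050 and 363 counts in the 3 TCR+LNY1 samples, and in the last of them ENSMUST00000115238.9 held 1538. A change of these genes by LNY1 remains open and was not tested further.

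Of the lists outside the paper's pathways, cytosolic ribosomal proteins had a median log2 fold change of 0.14 (80 of 81 genes higher, camera adjusted p = 7.4e-13), mitochondrial ribosomal proteins of 0.11 (61 of 77, 1.4e-05) and proteasome subunits of 0.068 (30 of 34, 0.0032). None of the 3 passed with fry (adjusted p = 0.51 for each). A median as far from 0 came from 2 of the 10 divisions for cytosolic ribosomal proteins, 1 for mitochondrial ribosomal proteins and 6 for proteasome subunits. In TCR alone replicate 1, the median deviation of the cytosolic ribosomal protein genes was -0.25, against -0.031 to 0.16 in the other 5 samples. Without that sample the medians were 0.039, 0.050 and 0.016, and none of the 3 lists passed. The proteasome list did not pass without TCR+LNY1 replicate 3 either (0.059). The call of these lists therefore rests on TCR alone replicate 1, and an effect of LNY1 cannot be told apart from a difference between single samples.

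T cell activation genes had a median log2 fold change of 0.088 (25 of 36 higher, camera adjusted p = 0.0038), and the sample medians of the groups did not overlap. The fry p was 0.0064 and its adjusted value 0.064. The real division was the only one of 10 (1 of 10) with a median as far from 0, which is the smallest share this design gives. Without TCR alone replicate 1 the median was 0.043 and the list did not pass. Of its 36 genes, 18 are also in another list. Targets of the integrated stress response had a median of -0.077 (19 of 32 lower, camera adjusted p = 0.013), with a fry adjusted p of 0.25, and again 1 of 10 divisions, the real one, gave as large a median. Its sample medians overlapped between the groups (exact permutation test, p = 0.3). That list did not pass without TCR alone replicate 1 (-0.089), replicate 2 (-0.069) or replicate 3 (-0.064), or without TCR+LNY1 replicate 1 (-0.042). Adjusted over the list alone, 1 of its genes passed (Cebpb, log2 fold change -0.52), and 0 of the T cell activation genes did. Whether LNY1 moved either list cannot be told apart from grouping by chance with 3 samples against 3.

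Erythroid markers had a median log2 fold change of -0.27 (7 of 8 lower, camera adjusted p = 0.0045, fry adjusted p = 0.25), and 3 of the 10 divisions gave a median as far from 0. A lower share of red blood cells in the TCR+LNY1 samples is a candidate explanation. The 4 haemoglobin genes had a median of -0.73, but the most abundant of them had a log2 CPM of 0.35, too near the floor to decide. The only gene of the list with a log2 CPM above 3, Tfrc, had 8.51 in these T cell samples and changed by -0.21 (standard error 0.34). Leaving out single samples gave medians from -0.46 to -0.16, and the list did not pass without TCR alone replicate 1 (-0.32), without TCR alone replicate 2 (-0.16) or without TCR+LNY1 replicate 1 (-0.46).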

How the results depend on the processing

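The number of genes past the threshold, 2 (1 higher and 1 lower in TCR+LNY1), changed with most choices. DESeq2 called 14 (6 higher, 8 lower). Library size alone, all genes with a count, the length correction, the GC correction and the GC and length correction each left 1 gene (0 higher, 1 lower), which was Slc39a9. An added limit of 1 on the absolute log2 fold change also left 1 (0 higher, 1 lower). The limma test gave 0 genes on log2(FPKM + 1), on log2(FPKM + 0.1) and on genes with a mean FPKM of at least 1, with 765, 710 and 341 genes at an unadjusted p under 0.05. An adjusted p under 0.01 gave 0, where 471 genes (241 higher, 230 lower) had an unadjusted p under 0.05. An unadjusted p under 0.05 with an absolute log2 fold change of at least 1 gave 109 genes (45 higher, 64 lower). Leaving out each sample in turn gave from 0 to 5 genes (0 to 1 higher, 0 to 4 lower). The cause of these differences was not tested. DESeq2-style size factors in edgeR, at least 10 counts in every sample, genes with a symbol only, summed transcript counts and the term for the samples with a rising GC trend kept the same 2 genes.

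The replicate numbers were not taken to pair the samples. The deviations from the group means correlated across genes at -0.15, 0.12 and -0.15 for samples of the same number, inside the range of -0.20 to 0.31 for the 6 pairs of samples of different numbers. With the replicate number as a block, 0 genes passed (0 higher, 0 lower; 340 at an unadjusted p under 0.05). The replicate block with length correction gave 0 (327 unadjusted) and with GC correction 0 (498 unadjusted). The replicate block left all 10 pathway lists on their side of the threshold.

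The share of variance on the first principal component, 32.2%, was 39.5% with log2(FPKM + 1) of all genes, 29.6% with the 500 most variable genes, 25.9% after the GC correction and 26.0% after the GC and length correction. It was 32.2% to 36.5% with each sample left out. On 2 varimax-rotated components of the sample correlation matrix, the first took 60.6%, a value of another kind. In all fits with 6 samples that used principal components, the third component was the first to part the groups.

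Among the pathway lists, oxidative phosphorylation kept its direction under all alternatives. Its median of 0.12 did not pass with fry or with an estimated correlation, where the median stays 0.12 by construction. The same holds for cell cycle (-0.049) with both tests, and for chemokines (0.14) and steroid biosynthesis (-0.068) with the estimated correlation. Over the other alternatives without a sample left out, the medians ranged from 0.071 to 0.13 for oxidative phosphorylation, from 0.035 to 0.18 for chemokines, from -0.092 to -0.064 for steroid biosynthesis and from -0.064 to -0.033 for cell cycle. Glycolysis passed on log2(FPKM + 1) (-0.057), on log2(FPKM + 0.1) (-0.067) and on genes with a mean FPKM of at least 1 (-0.073). The cause was not tested. With Reactome lists in place of those written by hand, the medians of amino acid metabolism (0.031), cytokines (-0.0068) and the TCA cycle (0.028) had the opposite sign, with other genes in the lists. With each sample left out, the medians ranged from -0.042 to 0.028 for amino acid metabolism, from -0.052 to 0.039 for the TCA cycle, from -0.080 to -0.023 for cell cycle, from -0.068 to -0.0024 for fatty acid metabolism, from -0.11 to -0.026 for glycolysis and from -0.022 to 0.0065 for neurodegenerative disease genes outside the respiratory chain. The hypergeometric test had at most 1 gene in each direction at the threshold, with or without the limit on the fold change, which tells nothing of the lists. The number of enriched lists was 0 among the 109 genes at an unadjusted p under 0.05 with that limit, and 1, chemokines, with the unadjusted p under 0.05 alone.

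With fry and with the estimated correlation, complexes I (0.13), III (0.13), IV (0.14) and V (0.095) did not pass. Complex IV did not pass after the length correction (0.064), the replicate block with length correction (0.064) or the GC and length correction (0.059). The median of complex II changed sign in the same 3 fits (-0.0036, -0.0035 and -0.0035). Leaving out each sample in turn gave medians from 0.045 to 0.19 for complex I, from -0.027 to 0.089 for complex II, from 0.062 to 0.21 for complex III, from 0.025 to 0.16 for complex IV and from 0.031 to 0.21 for complex V.

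Of the lists of other processes, 5 passed. The number was 0 with fry, 0 with the estimated correlation, 3 with the replicate block and length correction, 6 with each of the 3 tests on FPKM, where hypoxia targets passed as well, and 0 to 5 with a sample left out (0 without TCR alone replicate 1). The cause was not tested. Of the cell type lists, 1 passed, and the number was 0 with fry, the estimated correlation, DESeq2, log2(FPKM + 1) and log2(FPKM + 0.1), 2 with genes of a mean FPKM of at least 1, and 0 to 1 with a sample left out. The NRF2 list ranged from -0.017 to 0.052, the B cell list from -0.056 to 0.18 and the regulatory T cell list from -0.069 to 0.12 with a sample left out. The B cell list was 0.011 after the GC correction and 0.0023 with the replicate block as well.

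Among the genes the paper names, the log2 fold change of Prmt1 changed sign on log2(FPKM + 1) (-0.0034, also with the FPKM minimum), on log2(FPKM + 0.1) (-0.0035), after the length correction (-0.0046), with the block as well (-0.0067), and after the GC correction (-0.020), the GC and length correction (-0.026) and the replicate block with GC correction (-0.021). The log2 fold change of Nos2 changed sign after the GC correction (-0.015) and the GC and length correction (-0.0095). With each sample left out the log2 fold changes ranged from -0.048 to 0.050 for Prmt1, from -0.25 to 0.55 for Nos2, from -0.12 to 0.49 for Il2 and from -0.17 to 0.37 for Il17a. Among other results, 28 named-gene comparisons were weaker and 1 stronger, and 29 comparisons of the other lists were weaker and 4 stronger. The cause of the changes in this paragraph was not tested.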

Differences from the paper's values

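The paper's stated depth runs from 25 M to 35 M reads per sample. The summed counts ran from 37.8 M to 43.7 M, so the lower end differs by more than 1.5 times and the upper end by less. Counts and reads are unlike units here, because the step that turned StringTie's coverage into counts is not stated. The sums therefore do not tell whether the stated depth holds. No alternative set before the data were examined changes a sum of counts.

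In Supplementary Figure 2A (left), the mean loadings of the groups on the first axis lie about 0.16 apart, read by eye. The form of that plot reads as rotated loadings of samples, and the same form computed here from log2(FPKM + 1) gave group means 0.012 apart, with an SD of up to 0.041 within a group. No other setting set before the data were examined gives such loadings.

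The pathway plots of Supplementary Figure 2A (right) give a number of genes per pathway, read by eye from dot sizes. For cell cycle the paper's number is about 5 lower genes, for the TCA cycle about 2, for steroid biosynthesis about 2, and for oxidative phosphorylation about 6 higher genes. Here 0 genes of each list passed the threshold. The lists were not KEGG's own, so the comparison is between lists of the same name. None of the alternatives set before the data were examined closed any of these gaps, and each gave 0 genes. An unadjusted p under 0.05, chosen after seeing the values, gave 3 cell cycle genes, 2 TCA cycle genes, 3 steroid biosynthesis genes and 5 oxidative phosphorylation genes, within a ratio of 1.5 of the paper's number for all but cell cycle.

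The paper's principal components show the groups apart on the first axis. Here the first component did not part them under any of the principal component settings run on all 6 samples. The paper states that genes for amino acid, fatty acid and glucose metabolism fell with LNY1. The medians here were -0.015, -0.011 and -0.064, and none passed the threshold, although glycolysis passed with the tests on FPKM and all 3 passed without TCR alone replicate 1. The only gene of the glycolysis list past the threshold over all genes under any setting with an adjusted p, Pfkfb3 with DESeq2, was higher in TCR+LNY1 (0.82). The paper gives neurodegenerative disease pathways as higher and places their raised genes in the electron transport chain. The list here leaves out the respiratory chain, so it does not test that statement. The median of the genes outside the chain was -0.021 (camera adjusted p = 0.57). In the oxidative phosphorylation list 69 of 80 genes were higher (median 0.12), although that list did not pass with fry. The paper gives chemokine and cytokine signaling pathways together as higher, whereas chemokines were tested here as a list of their own. The cytokine list, which does not hold the raised chemokine genes, had a median of 0.034 (camera adjusted p = 0.63). The chemokine list had a median of 0.14 and passed with camera and fry, but not with an estimated correlation. For chemokines, the hypergeometric test had too few genes past the threshold to tell, and the list was enriched with an unadjusted p under 0.05, a threshold chosen after seeing the values. For the named genes Cox5a, Atp5g3, Ndufa5 and Uqcr10 the direction was the paper's. The study chose them as raised from these same samples, so their direction is not independent evidence. None of these genes passed the threshold over all genes under any setting (lowest adjusted p = 0.65).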

Other observations

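Tests of the gene length trend, of short abundant messages, of non-T cells by their marker lists, of the NRF2 targets and of activated cells were chosen before the result was seen. The same holds for edgeR's test, camera, the FPKM settings and the fits with a sample left out. It also holds for fry and the estimated correlation, except on the complexes and cell type lists. The other tests of this part, that of the neutrophil counts included, were chosen only after the result was seen.

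On the first principal component, TCR alone replicate 3 and TCR+LNY1 replicate 1 lay apart from the other 4 samples. The log2 deviations of both samples rose with GC content across 9037 genes (correlations across genes, which are not independent replicates, of 0.57 and 0.40), whereas those of the other 4 fell (-0.46 to -0.10). A difference in library size is argued against, because TCR alone replicate 3 had 40327431 counts, inside the range of the other 4 samples. The GC trend is argued against as the whole cause, because after its correction the first component held 25.9% of the variance and still parted the same samples, with scores of 30.0 and 42.3 against -25.7 to -8.56. A sample exchanged between the groups stays open. The division that exchanges TCR alone replicate 3 with TCR+LNY1 replicate 2 gave 1902 genes at an unadjusted p under 0.05, against 471 for the real groups, but only 1 gene past the threshold, against 2. That division follows the GC trend by keeping both samples together, and after the GC correction it gave 1359 genes and the real groups 611. Neither the labels nor the paper name a sequencing or library batch, so a batch cannot be told apart from other differences between single samples. No biological explanation was tested, since the axis crosses the groups.

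The same samples differ in counts on 7 annotated pseudogenes on chromosome 1 between 24611535 and 24616197 (GRCm38), whose sequence is shared with transcripts of the mitochondrial genome (97.2% to 100% of their 31-base words). They took 1.03%, 0.642% and 0.219% of the counts in TCR alone replicates 1, 2 and 3, and 0.212%, 0.707% and 0.721% in TCR+LNY1 replicates 1, 2 and 3. Gm29216 had 6382 and 5985 counts in the 2 samples and 34924 to 37869 in the others. Gm10222, of the same cluster, had 15712 to 20562 counts in all 6. The mitochondrial genes proper were listed at 0, so these counts can hold reads of mitochondrial transcripts.

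For the higher median of oxidative phosphorylation genes in TCR+LNY1, a gene length trend is argued against as the whole cause. After the length correction the median was 0.071 and camera still passed (adjusted p = 1.7e-04), but not every complex did. A shift of all short abundant messages is argued against as well, as the list lay at percentile 100 of random lists matched on expression and length, whose median was 0.046. The cytosolic ribosomal protein genes rose as much as the list, though, which that explanation also predicts. A shift shared with the ribosomal protein genes may account for the pattern. The difference between the medians of both lists changed by -0.028 between the groups (exact permutation test, p = 0.8), so the oxidative phosphorylation genes did not rise against them. Of the 10 divisions, 2 gave a median as far from 0 for oxidative phosphorylation, 2 for complex I, 2 for complex III, 1 for complex IV and 3 for complex V. Since leaving out TCR alone replicate 1 took the median to 0.050, a property of that sample and an effect of LNY1 cannot be told apart.

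For chemokines the real division alone (1 of 10) gave a median as far from 0, for steroid biosynthesis 2 and for cell cycle 2. More non-T cells among the TCR+LNY1 samples might raise chemokine genes. The NK cell markers had a median of 0.17 (8 of 13 higher, adjusted p = 0.24 from limma's camera), while macrophage and dendritic cell markers had -0.12 (4 of 14 higher) and B cell markers -0.029. The NK list passed only on genes with a mean FPKM of at least 1 (0.15, adjusted p = 0.037), and its adjusted p ran from 0.037 to 0.57 over the settings with all 6 samples. The NK median ranged from 0.073 to 0.21 with a sample left out. That of macrophage and dendritic cell markers ranged from -0.31 to -0.030. The most abundant NK markers, Nkg7 and Eomes, changed by 0.086 and 0.18. Of the 13 NK genes, 5 are in another list and 4 had a log2 CPM above 3 in these T cell samples, where a high baseline would hide a small share of NK cells, so the question stays open for them. Neutrophils as a source are argued against, as 15 of the 23 genes of their list had 0 counts in every sample, S100a8 and S100a9 among them. A lower share of activated cells as the reason for the lower cell cycle genes stays open. It predicts a fall of the T cell activation list and a rise of the naive and resting T cell list. The first had a median of 0.088, but this did not pass with fry (adjusted p = 0.064) or with an estimated correlation (adjusted p = 0.21), and it was 0.043 without TCR alone replicate 1, where it did not pass with camera. An oxidative stress response to LNY1, as the paper's later experiments on reactive oxygen species raise, stays open, because the NRF2 antioxidant targets had a median of 0.038 with 12 genes higher and 9 lower (adjusted p = 0.73 from limma's camera).

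Of the other lists, hypoxia targets had a median log2 fold change of -0.11 (20 of 24 lower, camera adjusted p = 0.17). They passed on log2(FPKM + 1) (-0.082, adjusted p = 0.017), on log2(FPKM + 0.1) (-0.090, adjusted p = 0.018) and on genes with a mean FPKM of at least 1 (-0.099, adjusted p = 0.0040), and over all settings with 6 samples the adjusted p ran from 0.0040 to 0.85. The median was -0.061 without TCR alone replicate 2 and -0.063 without TCR+LNY1 replicate 1. None of the next lists passed with camera. The p53 targets had a median of -0.044 (adjusted p = 0.67), naive and resting T cell genes 0.034 (0.86) and interferon-stimulated genes -0.035 (0.86). CD4 T cell markers had 0.10 (0.50), CD8 T cell markers 0.075 (0.50) and regulatory T cell markers 0.022 (0.99). Single samples moved these medians. Leaving them out in turn gave -0.073 to -0.0055 for p53 targets and -0.066 to -0.0079 for interferon-stimulated genes. The range was 0.019 to 0.046 for naive and resting T cell genes. It was 0.024 to 0.11 for CD4 and 0.024 to 0.079 for CD8 T cell markers. Adjusted over the list alone, 1 of the hypoxia targets passed, Pfkfb3, which rose by 0.82 while 20 of the 24 genes were lower. Of the 24 genes the paper names, Agxt2 and Ddah1 had 0 counts in all 6 samples. This differs from the paper's qPCR, which measured both messages in splenic T cells activated for 24 h and gave Agxt2 as induced. The cause of the difference was not tested. All samples here were activated, so an induction of Agxt2 could not be tested either. Of the other 22, 17 were higher in TCR+LNY1 (median 0.100, adjusted p = 0.0012 with limma's camera and 0.0062 with fry), and none passed edgeR's test over all genes or adjusted over the list alone. The list holds the 4 electron transport chain genes, which the study chose from these samples, so its test is not independent evidence. Foxp3, which the paper measures in other experiments, had 28.6 ± 3.60 CPM in TCR alone and 36.7 ± 1.47 CPM in TCR+LNY1 (SD, n = 3 each; log2 fold change 0.36, exact permutation p = 0.1). Il2ra changed by -0.094, Pdcd1 by 0.093 and Mcu by 0.13, and none of these passed. Their log2 fold changes ranged from -0.14 to -0.045, from 0.028 to 0.14 and from 0.076 to 0.17 with a sample left out.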
